# Heat stress leads to rapid lipid remodeling and transcriptional adaptations in *Nicotiana tabacum* pollen tubes

**DOI:** 10.1093/plphys/kiac127

**Published:** 2022-03-18

**Authors:** Hannah Elisa Krawczyk, Alexander Helmut Rotsch, Cornelia Herrfurth, Patricia Scholz, Orr Shomroni, Gabriela Salinas-Riester, Ivo Feussner, Till Ischebeck

## Abstract

After reaching the stigma, pollen grains germinate and form a pollen tube that transports the sperm cells to the ovule. Due to selection pressure between pollen tubes, pollen grains likely evolved mechanisms to quickly adapt to temperature changes to sustain elongation at the highest possible rate. We investigated these adaptions in tobacco (*Nicotiana tabacum*) pollen tubes grown in vitro under 22°C and 37°C by a multi-omics approach including lipidomic, metabolomic, and transcriptomic analysis. Both glycerophospholipids and galactoglycerolipids increased in saturated acyl chains under heat stress (HS), while triacylglycerols (TGs) changed less in respect to desaturation but increased in abundance. Free sterol composition was altered, and sterol ester levels decreased. The levels of sterylglycosides and several sphingolipid classes and species were augmented. Most amino acid levels increased during HS, including the noncodogenic amino acids γ-amino butyrate and pipecolate. Furthermore, the sugars sedoheptulose and sucrose showed higher levels. Also, the transcriptome underwent pronounced changes with 1,570 of 24,013 genes being differentially upregulated and 813 being downregulated. Transcripts coding for heat shock proteins and many transcriptional regulators were most strongly upregulated but also transcripts that have so far not been linked to HS. Transcripts involved in TG synthesis increased, while the modulation of acyl chain desaturation seemed not to be transcriptionally controlled, indicating other means of regulation. In conclusion, we show that tobacco pollen tubes are able to rapidly remodel their lipidome under HS likely by post-transcriptional and/or post-translational regulation.

## Introduction

Around 80% of the >350,000 known plant species are flowering plants (angiosperms) that mainly rely on sexual reproduction to pass on their genes to the next generation (Christenhusz and Byng, 2016). Sexual reproduction is also the prerequisite for seed and fruit set in crop plants. In most angiosperms, the male gametophyte—the pollen containing the sperm cells or the generative cell that later divides into the two sperm cells—double-fertilizes the female gametophyte. To this end, the pollen has to land on the stigma of a pistil and adhere, rehydrate, and germinate there. Since seed plant sperm cells are immotile, they have to be delivered through the female reproductive tissues to the ovule by tip-growing pollen tubes that are formed by the vegetative cells of the pollen (Sprunck, 2020). In some species, pollen tubes have to grow several centimeters to reach the egg-cell containing ovule. Maize (*Zea mays*) pollen tubes, for example, can grow up to 50 cm in length with a speed of more than 1 cm per hour (Mascarenshas, 1993). Especially for these very long pollen tubes, it is unlikely that enough lipids for the elongation are stored in the pollen grain, but the tubes rather depend on high de novo synthesis for their growth (Ischebeck, 2016). This assumption is supported by the fact that proteins involved in fatty acid synthesis are 5–10 times more abundant in maturing pollen and growing pollen tubes of tobacco (*Nicotiana tabacum*) than in leaves or roots (Ischebeck et al., 2014; Ischebeck, 2016).

The process of sexual reproduction in plants is very sensitive to abiotic stresses like heat stress (HS) or cold stress. Male gametophytes are especially sensitive to HS during all stages of their life and are generally more susceptible than female tissues (Hedhly, 2011; Santiago and Sharkey, 2019). One effect of HS on developing pollen is early tapetum degradation likely due to accumulation of reactive oxygen species (ROS) and the consequent disruption of concerted ROS signals (Zhao et al., 2018). Furthermore, anthers can fail to release pollen grains, possibly due to heat-induced changes in cell wall composition, sucrose transport, and water movement (Santiago and Sharkey, 2019). Also, the developing male gametophyte itself can encounter problems at different stages of development (Müller and Rieu, 2016; Raja et al., 2019; Santiago and Sharkey, 2019).

The effects of HS on pollen germination and pollen tube growth are less well studied than those on pollen development but have also been addressed in several studies. It was shown that tomato (*Solanum lycopersicum*) pollen germination is negatively affected by HS in in vitro experiments (germination and pollen tube growth in medium outside of female tissues); an effect also attributed to elevated ROS levels (Luria et al., 2019). Various sorghum (*Sorghum bicolor*) genotypes show in vitro pollen germination reductions of 2%–95% under different HSs (Sunoj et al., 2017). In vivo experiments with pollen from rice (*Oryza sativa*) or pinyon pine (*Pinus edulis*) gave similar results (Flores-Rentería et al., 2018; Shi et al., 2018).

Inhibited pollen tube growth has been observed as well. Experiments on in vivo grown cotton (*Gossypium hirsutum*) pollen tubes attribute reduced pollen tube growth to HS-induced reduction of soluble carbohydrate content in the pistil (Snider et al., 2011a, 2011b). Heat-induced pollen tube growth inhibition in rice was described to be likely due to altered auxin homeostasis within the pistil (Zhang et al., 2018). These experiments highlight the importance of biochemical interactions between pollen tubes and the surrounding pistil tissue during stress. However, pollen tube growth inhibition is also observed in vitro. Experiments with tomato pollen showed maximal germination rates at 15°C and maximal pollen tube lengths at 25°C, higher (or lower) temperatures were inhibitory (Karapanos et al., 2010). Another in vitro study in tomato showed that high temperature-induced ROS inhibit pollen tube growth and that elevated flavonol levels can counteract the heat-induced ROS imbalance (Muhlemannet al., 2018). Also, in vitro pollen tube growth of cotton, rice, and Arabidopsis (*Arabidopsis thaliana*) is inhibited by high temperatures (Boavida and McCormick, 2007; Song et al., 2015; Coast et al., 2016), indicating that growth inhibitions are not solely due to altered crosstalk with the female tissue, but also due to effects in the pollen tube itself.

A challenge all organs of plants have to meet during elevated temperatures is maintaining membrane fluidity and integrity; this holds true for the plasma membrane as well as for intracellular membranes (Niu and Xiang, 2018). Among the challenges, plant membranes have to meet under elevated temperatures are the prevention of bilayer disintegration (because of membrane hyperfluidity under high temperatures) and peroxidation of unsaturated fatty acids by ROS (Higashi and Saito, 2019).

The effects of long- and short-term HS on the leaf lipidome of different species have been reviewed recently (Higashi and Saito, 2019; Lu et al., 2020): levels of glycerophospholipids containing saturated or mono-unsaturated acyl chains increase; while most glycerophospholipid species with polyunsaturated acyl chains decrease. At the same time, triacylglycerol (TG) levels increase.

*Nicotiana tabacum* used in this study is a versatile model organism that is also very suited to study pollen tube growth. Here, we show that tobacco pollen tubes can grow well at a relatively high temperature of 37°C and monitor the adaptions of the pollen tubes on its lipidome, transcriptome, and metabolome.

## Results

### Tobacco in vitro pollen tube growth is not inhibited by elevated temperatures

The *N.* *tabacum* genome has been sequenced; tobacco flowers are large and rich in pollen that germinates and grows tubes effectively in vitro (Read et al., 1993; Edwards et al., 2017) making it a suitable species to use in a study on pollen tubes. First, we tested if tobacco pollen tubes also grow at higher temperatures and thereby pose a possible model to study successful heat adaptation. For this, we analyzed pollen tube elongation under five different conditions (Figure 1A) with or without HS: 3 h of growth at room temperature (RT; 22°C, 3 h), 6 h of growth at RT (6 h), 3 h growth at RT and then 3 h growth under HS (HS 3 + 3 h), 3 h growth at RT and then 6 h growth under HS (HS 3 + 6 h), and 3 h growth at RT followed by 3 h growth under HS, and finally 3 h at RT for HS relief (HSR; 3 + 3 + 3 h). The chosen time points do not allow a comparison of extended HS and continuous growth at RT, but a comparison between extended HS and HSR can be drawn. Pollen tubes grown at RT for 3 h reached an average length of 0.46 mm and after 6 h they more than doubled their lengths, reaching 1.1 mm (Figure 1, B and C). If shifted to HS after 3 h of RT growth, pollen tube length after 6 h only reached 0.83 mm. This is a growth reduction of around 38% in comparison to RT 6 h, indicating that while pollen tubes can still grow at this temperature their growth is hampered. If subjected to prolonged HS of 6 h, tubes averaged a length of 1.27 mm while HS relieved pollen tubes grew to 1.19 mm.

**Figure 1:**
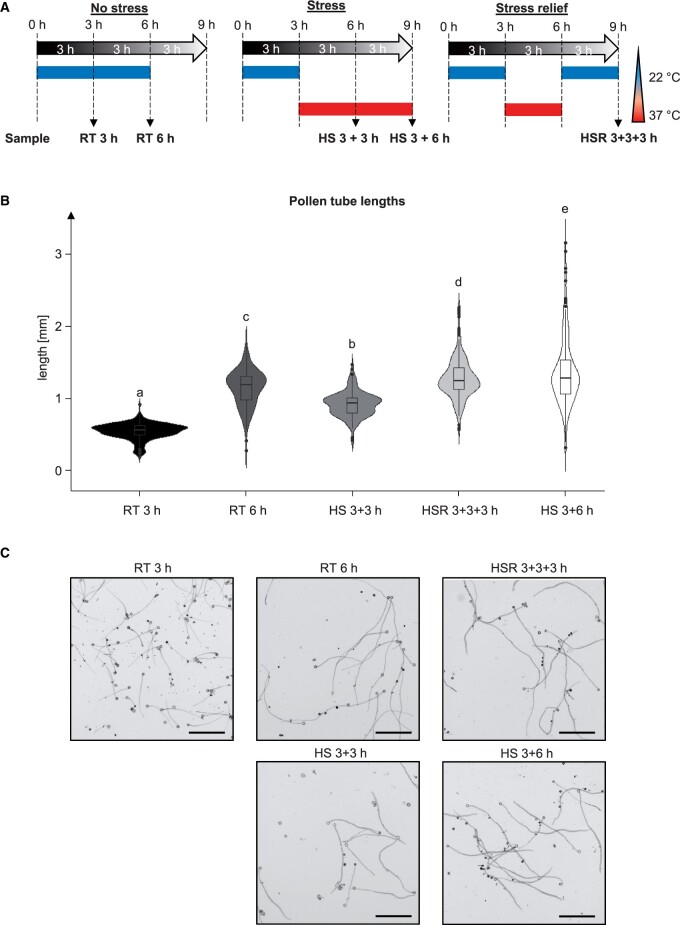
Pollen tubes were subject to different temperature regimes. A, Schematic depiction of the experimental setup. Pollen tubes were grown under five different conditions: either unstressed for 3 or 6 h at RT (22°C; 3 h, 6 h); at RT for 3 h followed by either 3 or 6 h of HS (37°C; 3 + 3 h, 3 + 6 h); or for 3 h at RT, followed by 3 h HS at 37°C and then another 3 h at RT to assay HSR (3 + 3 + 3 h). B, Violin plot of measured pollen tube lengths under the different conditions. Boxplots are shown within the diagram (center line corresponds to median, upper and lower hinge correspond to 25th and 75th percentiles, upper and lower whisker extend to largest/smallest value within 1.5× inter-quartile range of the respective hinge, and outliers beyond the whiskers are presented individually). ANOVA was performed (significance level *α* = 0.05), followed by post hoc Tukey’s analysis. Results are presented as compact letter display of all pair-wise comparisons. *n* = 183–201. C, Images of pollen tubes grown under the indicated conditions. Bars = 0.5 mm.

### Relative glycerophospholipid and galactoglycerolipid composition changes under HS

HS usually induces membrane remodeling in order to maintain membrane integrity. Sustaining pollen tube growth under elevated temperatures thus likely requires lipidomic adaptations, too. To assay such a remodeling, pollen tubes were grown in five replicates under the described temperature regimes (Figure 1A). Lipids were extracted from the tubes and attached medium. Then, glycerolipids (including neutral glycerolipids and galactoglycerolipids), glycerophospholipids, sphingolipids, and sterol lipids (sterol conjugates) were analyzed by ultra-performance liquid chromatography (UPLC)-nanoelectrospray ionization (nanoESI)-tandem mass spectrometry (MS/MS); free sterols were analyzed by gas chromatography–mass spectrometry (GC–MS). In total, 383 molecular species from 26 lipid subclasses were detected and relative lipid subclass-specific profiles were calculated as percent values of the individual subclasses. Abundances of these subclasses were expressed by normalization of the absolute peak area to the values after 3 h of RT growth (Supplemental Datasets 1–S11). Digalactosylmonoacylglycerol, monogalactosylmonoacylglycerol, sulfoquinovosylmonacylglycerol, sulfoquinovosyldiacylglycerol, phosphatidylinositol (PI)-monophosphate (PIP), PI-bisphosphate (PIP_2_), and lysophosphatidylserine could not be detected in any of the samples. Ceramide-phosphate (CerP), glucuronosylinositolphosphoceramide (GlcA-IPC), hexosyl-GlcA-IPC, and hexosylhexosyl-GlcA-IPC were also not found.

HS had only mild effects on the relative abundances of most membrane lipid classes (Figure 2A). For phosphatidic acid (PA), phosphatidylcholine (PC), PI, and phosphatidylethanolamine (PE), only subtle or no changes were observed when the tubes were grown for an additional 3 h at RT or 3 h under HS (total growth of 6 h). After a total growth of 9 h, the relative amounts of PC and PE increased, but their relative accumulation was slightly reduced in heat-stressed tubes when compared with stress-relieved tubes. Stronger relative increases were observed for the other membrane lipids, especially so after prolonged pollen tube growth. Particularly digalactosyldiacylglycerol (DGDG), phosphatidylserine (PS), and TG showed strong relative increases upon heat treatment (Figure 2A). The effects on the synthesis and breakdown of diacylglycerol (DG), an intermediate of several lipid pathways, were less pronounced (Figure 2A).

**Figure 2:**
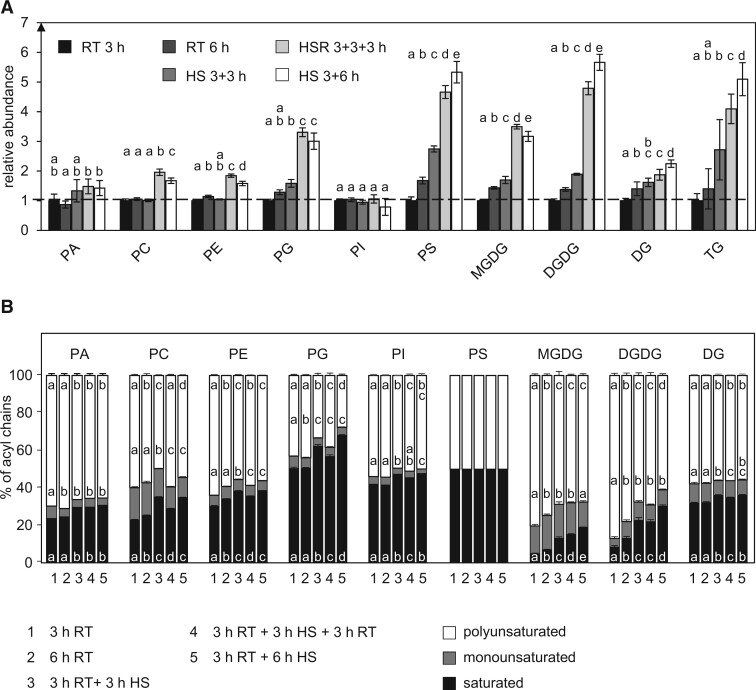
HS changes lipid subclass composition and decreases saturation of acyl chains A, Abundances of the depicted lipid subclasses of pollen tubes grown under different temperature regimes were measured by UPLC-nanoESI-MS/MS and normalized to their respective values after 3 h RT. B, Relative saturation of the respective lipid subclasses under the same temperature regimes. The levels of the molecular lipid species containing zero (saturated), one (monounsaturated), or more than one (polyunsaturated) double bonds in their fatty acid residues were summed per lipid subclass and converted into relative molar proportions. *n* = 5. Error bars represent standard deviation. For statistical analysis, ANOVA was performed (significance level *α* = 0.05), followed by post hoc Tukey’s analysis. Results are presented as compact letter display of all pair-wise comparisons.

Looking at overall saturation levels, the relative proportion of saturated acyl chains increased in all membrane glycerolipid subclasses except for PS and DG, while the relative abundance of polyunsaturated acyl chains decreased (Figure 2B). Shifting the tubes back to RT partly led to a reversion of the effects in PC, PE, and phosphatidylglycerol (PG) while relative levels in monogalactosyldiacylglycerol (MGDG) and DGDG remained approximately constant.

Regarding the acyl chain composition (Figure 3), a relative increase in most 16:0- and 18:0-containing glycerophospholipid species was observed after 3 h of HS, while species without saturated acyl chains generally decreased in relative abundance. If pollen tubes were shifted back to RT, most species containing 16:0 and 18:0 decreased again; while lipids containing no saturated acyl chains increased.

**Figure 3:**
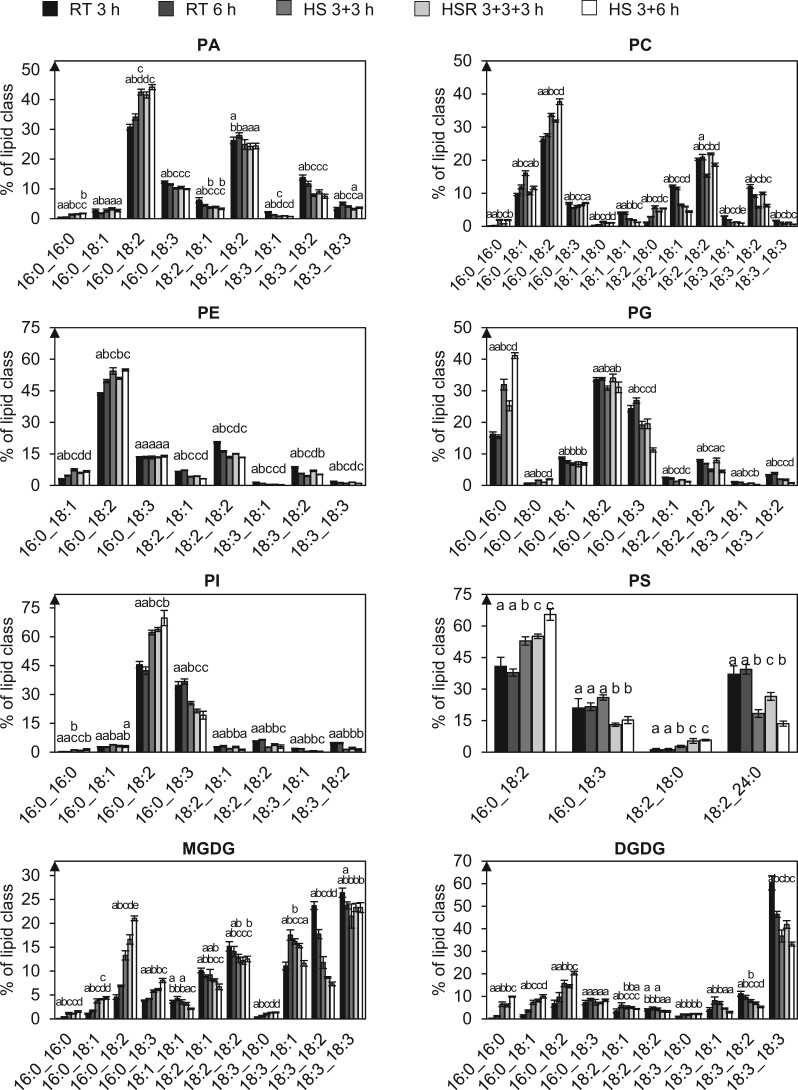
Glycerophospholipid and galactoglycerolipid species with saturated acyl chains increase under HS. The depicted lipid subclasses from pollen tubes grown under different temperature regimes were investigated. Lipid subclass profiles were obtained by UPLC-nanoESI-MS/MS. Values are given as mol % of all detected lipid species per subclass, only major lipid species (>1% of total) are depicted. *n* = 5. Error bars represent standard deviation. For statistical analysis, ANOVA was performed (significance level *α* = 0.05), followed by post hoc Tukey’s analysis. Results are presented as compact letter display of all pair-wise comparisons.

Monoacylglycerophospholipids that might negatively affect membrane rigidity (Henriksen et al., 2010) were strongly reduced under HS (Figure 4A). The relative proportion of most monoacylglycerophospholipids containing 16:0 also increased after 3 h of HS (Figure 4, B–F). The relative amounts of 18:2- and 18:3-containing species on the other hand declined leading to a higher saturation (Figure 4G).

**Figure 4:**
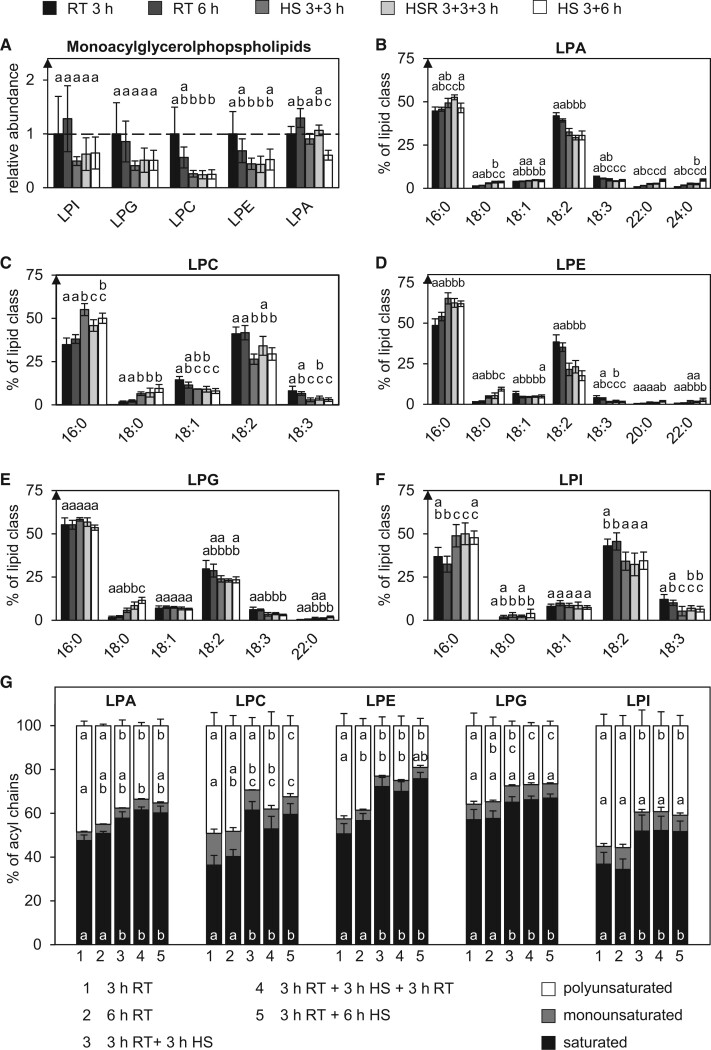
Monoacylglycerphospholipid species with saturated acyl chains increase under HS. The depicted lipid subclasses from pollen tubes grown under different temperature regimes were investigated. A, Relative abundances of the lipid subclasses were measured by UPLC-nanoESI-MS/MS and normalized to their respective values after 3 h RT. B–F, Molecular species within the individual subclasses are given as mol % of all detected lipid species per subclass. Only major lipid species (>1% of total) are depicted. G, Relative saturation of the respective lipid classes under the same temperature regimes. The abundance of the molecular lipid species containing zero (saturated), one (monounsaturated), or more than one (polyunsaturated) double bonds in their acyl residues were summed per lipid subclass and converted into relative proportions. *n* = 5. Error bars represent standard deviation. For statistical analysis, ANOVA was performed (significance level *α* = 0.05), followed by post hoc Tukey’s analysis. Results are presented as compact letter display of all pair-wise comparisons.

The general trend observed in the galactoglycerolipids MGDG and DGDG is the same as for glycerophospholipids: 16:0-containing lipid species increased, while 18:3-containing lipid species decreased. Stress relief partially reversed the observed effects again for some species but not for all (Figure 3).

Fewer changes were observed in the acyl chain composition of the glycerolipids DG and TG (Figure 5A). DG profiles remained more or less constant under all tested conditions. For TG, some changes over time but almost no changes in response to HS were observed.

**Figure 5:**
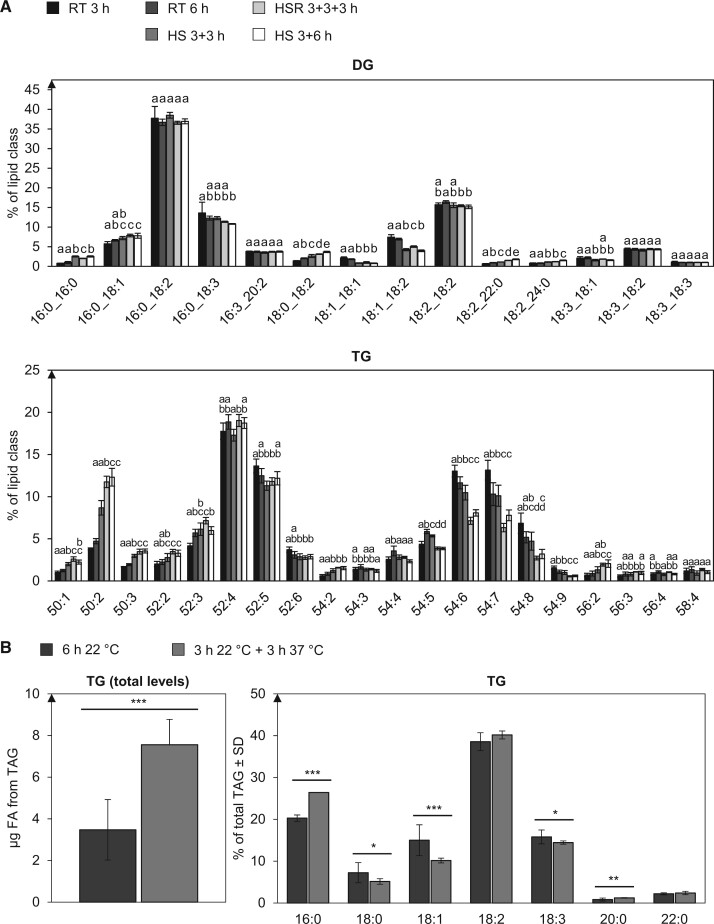
TG accumulates under HS and becomes more saturated. A, The depicted lipid subclasses from pollen tubes grown under different temperature regimes were investigated. Lipid subclass profiles were measured by UPLC-nanoESI-MS/MS. Values are given as mol % of all detected lipid species per subclass. Only major lipid species (>1% of total) are depicted. For statistical analysis, ANOVA was performed (significance level *α* = 0.05), followed by post hoc Tukey’s analysis. *n* = 5. Error bars represent standard deviation. Results are presented as compact letter display of all pair-wise comparisons. B, Absolute quantification of TG from heat stressed and non-stressed pollen tubes per 1 mg of dry pollen. Also shown is the relative contribution of the respective fatty acids to the total TG amount. Measurements were performed with GC-FID and quantified as peak areas. *n* = 5. Error bars represent standard deviation. ***P < 0.005; **P < 0.001; *P < 0.05; determined by Student’s *t* test.

To further validate the relative increase of TG levels under HS (Figure 2A), and to get information on absolute TG levels, TG content was also quantified by gas chromatography-flame ionization detection (GC-FID) (Figure 5B). Heat-stressed pollen tubes (3 h RT + 3 h HS) produced more than twice the absolute amount of TG as control pollen tubes (6 h RT) did.

### Pollen tube sphingolipid abundance increases under HS

Sphingolipids are a highly diverse class of lipids. All sphingolipids consist of a sphingoid base (SPB) that can be subject to different modifications (Michaelson et al., 2016). If the SPB is linked to a 14–30 carbon acyl chain via an amide bond, a ceramide (Cer) is formed. Cers can be linked to a head group, consisting either of a hexose (giving rise to the subclass of hexosylceramides; HexCers) or a phosphate attached to an inositol. This inositol can then be further linked to glucuronic acid (GlcA) forming the core structure of glycosylinositolphosphoceramides, which can carry additional sugar residues. Both, the SPBs and the fatty acids can be further modified by double bonds or hydroxyl groups, SPBs and Cers can also be phosphorylated to either SPB-phosphates (SPBPs) or Cer-phosphates (Cer-Ps) (Figure 6A).

**Figure 6:**
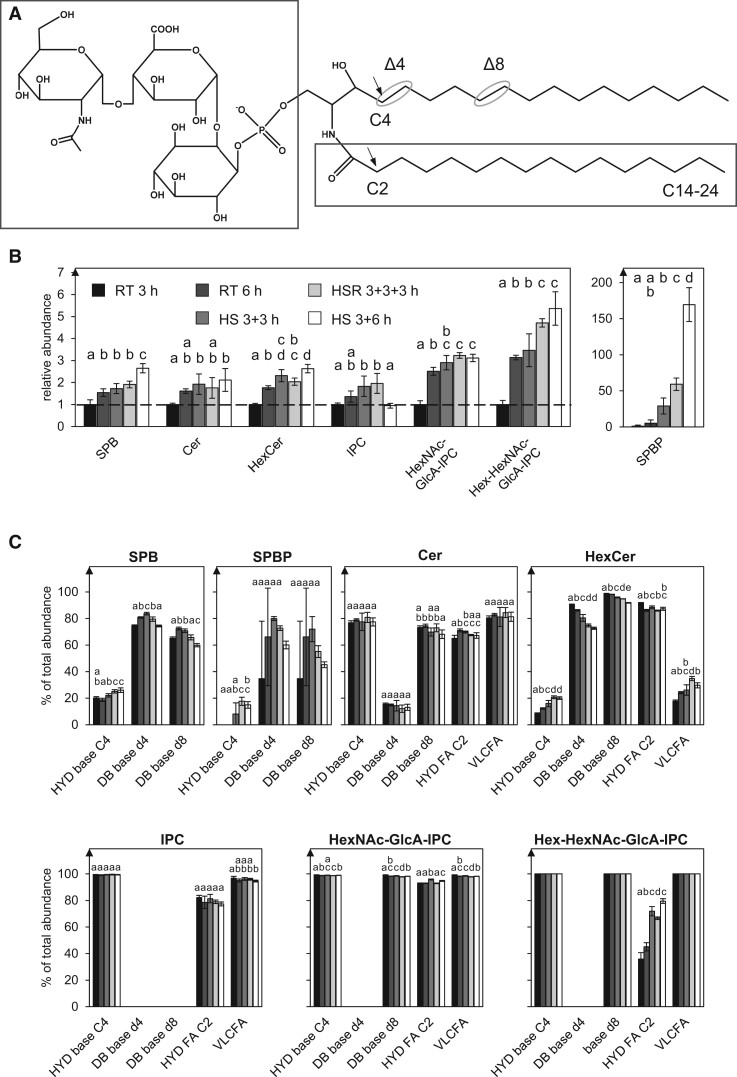
Sphingolipid composition and modifications are affected by HS. A, Sphingolipids consist of a SPB bound to an acyl chain of variable length (right box) forming a ceramide. They can carry a head group (left box) consisting of a hexose (HexCer), a phosphate (e.g. SPBP), a phosphate fused to inositol (IPC) that can be further linked via GlcA to additional sugars as depicted for a HexNAc-GlcA-IPC that can also be linked to a further hexose (Hex-HexNAc-GlcA-IPC). In addition, sphingolipids can be modified at the SPB by a double bond in the d4 and d8 position or (mutually exclusive with the d4 double bond) a hydroxylation at the C4 carbon atom. Another variable modification that can be detected is a hydroxylation at the C2 of the acyl chain. B, The depicted sphingolipid subclasses from pollen tubes grown under different temperature regimes were investigated. Abundances of the lipid subclasses were measured by UPLC-nanoESI-MS/MS and normalized to their respective values after 3 h RT. C, For each sphingolipid subclass, the percentage-wise occurrence of modifications was determined: HYD base C4, hydroxylation at C4 of the SPB; DB base d4, double bond at the Δ4 position of the SPB; DB base d8, double bond at the Δ8 position of the SPB; HYD FA C2, hydroxylation at C4 of the acyl chain; VLCFA, acyl chain derived from a very long chain fatty acid (C ≥ 20). *n* = 5. Error bars represent standard deviation. For statistical analysis, ANOVA was performed (significance level *α* = 0.05), followed by Post-hoc Tukey analysis. Results are presented as compact letter display of all pair-wise comparisons.

Overall, 96 sphingolipid species from 7 lipid subclasses were identified in the samples (Supplemental Datasets S4–S6). The abundance of sphingolipids in tobacco pollen tubes increased over time (Figure 6B) and HS led to an additional increase of all sphingolipid subclasses. Especially the levels of SPBP (5.8-fold increase when comparing HS 3 + 3 h to RT 6 h and 2.8-fold when comparing extended HS to HSR) and HexCer (30% and 31% increase, respectively) were elevated.

Sphingolipids of Arabidopsis pollen were previously described to be distinct from sporophytic tissues in having HexCer species that predominantly carry a double bond at the C4 position of the SPB instead of a hydroxy group (Luttgeharm et al., 2015). Also, in this study, after 3 h of growth, this double bond was detected in at least 90% of the HexCer species, in 74% of the SPB species and in 15% of the ceramide species (Figure 6C; for some lipid species, the position of the hydroxyl group could not unambiguously be determined). Interestingly, the occurrence of this modification was slightly reduced under HS. Instead, the relative abundance of species containing a hydroxyl group at this position increased (by 31% when compared with HS 3 + 3 h to RT 6 h). Another major change observable under HS was the increased hydroxylation at the C2 of the acyl chain of hexosyl-*N*-acetylhexosaminyl-GlcA-IPCs (Hex-HexNAc-GlcA-IPCs), which was detected in 45% of all Hex-HexNAc-GlcA-IPC species after 6 h growth at RT and was increased to 72% under HS.

### Levels and composition of free sterols and sterol conjugates are altered under HS conditions

Similar to sphingolipids, sterol lipids are important structural lipid constituents of membranes, especially the plasma membrane, and are important for membrane microdomain (lipid raft) formation. Through this, they are involved in diverse cellular processes, including polar cell growth (Simons and Ikonen, 1997; Beck et al., 2007; Simon-Plas et al., 2011; Mamode Cassim et al., 2019).

The profile of free sterols in pollen from various species differs greatly from that in leaves or other sporophytic tissues and it was shown that the sterol synthesis pathway in growing tobacco pollen tubes is truncated with only two species being de novo synthesised: presumably methylenepollinastanol and its precursor cycloeucalenol (Villette et al., 2015; Rotsch et al., 2017). Relative abundance of these sterol species increases during pollen tube growth (Rotsch et al., 2017), as can be seen in the presented data (Figure 7 and Supplemental Datasets S7 and S8). Especially cycloeucalenol accumulated strongly under HS and less at RT. After HSR, increased accumulation ceased and levels remained constant.

**Figure 7:**
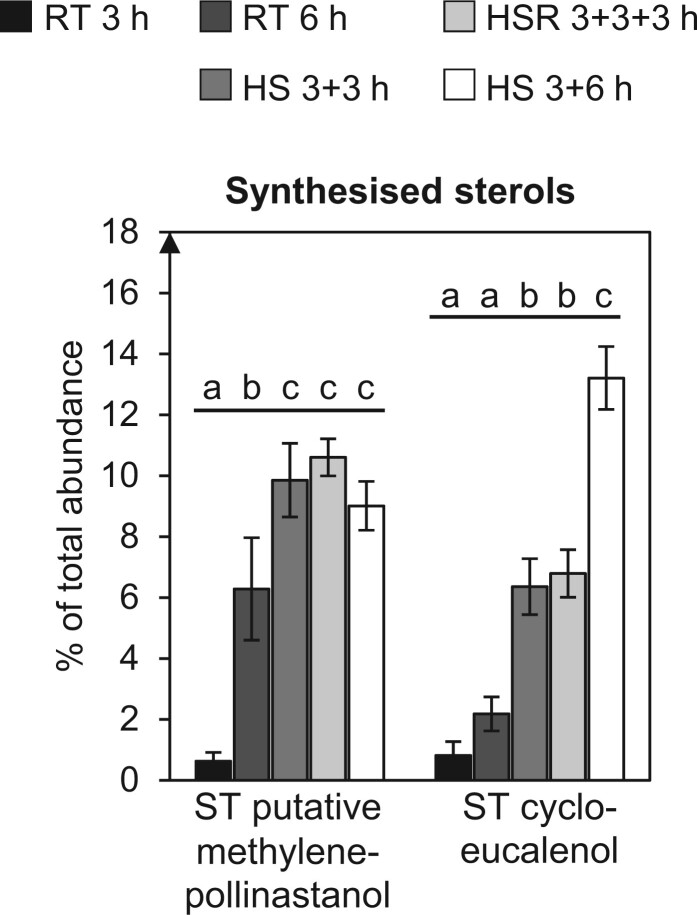
The relative amounts of newly synthesised free sterol species increase under HS. Only two sterol species are newly synthesised in growing tobacco pollen tubes, a sterol with an exact mass of 412,37 Da that is putatively methylenepollinastanol, and cycloeucalenol. Presented are relative abundances of the respective sterol based on the total ion current as measured by GC–MS, pollen tubes were grown under different temperature regimes. *n* = 5. Error bars represent standard deviation. For statistical analysis, ANOVA was performed (significance level *α* = 0.05), followed by post hoc Tukey’s analysis. Results are presented as compact letter display of all pair-wise comparisons in increasing order.

The relative levels of sterylglycoside (SG) and acylsterylglycoside (ASG) were also strongly increased by 84% and 42%, respectively, when comparing 3 h of HS to the control treatment. Sterol ester (SE) species on the other hand decreased in their relative levels (Figure 8 and Supplemental Datasets S10 and S11). When comparing prolonged heat treatment with HSR, HSR caused SE levels to increase again.

**Figure 8:**
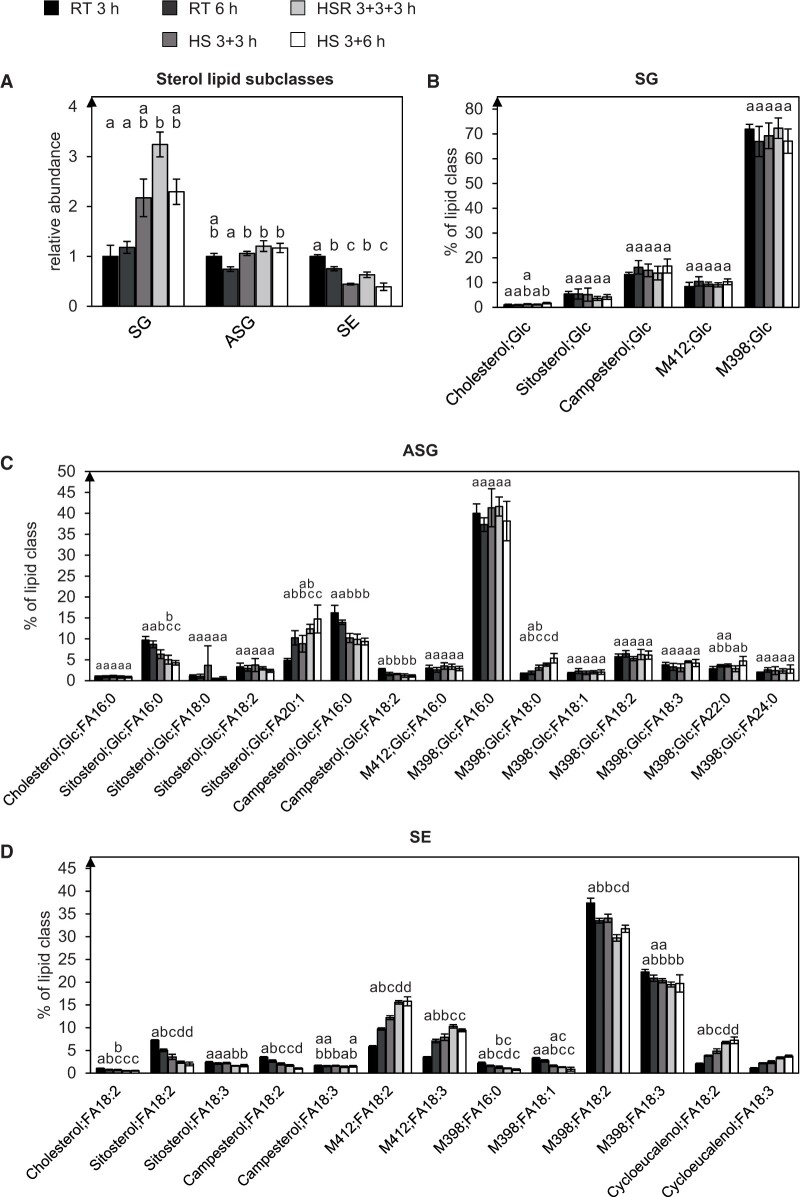
SGs accumulate under HS, while SEs decrease. A, The depicted sterol lipid subclasses from pollen tubes grown under different temperature regimes were investigated. Abundances of the lipid subclasses were measured by UPLC-nanoESI-MS/MS and normalized to their respective values after 3 h RT. B–D, Molecular species within the individual subclasses are given as mol % of all detected lipid species per subclass. Only major lipid species (>1% of total) are depicted. M398 could represent methylenecholesterol or Δ5,24-ergostadienoland, and M412 stigmasterol, the putative methylenepollinastanol, isofucosterol or 24-methylenelophenol. *n* = 5. Error bars represent standard deviation. For statistical analysis, ANOVA was performed (significance level *α* = 0.05), followed by post hoc Tukey’s analysis. Results are presented as compact letter display of all pair-wise comparisons in increasing order.

### Several central metabolites increase under HS

In our study, we also extracted hydrophilic metabolites from pollen tubes grown under the five temperature regimes (Figure 9A). As pollen tubes cannot be easily washed, some liquid attached to the tubes that could contain secreted metabolites was included in the measurements. We identified 51 metabolites by GC–MS that are mostly part of central metabolism including organic acids, amino acids, and sugars (Supplemental Datasets S12 and S13). In addition, 17 so far unidentified markers were found. Values of all time points were normalized to the values after 3 h of RT. While most metabolites accumulated during prolonged pollen tube growth, not all of these were affected by HS. Sugar levels were only mildly altered with the exception of the seven-carbon sugar sedoheptulose that increased three-fold and sucrose that increased two-fold (Figure 9B). Among the organic acids, an increase in 2-isopropylmalate, an intermediate in leucine biosynthesis, and 2-oxoglutarate was observed (Figure 9C). Interestingly, fumarate and malate were not affected by HS but strongly increased after stress relief. Most amino acids increased during HS, including the noncodogenic amino acids β-lactate, γ-amino butyrate, and pipecolate (Figure 9D). Further metabolites that show an increase under HS include, for example glycerol-3-phosphate (Figure 9E) and PE (Figure 9F).

**Figure 9:**
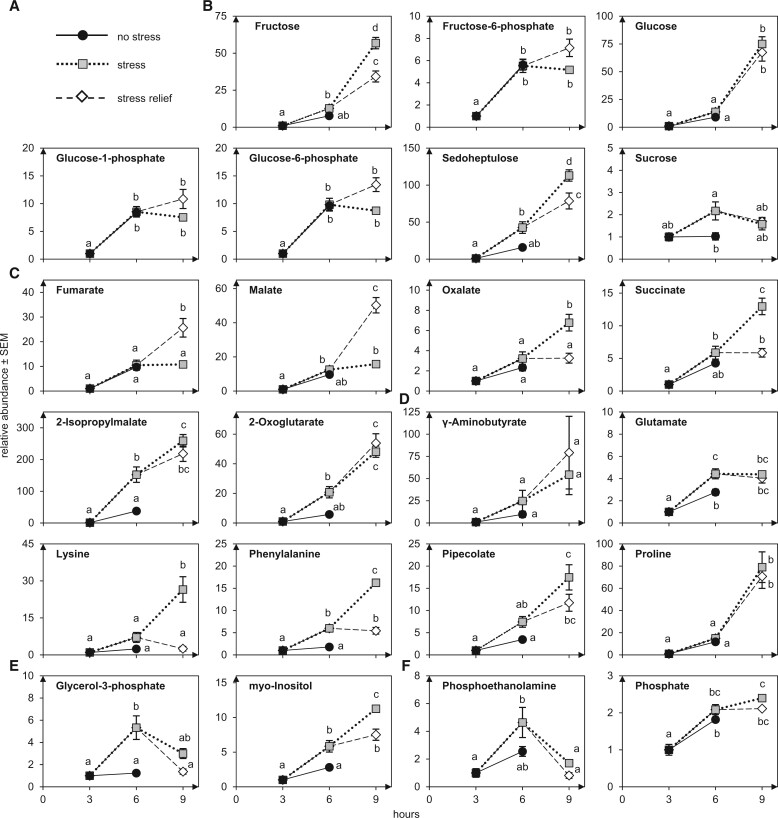
The abundance of several metabolites is affected by HS. A, Legend: black line and filled black circles: no stress (RT 3 h and RT 6 h); dotted line and gray squares: HS (3 + 3 h and 3 + 6 h); dashed lines and white rhombus:HSR (3 + 3 + 3 h). Shown are a selection of detected sugars (B), a selection of detected organic acids (C), a selection of detected amino acids (D), a selection of detected polyols (E) and others (F). *n* = 5. Metabolites are normalized to the value at 3 h. Error bars represent standard deviation. For statistical analysis, ANOVA was performed (significance level *α* = 0.05), followed by post hoc Tukey’s analysis. Results are presented as compact letter display of all pair-wise comparisons in increasing order.

### HS leads to strong alteration on the transcriptome level

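Pollen of the tobacco cultivar Samsun-NN, pooled in each experiment from several plants, was rehydrated in liquid medium and grown on cellophane on solid medium, and 3 samples of each of 3 conditions were sequenced, namely pollen tubes grown for 3 h at RT (RT 3 h), for 6 h at RT (RT 6 h), and for 3 h at RT followed by 3 h at HS (HS 3 + 3 h). RT was 22°C in the paper's text and 23°C in its supplement, and HS was 37°C. Whether the 3 samples of a condition came from separate pollen pools is not stated in the paper's text or in the supplements that were searched. Libraries were prepared from mRNA without keeping the strand and sequenced as single-end reads on an Illumina instrument. The authors aligned the reads to the TN90 tobacco genome with STAR, counted reads per annotated gene with featureCounts, and deposited the counts of 74044 genes per library without normalization. The paper gives 30 to 40 Mio reads per sample. On the genes, 22899975, 26772286 and 25200926 reads were counted in RT 3 h replicates 1 to 3, 23393816, 26511864 and 25574086 in RT 6 h, and 14931693, 24228800 and 24514332 in HS 3 + 3 h, and these totals are the library sizes used here. HS replicate 1 was thus the shallowest library, and 0.5 CPM (counts per Mio counts) corresponded to 7.47 counts in it and to 13.4 counts in the deepest. No pair of replicates differed by as little as sampling noise, since the chi-square of their counts per degree of freedom lay between 1.78 and 6.93. The highest of these values was between RT 3 h replicates 1 and 3. Each library was counted as 1 sample. The chi-square cannot tell libraries of separate pollen pools from libraries of separate cultures of 1 pool. If the pool was shared, the p-values and FDRs here do not cover variation between pools. Each comparison was fitted on its own 6 libraries with edgeR's quasi-likelihood test after TMM normalization, over genes with more than 0.5 CPM in at least 2 of the 6. The limits of the paper were used for differential expression, an absolute log2FC above 1 and an FDR (Benjamini-Hochberg) of at most 0.005. CPM values are given on the TMM scale as mean ± SD with n = 3 libraries, and the standard error of a log2FC as SE. With 3 libraries against 3, complete separation of the groups is the strongest rank outcome for a single gene and arises by chance in 10% of genes, and an exact permutation test of one gene cannot go below p = 0.1. Where every library of a group held at most 3 counts of a gene, its fold change is given as a lower bound computed against that floor. Because the libraries carry no strand, counts of overlapping or antisense genes can be mixed, and because many tobacco genes have close copies, reads can be split between or withheld from members of a gene family, so the values of single homologs carry that uncertainty. Positions are those of the deposited tables on the scaffolds of TN90, where exon blocks are the merged exons of a gene.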

To assess whether the different adaptations are reflected on a transcriptional level, transcriptome analyses of pollen tubes grown for 3 or 6 h at RT or 3 h at RT followed by 3 h at HS were performed by RNA sequencing (Supplemental Dataset S14). The corresponding principal component analysis (PCA) plot is shown in Figure 10A.

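The first principal component of log2 CPM over 24013 genes held 68.2% of the variance, the second 11.1%, and the third 4.84%. On the first component, RT 3 h lay at -49.7 ± 1.27 (SD, n = 3), RT 6 h at -36.9 ± 1.33, and HS 3 + 3 h at 86.6 ± 1.59, so the distance between heat-stressed and nonstressed tubes was many times the spread between replicates. The growth times were set apart mainly on the second component, with RT 3 h at -28.5 ± 6.56, RT 6 h at 31.5 ± 1.83, and HS 3 + 3 h between them at -3.04 ± 2.88. HS replicate 1 stood apart on the third component, at -39.7 against 22.4 and 17.8 for the other HS replicates. Restricting the analysis to the 500 genes with the highest variance moved the share of the first component most, to 94.7%, and kept the groups apart.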

**Figure 10:**
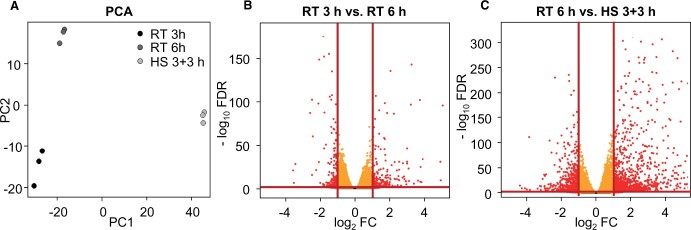
Analysis of transcriptome data. mRNA levels from pollen tubes grown under different temperature regimes were investigated by RNA sequencing. A, PCA of RT 3 h, RT 6 h and HS 3 + 3 h. B and C, Volcano plots of RT 3 h versus RT 6 h and RT 6 h versus HS 3 + 3 h, respectively. Red lines indicate threshold for differential expression (abs. log_2_ FC > 1, outside of vertical lines and FDR < 0.005, above horizontal line). *n* = 3.

Overall, 26,743 genes were detected, 24,013 of which with more than 0.5 counts per million (CPM) in at least 2 libraries and 21,241 of these could be assigned a UniProt protein ID (Table 1). 

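Of the 74044 genes in the deposited count tables, 48045 had at least 1 count in any of the 9 libraries, 27248 had at least 10 counts in at least 1 library, and 26517 had more than 10 counts, a limit that was chosen after the data were seen. More than 0.5 CPM in at least 2 of the 9 libraries was reached by 24013 genes. With the same filter on the 6 libraries of each comparison, 23043 genes were tested between RT 3 h and RT 6 h and 23053 between RT 6 h and HS 3 + 3 h. Per library, between 35774 genes, in HS replicate 1, and 38411 genes, in RT 3 h replicate 2, had at least 1 count.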

The respective protein sequences were then blasted against the TAIR 10 Arabidopsis protein library, and 19,798 tobacco proteins had Arabidopsis homologs with an Expect value (*E*-value) < 10^−5^. The respective Arabidopsis protein identifiers were later used for functional annotation.

**Table 1:** Number of detected and annotated genes in the respective analysis

Analysis	Detected genes	UniProt ID	Arabidopsis homolog
RT 3 h versus RT 6 h	23,043	20,459	19,162
RT 6 h versus HS 3 + 3 h	23,053	20,445	19,779
Total	24,013	21,241	19,798
Total unfiltered	26,743	–	–

Number of detected genes in total and in the two comparisons and number of total detected genes (unfiltered). For DE analyses, genes were filtered for a CPM < 0.5 in at least two of the respective analyzed libraries. Genes were annotated a UniProt identifier (UniProt ID), some genes could not be annotated, number of annotated genes is given. Annotated Tobacco proteins were blasted against Arabidopsis to find homologs, only hits with *E*-value < 10^−5^ were considered. Number of genes with an Arabidopsis protein homolog hit is given.

In the analysis of pollen tubes grown for 3 versus 6 h at RT, fold-changes (FCs) were calculated. About 561 genes were differentially expressed (defined as log_2_FC > 1; false discovery rate [FDR] ≤ 0.005), 306 of which were upregulated and 255 of which were downregulated (Figure 10B and Supplemental Dataset S15).

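Between RT 3 h and RT 6 h, 391 of the 23043 genes tested passed both limits, 210 of them higher and 181 lower at RT 6 h. In each of the 391, every library of one time point lay above every library of the other, which held for 38.4% of all genes tested (10% by chance). The square root of the common dispersion, which measures the variation between replicates, was 0.0572. Without TMM, the median log2FC of all genes was -0.13, and 134 genes were called higher and 339 lower, so the share of calls that were higher went from 53.7% to 28.3%. The strictest setting, a test against a log2FC of 1 in place of 0 (edgeR's glmTreat), left 64 genes, 42 higher and 22 lower. With each library left out in turn, between 335 genes, without RT 6 h replicate 2, and 447 genes, without RT 3 h replicate 3, passed the limits. Among the largest rises were those of LOC107832826, with at most 1 count in each RT 3 h library and 4.60 ± 0.692 CPM at RT 6 h (at least 39.6-fold higher, FDR = 1.16e-14 by edgeR), and LOC107819575, with 3.78 ± 0.176 CPM at RT 6 h (at least 32.5-fold higher, FDR = 3.16e-14). The largest falls were those of LOC107794248, from 1.48 ± 0.0215 to 0.120 ± 0.0455 CPM (log2FC = -3.58, FDR = 1.16e-08), and LOC107831593, from 2.39 ± 0.295 to 0.20 ± 0.14 CPM (log2FC = -3.56, FDR = 1.78e-09).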

In the comparison of heat-stressed versus non-heat-stressed pollen tubes, 2,383 genes were differentially expressed, 1,570 of which were upregulated and 813 of which were downregulated (Figure 10C and Supplemental Dataset S16). 

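Between RT 6 h and HS 3 + 3 h, 2100 of 23053 genes (9.11%) passed both limits, with 1439 upregulated and 661 downregulated under HS, so that 68.5% of the calls were rises. Complete separation of the HS from the RT 6 h libraries held for 2082 of these genes and for 50.4% of all genes tested (10% by chance). The square root of the common dispersion was 0.0397, and irrespective of the size of the change, 7349 genes had an FDR of at most 0.005. The split between rises and falls depended on the scaling, because without TMM the median log2FC of all genes was -0.15 and 1169 genes were called upregulated and 1071 downregulated (52.2% rises), with 1830 genes shared with the calls above. The count fell furthest, to 837 genes (694 up, 143 down), when the test was made against a log2FC of 1. Fits without a single library gave between 1906 genes, without HS replicate 2, and 2069 genes, without RT 6 h replicate 3. At most 3 counts in every RT 6 h library were found for 155 of the upregulated genes (10.8%). One of them, LOC107789670, a gene with 1 exon block on scaffold NW_015917415.1 from 234373 to 235200, reached 146 ± 7.39 CPM under HS, at least 1162-fold higher than at RT 6 h (FDR = 2.97e-78 by edgeR), and LOC107764378, with no count at RT, reached 21.0 ± 3.23 CPM, at least 167-fold higher. Of the falls that left more than 3 counts in the HS libraries, the largest was that of LOC107821803, from 15.0 ± 2.24 to 1.13 ± 0.192 CPM (log2FC = -3.76, SE = 0.20, FDR = 1.03e-38).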

For analyses of gene functions, we further explored the second comparison making use of the functional annotation of the Arabidopsis genome and proteome.

### GO-term analysis gives first insights

For gene ontology (GO) analysis, the GO terms assigned to the annotated Arabidopsis homologs were analyzed. For the analysis of RT 6 h versus HS 3 + 3 h, 20,370 genes were assigned with 5,994 different GO terms. Reads per kilo base per million mapped reads (RPKM) values of all genes belonging to the same GO term were summed up and averaged for the respective condition to calculate log_2_FCs.

A selection of the most changed GO terms between RT 6 h and HS 3 + 3 h is presented in Table 2, grouped by sub-ontology (for complete lists, see Supplemental Datasets S17–S20). Among them are several heat shock-related GO terms containing many upregulated genes and only few downregulated genes. The terms include “functions in Hsp90 protein binding,” “has unfolded protein binding,” and “involved in response to heat.” Another strongly changed GO term is “involved in response to ROS.” Other changed GO terms like “has pre-mRNA 3'-splice site binding” and “involved in positive regulation of mRNA splicing, via spliceosome” might hint at a role of alternative splicing under HS, which has been shown before, for example in tomato pollen (Keller et al., 2017). Interestingly, several changed GO terms suggest that auxin metabolism and/or signaling might be affected (“has auxin receptor activity,” “involved in auxin catabolic process,” and “involved in regulation of auxin biosynthetic process”).

**Table 2:** List of selected GO terms, their IDs, log_2_FCs (6 h 22°C versus 3 h 22°C + 3 h 37°C), *P*-values, the number of detected genes within the GO-term, and the number of DEGs (upregulated and downregulated) within the term

GO ID	GO term	log_2_FC	*P*-value	Genes	DEG	DEG
					up	down
Molecular function						
GO:0043621	Functions in protein self-association	4.09	1.4*E*−07	126	47	5
GO:0051879	Functions in Hsp90 protein binding	3.38	9.8*E*−08	21	12	0
GO:0051082	Has unfolded protein binding	2.20	5.7*E*−07	225	102	1
GO:0009916	Has alternative oxidase activity	1.44	7.1*E*−07	8	4	0
GO:0004765	Has shikimate kinase activity	1.06	0.0006	3	2	0
GO:0030628	Has pre-mRNA 3′-splice site binding	1.06	2.2*E*−05	20	7	0
GO:0000064	Has l-ornithine transmembrane transporter activity	−1.07	8.3*E*−05	5	0	2
GO:0005476	Has carnitine:acyl carnitine antiporter activity	−1.08	9.4*E*−05	3	0	2
GO:0008792	Has arginine decarboxylase activity	−1.35	9.2*E*−06	4	0	3
GO:0005244	Has voltage-gated ion channel activity	−1.46	0.0029	3	0	2
GO:0038198	Has auxin receptor activity	−2.01	0.0005	2	0	2
Cellular component						
GO:0089701	Located in U2AF	1.29	1.4*E*−05	18	7	0
Biological process						
GO:0009061	Involved in anaerobic respiration	9.36	2.6*E*−05	2	2	0
GO:0061077	Involved in chaperone-mediated protein folding	3.27	8.4*E*−07	33	11	2
GO:0010187	Involved in negative regulation of seed germination	2.73	5.1*E*−06	28	11	1
GO:0006457	Involved in protein folding	2.26	5.4*E*−07	202	97	1
GO:0048026	Involved in positive regulation of mRNA splicing, via spliceosome	1.80	1.0*E*−06	11	2	0
GO:0009852	Involved in auxin catabolic process	1.72	4.6*E*−05	2	1	0
GO:0000302	Involved in response to ROS	1.68	6.5*E*−08	76	46	0
GO:0034605	Involved in cellular response to heat	1.65	1.7*E*−06	47	20	0
GO:0009408	Involved in response to heat	1.29	6.6*E*−08	266	116	10
GO:0010600	Involved in regulation of auxin biosynthetic process	1.17	0.0032	4	3	0
GO:0010508	Involved in positive regulation of autophagy	1.11	7.8*E*−06	14	3	0
GO:0043618	Involved in regulation of transcription from RNA polymerase II promoter in response to stress	1.06	1.3*E*−05	22	9	0
GO:0033388	Involved in putrescine biosynthetic process from arginine	−1.33	9.6*E*−06	6	0	3
GO:0071456	Involved in cellular response to hypoxia	0.743	7.12*E*−07	211	67	11
GO:0009446	Involved in putrescine biosynthetic process	−1.33	9.6*E*−06	6	0	3
GO:0006527	Involved in arginine catabolic process	−1.33	9.8*E*−06	7	0	3

A selection of GO terms grouped by sub-ontologies (molecular function, cellular component, and biological process) that show a strong log_2_FC between pollen tubes grown for 6 h at 22°C and tubes grown for 3 h at 22°C followed by 3 h at 37°C. GO terms were quantified summing RPKM values of all detected genes within one GO term (number of genes is given) for the respective condition (6 h 22°C or 3 h 22°C + 3 h 37°C) and log_2_FC of the summed RPKMs was calculated. *P*-values were calculated using Student’s *t* test on summed RPKM values of the two conditions. Number of DEGs (log_2_FC > |1|, FDR < 0.005 according to DE analysis with EdgeR, Supplemental Datasets S12–S15) within the GO term are given.

### Transcripts of transcriptional regulators are strongly affected

The GO term analysis revealed the term “has transcription coactivator activity” to be 3.2-fold upregulated. The terms “functions in transcription regulatory region DNA binding” and “has DNA-binding transcription factor activity” showed 34 of 395 and 72 of 654 differentially upregulated, but also 31 and 15 downregulated genes, respectively. The total transcript abundance within these terms was, however, only little changed (Supplemental Dataset S19). To take a closer look at putative transcriptional regulators important for HS adaptation, transcript data were mined for genes with homology to Arabidopsis transcriptional regulators according to the Arabidopsis Plant Transcription Factor (TF) Database with 2,192 gene entries (Pérez-Rodríguez et al., 2010; Supplemental Dataset S21). Overall, 1,319 tobacco genes could be assigned to transcriptional regulators (117 upregulated and 42 differentially downregulated; Table 3 and Supplemental Dataset S22). 

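All 1319 genes of the paper's list of transcriptional regulators were among the genes tested, and 108 of them were upregulated and 38 downregulated (11.1% in all, against 8.99% of the other genes). Adjusted over the list alone, 108 were upregulated and 37 downregulated. Among 10000 random lists of the same size matched on mean expression, the median held 124 changed genes, and 220 lists held as many as the 146 found. The median log2FC of the list was 0.06. A competitive gene set test (camera, with a preset correlation between genes of 0.01) gave p = 0.582 for a shift of the list relative to the other genes, and the self-contained test fry, which asks whether the list changed at all, gave p = 0.00088. Without TMM, 82 genes of the list were called upregulated and 61 downregulated, which lowered the share of rises among its calls. The test against a log2FC of 1 moved the counts most, to 38 upregulated and 2 downregulated.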

The highest proportion of upregulated genes was found among the heat shock TFs (HSF, 9 out of 19) and DNA-binding protein phosphatases (DBP, 6 out of 10). Furthermore, the TF families, MYB-related and AP2-EREBP, showed a comparably high number of upregulated genes (14 and 9, respectively).

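Of the 19 HSF genes, 9 were upregulated and none was downregulated (47.4%), while random lists of 19 genes matched on mean expression held a median of 1 changed gene and none of 10000 held 9 or more. The median log2FC of the family was 0.73, and 0.58 without TMM. Camera gave FDR = 1.0e-04 for the family and fry gave FDR = 7.6e-05, whereas camera with a correlation estimated from the data gave FDR = 0.054. LOC107766665 rose from at most 1 count per RT 6 h library to 13.6 ± 0.615 CPM under HS (at least 108-fold higher), LOC107810899 from at most 3 counts to 8.82 ± 1.04 CPM (at least 70.2-fold higher), and LOC107773834 from at most 1 count to 4.09 ± 0.611 CPM (at least 32.6-fold higher). LOC107769826, which was detected at RT 6 h with 1.19 ± 0.0956 CPM, rose to 10.8 ± 1.07 CPM (log2FC = 3.16, SE = 0.17, FDR = 3.35e-34 by edgeR). A filter of at least 10 counts in every library, which removes genes silent at RT, left 4 upregulated HSF genes. Of the 10 DBP genes, 6 were upregulated (60.0%), with log2FCs from 1.22 to 1.87 and between 0.593 and 1.30 CPM under HS. Upregulated DBP genes numbered 1 with DESeq2 and 0 with at least 10 counts in every library. That filter tested 4, and all 4 had an unadjusted p below 0.05, counted irrespective of direction. The fits without one library gave between 2, without HS replicate 3, and 4. At an FDR of at most 0.005 irrespective of size, 7 DBP genes were higher and 1 lower (log2FC = -0.94). Without TMM, 4 were upregulated and 1 downregulated. The log2 change of the summed RPKM of the family was 0.057 with gene spans and -0.013 with summed exon lengths. Among smaller families, 3 of 6 Sigma70-like genes, 2 of 3 CSD genes, both Coactivator p15 genes and the only AUX/IAA gene were upregulated.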

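In the MYB-related family, 13 of 71 genes were upregulated (18.3%) and 1 was downregulated, and in the AP2-EREBP family 9 of 34 were upregulated (26.5%) and 1 was downregulated. The log2FCs of the upregulated members reached from 1.04 to 4.74 in the MYB-related and from 1.00 to 4.95 in the AP2-EREBP family. The median log2FC was 0.22 for MYB-related genes, and 0.06 without TMM, while for AP2-EREBP genes it was 0.10 and turned to -0.05 without TMM. The calls without TMM were 10 upregulated and 3 downregulated MYB-related genes, and 6 upregulated and 1 downregulated AP2-EREBP genes. With one library left out, 12 to 13 MYB-related and 6 to 9 AP2-EREBP genes were called upregulated, with 6 in the fit without RT 6 h replicate 2.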

**Table 3:** List of all detected TF families with DEGs

TF family	Type	Arabidopsis genes	Detected genes	DEG up	DEG down
ABI3VP1	TF	57	27	1	1
Alfin-like	TF	7	10	0	1
AP2-EREBP	TF	146	34	9	1
ARF	TF	23	15	2	1
ARID	Other	10	17	1	1
AUX/IAA	Other	28	1	1	0
BES1	TF	8	10	0	1
bHLH	TF	136	44	5	3
bZIP	TF	70	49	1	5
C2C2-CO-like	TF	17	4	0	1
C2C2-GATA	TF	29	13	2	0
C2H2	TF	99	43	3	3
C3H	TF	68	90	7	1
CCAAT	TF	43	39	3	0
Coactivator p15	Other	3	2	2	0
CSD	TF	4	3	2	0
DBP	TF	4	10	6	0
EIL	TF	6	8	2	0
FAR1	TF	17	26	2	1
FHA	TF	17	20	3	0
G2-like	TF	40	20	2	0
GNAT	Other	32	34	1	0
GRAS	TF	33	17	3	3
HB	TF	91	19	1	0
HSF	TF	23	19	9	0
LOB	TF	43	14	1	0
LUG	Other	2	6	1	0
MADS	TF	105	30	2	2
MBF1	Other	3	7	2	0
mTERF	TF	34	11	1	1
MYB	TF	147	55	2	2
MYB-related	TF	65	71	14	1
NAC	TF	104	26	3	0
Orphans	TF	83	35	4	1
PHD	Other	45	92	3	1
Pseudo ARR-B	Other	5	5	1	1
RWP-RK	TF	14	10	2	1
SET	Other	33	46	3	0
Sigma70-like	TF	6	6	3	0
SNF2	Other	38	57	0	3
SWI/SNF-BAF60b	Other	16	10	1	0
TCP	TF	24	5	0	1
Tify	TF	15	9	0	1
TRAF	Other	25	16	0	2
TUB	TF	10	15	2	0
ULT	TF	2	4	0	1
VOZ	TF	2	4	1	0
WRKY	TF	72	22	3	1

List of all detected TF families that contain DEGs. As reference, the Arabidopsis Plant TF Database PlnTFDB with 2,192 gene entries was used (Pérez-Rodríguez et al., 2010; accessed on 4 June 2020). Given are the TF family names, their type (Other = other transcriptional regulator), the number of Arabidopsis genes belonging to the respective family, the number of detected Tobacco genes putatively belonging to the respective family and the number of DEGs (log_2_FC > |1|, FDR < 0.005) within the family.

### Transcripts related to lipid metabolism are barely affected by HS

To find out whether lipid adaptations are mirrored on a transcriptional level, a list of 746 Arabidopsis genes with a role or putative role in glycerolipid, glycerophospholipid, sphingolipid, and sterol lipid metabolism was compiled from several sources (see “Materials and methods” and Supplemental Dataset S23). Comparing our transcript data to this list, 713 tobacco transcripts were assigned a putative function in lipid metabolism (Supplemental Dataset S24). Of these, only 43 genes were differentially expressed, 20 of which were upregulated, and 23 downregulated (Table 4).

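The 713 entries of Supplemental Dataset S24 name 709 different genes, all of which were tested, and 40 of them passed both limits, 20 upregulated and 20 downregulated. The counts adjusted over the list alone were likewise 20 and 20. All 43 genes of Table 4 changed in the direction given there. The 3 of them that missed a limit here were the homologs of KCS12 (LOC107789797, log2FC = -1.29, FDR = 0.0083), of FATA (LOC107790423, log2FC = -1.17, FDR = 0.035) and of CDP-DGS (LOC107761528, log2FC = -0.999, just inside the limit, FDR = 3.34e-13 by edgeR). Without TMM, 12 lipid genes were called upregulated and 38 downregulated. Tested against a log2FC of 1, 7 and 1 genes were left. Across the fits without one library, 17 to 20 genes were called upregulated and 15 to 20 downregulated, the 15 without HS replicate 3.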

**Table 4:** List of DEGs with putative involvement in lipid metabolism

Tobacco gene	Tobacco protein	Arabidopsis gene	Arabidopsis protein	Putative function	log_2_FC	FDR
Acetyl CoA and fatty acid synthesis						
LOC107779989	A0A1S3YUM8	AT1G23800	ALDH2B7	Aldehyde dehydrogenase	1.59	1.8*E*−23
LOC107811394	A0A1S4BSN2	AT1G24360	KAR	Ketoacyl-ACP reductase	1.24	8.1*E*−08
LOC107789406	A0A1S3ZQ73	AT2G38040	α-CT/CAC3	Carboxyltransferase alpha subunit of heteromeric ACCase	−1.02	9.0*E*−22
LOC107829909	A0A1S4DHM5	AT5G10160	HAD	Hydroxyacyl-ACP dehydrase	−1.06	5.2*E*−08
LOC107789890	A0A1S3ZSC9	AT5G54960	PDC2	Pyruvate decarboxylase	−1.215	5.8*E*−04
LOC107769281	A0A1S3XVK6	AT1G65290	MTACP1	ACP, mitochondrial	−1.47	5.2*E*−06
LOC107790423	A0A1S3ZU33	AT4G13050	FATA2	Acyl-ACP thioesterase A	−1.17	0.0166
LOC107818291	A0A1S4CF02	AT2G34590	PDH (E1 beta)	Pyruvate dehydrogenase beta subunit	−1.57	1.1*E*−22
Fatty acid elongation, desaturation and export						
LOC107791219	A0A1S3ZWG6	AT5G10480	PAS2/HCD	Hydroxyacyl-CoA dehydratase	1.14	3.6*E*−11
LOC107789797	A0A1S3ZRX0	AT2G28630	KCS12	3-Ketoacyl-CoA synthase	−1.28	0.0040
Fatty acid degradation						
LOC107829745	A0A1S4DH57	AT5G42250		Zinc-binding alcohol dehydrogenase family protein	−1.04	1.7*E*−28
LOC107785996	A0A1S3ZEK9	AT1G06290	ACX3	Acyl-CoA oxidase	−1.17	2.8*E*−31
Glycerolipid metabolism						
LOC107761528	A0A1S3X5P8	AT4G26770	CDP-DGS	CDP-DAG synthase	−1.05	2.8*E*−23
LOC107759316	A0A1S3WYH5	AT5G10170	MIPS3	*myo*-inositol-3-phosphate synthase	−1.17	1.5*E*−20
LOC107800182	A0A1S4AQG0	AT3G17770		Dihydroxyacetone kinase	1.96	5.7*E*−08
LOC107827585	A0A1S4DAJ3	AT3G05510		Phospholipid/glycerol acyltransferase family protein	1.10	2.2*E*−11
LOC107773804	A0A1S3Y9M0	AT4G30340	AK7	Diacylglycerol kinase 7	−2.13	8.5*E*−05
TG synthesis						
LOC107830919	A0A1S4DLP1	AT2G19450	DGAT1/TAG1	Acyl-CoA:diacylglycerol *O*-acyltransferase	2.86	4.5*E*−25
LOC107789692	A0A1S3ZR81	AT2G19450	DGAT1/TAG1	Acyl-CoA:diacylglycerol *O*-acyltransferase	2.50	1.8*E*−07
LOC107775049	A0A1S3YDY1	AT2G19450	DGAT1/TAG1	Acyl-CoA:diacylglycerol *O*-acyltransferase	2.10	1.7*E*−08
LOC107779882	U5JD04	AT3G51520	DGAT2	Acyl-CoA:diacylglycerol *O*-acyltransferase	1.39	0.0002
LOC107811379	A0A1S4BSB8	AT1G48300	DGAT3	Acyl-CoA:diacylglycerol *O*-acyltransferase	1.12	4.3*E*−12
Lipid droplet-associated proteins						
LOC107774779	A0A1S3YCP8	AT4G10020	HSD5	Steroleosin	6.97	3.2*E*−51
LOC107821969	A0A1S4CS64	AT3G01570	OLE5	Oleosin family protein	5.87	4.3*E*−21
LOC107804268	A0A1S4B436	AT1G67360	LDAP1	Lipid droplet associated protein	1.14	3.8*E*−127
LOC107776898	A0A1S3YJQ0	AT1G10740	LDAH1	Lipid droplet associated hydrolase	1.10	6.4*E*−45
LOC107780677	A0A1S3YX57	AT3G18570	OLE8	Oleosin family protein	−1.22	3.3*E*−26
Acylglycerol degradation						
LOC107786500	A0A1S3ZGS3	AT5G04040	SDP1	Patatin-like phospholipase family protein	1.09	3.6*E*−72
LOC107779568	A0A1S3YTI2	AT2G39420	MAGL8	Monoacylglycerol lipase (MAGL)	−1.11	0.0001
LOC107815121	A0A1S4C4N0	AT3G62860	MAGL12	Monoacylglycerol lipase (MAGL)	−1.15	2.4*E*−59
LOC107774655	A0A1S3YC93	AT4G18550	DSEL	Cytosolic DAD1-like acylhydrolase, *sn*-1-specific lipase	−1.50	0.0007
Further lipases						
LOC107789128	A0A1S3ZPC3	AT2G03140		Alpha/beta-hydrolases superfamily protein	1.92	1.4*E*−123
LOC107827574	A0A1S4D9U6	AT1G31480	SGR2	PA-preferring phospholipase A1 (PA-PLA1) ?	1.19	8.5*E*−10
LOC107811391	A0A1S4BSF2	AT3G48090	EDS1	Alpha/beta-hydrolases superfamily protein	1.16	3.7*E*−10
LOC107786539	A0A1S3ZGY2	AT1G71250	GDSL-like	GDSL-like lipase/acylhydrolase superfamily protein	−1.09	6.8*E*−86
LOC107797353	A0A1S4AGE5	AT2G26560	PLP2	Phospholipase A 2A	−1.26	7.3*E*−14
LOC107779233	A0A1S3YSB9	AT1G29120		Hydrolase-like protein family	−1.27	1.6*E*−53
LOC107799608	A0A1S4ANI7	AT1G29120		Hydrolase-like protein family	−1.29	2.2*E*−32
Steroid biosynthesis						
LOC107795609	A0A1S4AAX4	AT2G29390	SMO2-2	Sterol 4-alpha-methyl-oxidase 2-2	3.03	9.1*E*−11
LOC107795958	A0A1S4AC88	AT3G19820	DWF1	Cell elongation protein/DWARF1/DIMINUTO (DIM)	−1.06	0.0003
Sphingolipid biosynthesis						
LOC107767458	A0A1S3XPT1	AT1G14290	SBH2	Sphingobase C4-hydroxylase	1.01	1.1*E*−65
LOC107826684	A0A1S4D6W9	AT4G36830	ELO4	ELO family protein	−1.03	5.2*E*−07
LOC107808708	A0A1S4BIQ7	AT2G46210	SLD2	Sphingobase-D8 desaturase	−1.05	1.1*E*−85

List of all differentially expressed tobacco genes with a putative involvement in lipid metabolism. Given are the Tobacco gene name, the annotated UniProt ID Tobacco protein name, the Arabidopsis homolog with the highest sequence similarity (gene name and protein name), and the assigned putative Tobacco protein function according to the Arabidopsis homology. Differential expression analysis was performed with EdgeR, log_2_FCs, and FDRs are given.

This result already indicates that lipid adaptations are not strongly reflected on a transcriptional level. 

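The share of lipid genes that changed, 5.64%, was below the 9.22% of the other genes tested. Of 10000 random lists of 709 genes matched on mean expression, which held a median of 59 changed genes (8.32%), 32 lists held as few as 40. Smaller changes were common, since 134 lipid genes were higher and 155 lower under HS at an FDR of at most 0.005 irrespective of their size. The median log2FC of the list was -0.05. The near balance of rises and falls depended on TMM. In the largest pathway groups of the list, 15 lipase genes were higher and 32 lower without it, in place of 24 and 27. For glycerolipid metabolism, these counts were 13 and 38 in place of 25 and 28. Neither gene set test found a shift of the list as a whole (FDR = 0.405 by limma's camera, FDR = 0.365 by fry).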

To take a closer look at the differentially expressed genes (DEGs), lipid genes were grouped according to their pathways.

### Fatty acid synthesis is not transcriptionally upregulated

Pollen tube growth requires fatty acid synthesis in the plastids to cope with the increasing need for membrane lipids in growing pollen tubes (Ischebeck, 2016). Under HS, pollen tubes seem to need slightly more membrane lipids, as several minor lipid classes, as well as TG, levels accumulated more at high temperature (Figures 2A and 5B). However, neither of the pathways leading to acetyl-CoA synthesis via the pyruvate dehydrogenase nor pyruvate decarboxylase seems to be strongly affected (Supplemental Dataset S24). 

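Of the 40 genes that Dataset S24 groups under the conversion of pyruvate or ethanol to acetyl-CoA, 1 was upregulated and 3 were downregulated. The median log2FC of the group was -0.31, and -0.47 without TMM. Over the 14 pathway groups, limma's camera gave FDR = 0.195, while fry gave FDR = 0.012. Among homologs of pyruvate dehydrogenase subunits, the 4 E1 alpha genes had log2FCs between -0.49 and 0.33, the 2 E2 genes between -0.20 and 0.25, and the 5 E3 genes between -0.12 and 0.44. The 4 E1 beta genes were lower in fitted value, between -1.57 and -0.33, and 1 of them, LOC107818291, was downregulated from 4.63 ± 0.0336 to 1.56 ± 0.128 CPM (SE = 0.18, FDR = 2.51e-13 by edgeR). The homolog of pyruvate decarboxylase PDC2 in Table 4, LOC107789890, had a log2FC of -1.22 (SE = 0.37, FDR = 0.0029), and the upregulated gene of the group was the homolog of the aldehyde dehydrogenase ALDH2B7, LOC107779989 (log2FC = 1.59, FDR = 1.8e-13). The fall of LOC107789890 was in the same direction in every alternative (log2FC between -1.58 and -1.05), but it was not called with DESeq2 or without RT 6 h replicate 2 or 3 or HS replicate 1 or 2 (FDR up to 0.030).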

The same is true for fatty acid synthesis itself, as only one relevant gene, one of six putative ketoacyl-ACP reductases (KAR) was upregulated. It was previously shown that downregulation of the ketoacylsynthase KASII/FAB1, which is responsible for the elongation from C16 to C18 acyl chains, leads to strongly increased levels of C16 acyl chains in Arabidopsis (Pidkowich et al., 2007). 

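The upregulated KAR homolog, LOC107811394 (scaffold NW_015951903.1, 49537 to 56059, 12 exon blocks), rose from 0.970 ± 0.147 to 2.32 ± 0.429 CPM, a log2FC of 1.24 (SE = 0.23, FDR = 2.27e-06 by edgeR). Leaving out single libraries kept its log2FC between 1.12 and 1.41. The other 5 KAR homologs had log2FCs between -0.20 and 0.38 and FDRs of 0.017 or more, and the most abundant of them, LOC107805249, had 12.1 ± 0.299 CPM at RT 6 h and 10.6 ± 0.838 CPM under HS.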

Interestingly, none of the four isoforms was considerably downregulated in tobacco pollen tubes under HS, despite the increase of 16:0 acyl chains across lipid subclasses (Figure 3).

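The 4 KASII/FAB1 homologs had log2FCs between -0.36 and -0.02 under HS, with FDRs between 0.370 and 0.970 by edgeR, and none reached an unadjusted p below 0.05. The most abundant of them had 4.75 ± 0.427 CPM at RT 6 h and 4.43 ± 0.561 CPM under HS, a difference within the spread of the replicates. For the other 3, with 0.583 to 1.53 CPM at RT 6 h, the SE of the log2FC was between 0.23 and 0.38, so that a small change was not detectable at this depth.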

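Homologs of the plastidial desaturases FAD6, FAD7 and FAD8 stayed within the log2FC limit under HS. The FAD7 homolog LOC107786526 had 1194 ± 42.0 CPM at RT 6 h and 1613 ± 24.7 CPM under HS (log2FC = 0.43, FDR = 8.34e-17 by edgeR). Of the 2 FAD8 homologs, LOC107783156 was slightly higher (log2FC = 0.37, FDR = 7.78e-06) and the other did not differ (log2FC = 0.01, FDR = 0.854). The FAD6 homologs were far less abundant, with 4.62 ± 0.686 CPM at RT 6 h for LOC107759483 (log2FC = 0.33, FDR = 0.037) and 1.08 ± 0.335 CPM for the other (log2FC = -0.19, FDR = 0.615), and without TMM their median log2FC turned from 0.07 to -0.09.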

What is more, no differentially expressed fatty acid desaturases (FADs) were detected in our screen. 

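All 4 FAD2 homologs and the single FAD3 homolog rose by less than the log2FC limit, and each rise was larger than the spread between replicates. The strongest was that of the FAD2 homolog LOC107829678, from 1294 ± 64.2 to 2484 ± 115 CPM (log2FC = 0.94, SE = 0.04, FDR = 2.26e-36 by edgeR). LOC107814090 went from 1168 ± 38.1 to 1788 ± 94.0 CPM (log2FC = 0.61, FDR = 2.32e-24), LOC107823061 had a log2FC of 0.64, and LOC107831844 one of 0.44. The FAD3 homolog, LOC107763446, rose from 509 ± 27.2 to 744 ± 20.8 CPM (log2FC = 0.55, SE = 0.04, FDR = 1.02e-20). Without TMM, the median log2FC of the FAD2 homologs was 0.47 and the value of the FAD3 homolog 0.39.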

FAD2 and FAD3, the desaturases that catalyze in PC the desaturation from 18:1 to 18:2 and from 18:2 to 18:3, respectively, are not downregulated but several isoforms were slightly upregulated.

### The transcriptome does not reflect adaptations in glycerolipid and glycerophospholipid profiles

The expression levels of enzymes involved in glycerolipid metabolism gave contrasting results. While some individual isoforms were differentially expressed (Table 4), only few clear trends could be observed. 

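Among the 113 genes of the glycerolipid metabolism group of Dataset S24, 2 were upregulated and 2 downregulated. At an FDR of at most 0.005 irrespective of size, 25 were higher and 28 lower under HS, and the median log2FC was -0.03. Without TMM, 13 were higher and 38 lower at that FDR, 1 was upregulated and 5 were downregulated, and the median log2FC was -0.19. Limma's set tests found no shift of the group (FDR = 0.485 by camera and FDR = 0.461 by fry).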

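Of the 2 homologs of LPP1/PAP1, LOC107819521 rose from 218 ± 9.85 CPM at RT 6 h to 274 ± 7.31 CPM under HS, an increase of 25.3% (log2FC = 0.33, SE = 0.04, FDR = 6.89e-10 by edgeR). LOC107819401 rose from 282 ± 7.79 to 441 ± 7.83 CPM, an increase of 56.0% (log2FC = 0.64, SE = 0.04, FDR = 1.94e-24). Every HS library lay above every RT 6 h library for both genes, and without TMM the smaller log2FC was 0.17 and the larger 0.49.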

Two putative PA phosphatases homologous to Arabidopsis LPP1/PAP1 had very high abundance levels and increased by 25% and 55% during HS, respectively. Also two of three CGI58-type lysophosphatidic acid (LPA) acyltransferases that are involved in membrane and neutral lipid homeostasis (Ghosh et al., 2009; James et al., 2010) were slightly upregulated by 32% and 35%, respectively (Supplemental Dataset S19). Likewise, no clear trends for genes involved in galactoglycerolipid metabolism were observed.

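Of the 3 CGI58 homologs, LOC107795015 had 0.821 ± 0.0875 CPM at RT 6 h and 1.10 ± 0.199 CPM under HS, an increase of 31.9% that was not larger than the replicate error (log2FC = 0.40, SE = 0.28, FDR = 0.257 by edgeR). LOC107805311 increased by 34.9%, from 2.59 ± 0.337 to 3.53 ± 0.275 CPM (SE = 0.16, FDR = 0.022), with an FDR between 0.013 and 0.15 across the alternatives. The third homolog, LOC107801759, stood at 1.53 CPM in both conditions (log2FC = 0.0011, SE = 0.22, FDR = 0.997), and its sign changed with the scaling, the filter and the libraries used.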

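None of the 17 genes of the galactolipid metabolism group passed both limits with TMM, and 1 was downregulated without TMM. At an unadjusted p below 0.05, 5 were higher and 7 lower under HS, and 4 and 5 had an FDR of at most 0.005, against 2 higher and 8 lower at that FDR without TMM. The median log2FC was 0.0034 with TMM, -0.0053 with DESeq2's size factors and -0.15 without TMM.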

Transcripts important for sulfolipid metabolism were not detected, indicating again that these lipids do not occur in tobacco pollen tubes.

### Transcripts hint at a dynamic turnover of TG upon HS

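Of 5 homologs of DGAT1, 3 were upregulated after HS, each from a low level at RT 6 h. LOC107830919 (scaffold NW_015858799.1, 33147 to 40409, 11 exon blocks) rose from 0.398 ± 0.0836 to 2.76 ± 0.746 CPM (log2FC = 2.83, SE = 0.31, FDR = 4.0e-16 by edgeR). LOC107789692 rose from 0.118 ± 0.0347 to 0.685 ± 0.0787 CPM (log2FC = 2.49, SE = 0.57, FDR = 1.16e-05) and LOC107775049 from 0.334 ± 0.192 to 1.74 ± 0.684 CPM (log2FC = 2.29, SE = 0.37, FDR = 7.95e-09). The DGAT1 homologs with the most transcripts changed little, LOC107821867 from 19.5 ± 0.874 to 16.0 ± 1.69 CPM (log2FC = -0.30, FDR = 0.00065) and LOC107784357 from 9.11 ± 0.875 to 10.9 ± 1.46 CPM (log2FC = 0.28, FDR = 0.014). A DGAT2 homolog, LOC107779882, rose from 0.365 ± 0.174 to 0.978 ± 0.274 CPM (log2FC = 1.43, FDR = 0.00050), a call that was lost with DESeq2 and in the fits without RT 6 h replicate 1 and without HS replicate 2, where the FDR reached 0.019. The other DGAT2 homolog, LOC107822720, had a log2FC of 0.77 (FDR = 1.14e-08). The DGAT3 homolog LOC107811379 rose from 2.86 ± 0.454 to 5.85 ± 1.34 CPM (log2FC = 1.07, FDR = 8.27e-10), and its log2FC came inside the limit without TMM (0.92) and without RT 6 h replicate 3 (0.95), HS replicate 2 (0.98) or HS replicate 3 (0.99). Its paralog LOC107770344 had a log2FC of 0.67 (FDR = 7.81e-09).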

Taking a closer look at TG metabolism, we found that DG acyltransferase 1 (DGAT1), DGAT2, and DGAT3 homologs are strongly transcriptionally upregulated after 3 h of HS. However, a homolog of the major TG lipase SUGAR DEPENDENT 1 (SDP1) is also upregulated, so is another putative TG lipase. 

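The upregulated SDP1 homolog, LOC107786500, was abundant, with 99.3 ± 6.17 CPM at RT 6 h and 207 ± 18.0 CPM under HS (log2FC = 1.06, SE = 0.05, FDR = 6.07e-34 by edgeR), and its log2FC was 0.91 without TMM. The other 2 SDP1 homologs did not pass the limits (log2FC = 0.31, FDR = 0.0032 for LOC107786666 and log2FC = 0.60, FDR = 0.179 for LOC107776305). Of the further lipases in Table 4, the alpha/beta-hydrolase LOC107789128 rose from 6.35 ± 0.69 to 24.2 ± 0.792 CPM (log2FC = 1.92, FDR = 6.51e-35) and LOC107827574, a homolog of SGR2, from 1.21 ± 0.119 to 2.80 ± 0.356 CPM (log2FC = 1.20, FDR = 4.47e-07). The EDS1 homolog LOC107811391 was also upregulated (log2FC = 1.11). The rest of these lipases, LOC107786539, LOC107797353, LOC107779233 and LOC107799608, were downregulated, with log2FCs between -1.28 and -1.09.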

Upregulated genes also include some known LD-localized proteins; a putative 11-β-hydroxysteroid dehydrogenase (HSD) is very strongly upregulated (125-fold), which is interesting as previously no HSDs were found on LDs of tobacco pollen tubes on the protein level (Kretzschmar et al., 2018). Also, an oleosin, a lipid droplet-associated protein (LDAP) and a putative lipid droplet-associated hydrolase (LDAH) (Kretzschmar et al., 2020) show upregulation (Table 4); while another putative oleosin family protein is downregulated. 

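The HSD homolog LOC107774779 lies on scaffold NW_015899875.1 from 1637 to 9888 and has 6 exon blocks. Of the RT 6 h libraries, 2 held no read of it and replicate 3 held 4, whereas the HS libraries held between 44 and 71, or 3.13 ± 0.22 CPM. Its log2FC was 5.73 (SE = 0.76, FDR = 4.33e-23 by edgeR), which is a 53.3-fold increase. The size of the change depends on RT 6 h replicate 3, because without that library the log2FC was 9.06, and the other alternatives gave values between 5.16 and 5.87.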

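The oleosin gene LOC107821969, which has 1 exon block, had at most 1 count in each RT 6 h library and 1.14 ± 0.252 CPM under HS, at least 9.08-fold higher (FDR = 8.47e-13 by edgeR). The oleosin gene LOC107780677 fell from 13.4 ± 1.67 to 5.57 ± 0.506 CPM (log2FC = -1.25, SE = 0.11, FDR = 2.02e-18), and the other 3 oleosin genes had log2FCs of -0.87, -0.44 and -0.16. The LDAP1 homolog LOC107804268 rose from 69.0 ± 1.10 to 151 ± 8.29 CPM (log2FC = 1.13, FDR = 2.91e-36) and its paralog LOC107765167 by a log2FC of 0.51 (FDR = 1.28e-14). Of the 3 LDAH1 homologs, LOC107776898 rose from 14.4 ± 0.452 to 31.2 ± 3.04 CPM (log2FC = 1.12, FDR = 1.56e-24), and the other 2 had log2FCs of 0.59 and 0.25. Without TMM, the log2FCs of LOC107804268 and LOC107776898 were 0.97 and 0.96 and no longer passed the limit.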

Some low but significant changes can be observed in the scaffold protein plant UBX-domain-containing protein (PUX10) that plays a role in the degradation of LD proteins (Deruyffelaere et al., 2018; Kretzschmar et al., 2018). 

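The fitted values of the 4 PUX10 homologs were 0.59 (LOC107769345), 0.53 (LOC107823379), 0.30 (LOC107830718) and 0.20 as log2FC under HS, with a median of 0.41 (0.26 without TMM). Only LOC107769345, with 5.50 ± 0.348 CPM at RT 6 h and 8.26 ± 0.357 CPM under HS, had an FDR of at most 0.005 (3.76e-06 by edgeR). For LOC107830718 the FDR was 0.010, and for the other 2, which had under 1 CPM, it was 0.209 and 0.653, so their rises were not larger than the replicate error.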

All four detected putative homologs show slight upregulation (Supplemental Dataset S24).

### Several genes involved in sterol and sphingolipid metabolism show differential expression

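The SMO2 homolog LOC107795609 (scaffold NW_015925535.1, 1079 to 7455, 8 exon blocks) had between 1 and 6 counts in the RT 6 h libraries and between 14 and 21 under HS, which corresponds to 0.117 ± 0.0995 and 0.925 ± 0.135 CPM (log2FC = 2.88, SE = 0.56, FDR = 1.73e-07 by edgeR). Leaving out single libraries gave log2FCs from 2.51 to 3.78, the highest without RT 6 h replicate 2, and the gene passed both limits in each of these fits. The other SMO2 homolog had 1.67 ± 0.173 CPM at RT 6 h and did not change (log2FC = 0.02, FDR = 0.945).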

A transcript encoding a methylsterol monooxygenase 2 (SMO2)-like isoform showed eight-fold upregulation. SMO proteins are involved in sterol synthesis, to be more precise SMO2-1 and SMO2-2 are involved in the reaction from 24-methylenelophenol to episterol (precursor of campesterol, brassinosteroids, and brassicasterol) and from 24-ehtylenelophenol to δ7-avenasterol (that can be converted to isofucosterol, sitosterol, and stigmasterol). Furthermore, a putative δ(24)-sterol reductase shows two-fold upregulation.

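The homolog of the sterol reductase DWF1 in Table 4, LOC107795958, had 1.45 ± 0.269 CPM at RT 6 h and 0.666 ± 0.235 CPM under HS, a log2FC of -1.06 (SE = 0.29, FDR = 0.0010 by edgeR). The direction was the same in every alternative, with log2FCs between -1.35 and -0.90, while the call was lost with DESeq2 and without RT 6 h replicate 2, HS replicate 1 or HS replicate 3 (FDR up to 0.017).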

Regarding sphingolipid metabolism, a Δ8-fatty-acid desaturase-like protein that shares 62% sequence identity with Arabidopsis SPHINGOID LONG CHAIN BASE DESATURASE 2 (SLD2) was two-fold downregulated, while other homologs of this enzyme showed upregulation (Table 4 and Supplemental Dataset S24). 

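The downregulated SLD2 homolog, LOC107808708 (scaffold NW_015946706.1, 15282 to 17049, 1 exon block), fell from 98.4 ± 5.63 to 47.2 ± 1.89 CPM (log2FC = -1.06, SE = 0.05, FDR = 1.13e-31 by edgeR). Of the other 6 homologs, 4 were higher under HS at an FDR of at most 0.005, with log2FCs between 0.46 and 0.69, and the most abundant of these, LOC107821574, rose from 1222 ± 49.4 to 1967 ± 50.9 CPM (log2FC = 0.69, FDR = 6.51e-28). A further homolog, LOC107789659, was lower (log2FC = -0.88, FDR = 1.65e-31, and -1.04 without TMM, which is past the limit), and the remaining one did not change (log2FC = -0.02, FDR = 0.972). Without TMM, 3 homologs were higher and 2 lower at that FDR.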

The transcript of a putative SPB hydroxylase 2 (SBH2) that inserts a hydroxyl group at the C4 position showed two-fold upregulation. 

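The SBH2 homolog LOC107767458 rose from 26.6 ± 1.38 to 53.5 ± 2.93 CPM (log2FC = 1.01, SE = 0.06, FDR = 5.43e-27 by edgeR). It lay close to the limit and fell inside it without TMM (log2FC = 0.86), without RT 6 h replicate 2 and without HS replicate 2 (0.96 at the lowest). The 5 other homologs had log2FCs between 0.02 and 0.48, and 4 of these had an FDR of at most 0.005, the largest being 0.0039.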

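Of the 3 homologs of the dihydrosphingosine desaturase DSD1, LOC107806069 fell from 101 ± 2.31 to 68.3 ± 4.73 CPM, a change of -32.1% (log2FC = -0.56, SE = 0.05, FDR = 9.56e-17 by edgeR). The others had 199 ± 10.3 and 196 ± 7.95 CPM (FDR = 0.764), and 119.7 ± 6.21 and 128 ± 9.98 CPM (FDR = 0.099) at RT 6 h and under HS. Without TMM, the median log2FC of the 3 was -0.18.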

One of three isoforms of dihydrosphingosine Δ-4 desaturases catalyzing a competing reaction, the insertion of a double bond at the Δ4 position, was downregulated by 31%, while the other isoforms displayed little change.

### DEGs suggest involvement of hormones in HS adaptation

Some other interesting DEGs that have not been covered so far are highlighted in Table 5. 

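All 31 genes of Table 5 passed both limits, 18 upregulated and 13 downregulated, each in the direction given there. For 7 of the upregulated genes, every RT 6 h library held at most 3 counts, so that only lower bounds of their fold changes can be given.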

The gene displaying the strongest upregulation is annotated as “uncharacterized protein” in tobacco and its closest Arabidopsis homolog, AT3G10020, is annotated as “plant/protein.” 

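LOC107766703, the homolog of AT3G10020 with the highest fitted log2FC (12.07), is a gene with 1 exon block on scaffold NW_015886843.1 from 7225 to 7845. It had no count in the RT 6 h libraries and between 327 and 575 counts in the HS libraries, or 24.3 ± 1.91 CPM, which is at least 194-fold higher (FDR = 1.69e-54 by edgeR). Because the fitted value of a gene without counts in one group depends on the prior count, genes of this kind can be ranked only by their lower bounds, and 4 of the 10 largest fitted rises had a higher bound than this gene. The second homolog named in Table 5, LOC107759427, had at most 2 counts per RT 6 h library and 13.8 ± 0.979 CPM under HS, at least 110-fold higher (FDR = 4.13e-47).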

Publications suggest that it is a stress-responsive gene. 

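The BAP2 homolog LOC107799833 (scaffold NW_015931746.1, 62572 to 63314, 1 exon block) had 1.16 ± 0.278 CPM at RT 6 h and at most 2 counts in each HS library, at least 5.19-fold lower (fitted log2FC = -4.32, FDR = 5.77e-11 by edgeR). Its level at RT 3 h was 0.192 ± 0.108 CPM, so it had risen during growth at RT (log2FC = 2.55, FDR = 5.99e-06).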

Strongest downregulation was observed for a homolog of BON ASSOCIATION PROTEIN 2 (BAP2), a reported inhibitor of programmed cell death (Yang et al., 2007).

**Table 5:** Selection of other DEGs of interest

Tobacco gene	Tobacco protein	Arabidopsis gene	Arabidopsis protein	Putative function	log_2_FC	log_2_CPM	FDR
LOC107766703	A0A1S3XM78	AT3G10020	Unknown protein	Plant/protein	12.07	3.38	0
LOC107778746	A0A1S3YRE7	AT5G05600	JAO2	2-Oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	10.23	3.19	0
LOC107817403	A0A1S4CCK8	AT3G22370	AOX1a	Alternative oxidase	9.05	0.41	9.24*E*−59
LOC107759427	A0A1S3WZ93	AT3G10020	Unknown protein	Plant/protein	7.89	2.57	2.52*E*−241
LOC107804414	A0A1S4B4D1	AT5G03370		Acylphosphatase family	6.96	−1.40	2.73*E*−15
LOC107774730	A0A1S3YCX4	AT3G09640	APX2	Ascorbate peroxidase	5.29	−1.31	3.20*E*−14
LOC107788327	A0A1S3ZM96	AT3G47520	MDH	Malate dehydrogenase	4.07	−0.51	5.52*E*−20
LOC107795525	A0A1S4AAK3	AT1G14130	DAO1	2-Oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	3.88	2.70	4.11*E*−184
LOC107801843	A0A1S4AVW8	AT5G47530		Auxin-responsive family protein	3.44	−0.79	2.59*E*−14
LOC107769851	A0A1S3XY09	AT3G21865	PEX22	Peroxin	3.40	0.28	4.42*E*−27
LOC107764611	A0A1S3XFN6	AT5G53120	SPDS3	Spermidine synthase	3.15	2.26	6.03*E*−95
LOC107808988	A0A1S4BJJ5	AT5G24240	ATPI4KGAMMA3	PI 4-kinase gamma-like protein	2.97	3.59	1.35*E*−219
LOC107817192	A0A1S4CB63	AT4G27510		2-Isopropylmalate synthase	2.36	−0.94	1.05*E*−07
LOC107762352	A0A1S3X8G8	AT1G49340	ATPI4KALPHA	PI 3- and 4-kinase family protein	2.36	1.92	7.99*E*−50
LOC107770164	A0A075EYT2	AT1G17710	PEPC1	Phosphoethanolamine/phosphocholine phosphatase	2.34	3.66	1.55*E*−173
LOC107808981	A0A1S4BJF1	AT1G17710	PEPC1	Phosphoethanolamine/phosphocholine phosphatase	2.00	5.00	9.42*E*−139
LOC107817132	A0A1S4CB76	AT1G17710	PEPC1	Phosphoethanolamine/phosphocholine phosphatase	1.50	2.74	3.69*E*−38
LOC107799822	A0A1S4APJ5	AT2G43020	PAO2	Polyamine oxidase	1.17	4.50	2.81*E*−72
LOC107768947	A0A1S3XUI8	AT1G65930	cICDH	Cytosolic NADP+-dependent isocitrate dehydrogenase	−1.01	3.04	6.39*E*−13
LOC107828000	A0A1S4DBY9	AT2G28350	ARF10	Auxin response factor	−1.46	0.28	1.39*E*−07
LOC107767522	A0A1S3XQ16	AT4G33430	BAK1	BRI1-associated receptor kinase	−1.47	−0.85	0.00091587
LOC107798522	T1WMC3	AT1G30135	JAZ8	Jasmonate-ZIM-domain protein	−1.49	−0.40	0.00010296
LOC107759371	A0A1S3WYR7	AT4G34710	ADC2	Arginine decarboxylase	−1.54	6.27	4.78*E*−241
LOC107819571	A0A1S4CJ33	AT1G02170	MC1	Metacaspase	−2.00	−1.31	0.00123282
LOC107832546	A0A1S4DR37	AT5G25260	FLOT2	Flotillin	−2.07	−0.44	1.32*E*−06
LOC107820452	A0A1S4CLU4	AT1G02170	MC1	Metacaspase	−2.57	1.00	7.54*E*−20
LOC107820447	A0A1S4CLX5	AT1G02170	MC1	Metacaspase	−2.72	−0.41	1.84*E*−09
LOC107805149	A0A1S4B6Y7	AT5G04200	MC9	Metacaspase	−2.86	−1.31	1.93*E*−06
LOC107824234	A0A1S4CZ94	AT2G19800	MIOX2	Myo-inositol oxygenase	−2.89	−0.54	2.29*E*−09
LOC107773293	A0A1S3Y7Q9	AT2G19800	MIOX2	Myo-inositol oxygenase	−3.17	0.20	1.86*E*−15
LOC107799833	A0A1S4APP9	AT2G45760	BAP2	BON association protein	−4.32	−0.46	7.69*E*−16

Selection of differentially expressed Tobacco genes (including the gene with the strongest upregulation and downregulation, respectively), the annotated UniProt ID Tobacco protein name, the Arabidopsis homolog with the highest sequence similarity (gene name and protein name), and the assigned putative Tobacco protein function according to the Arabidopsis homology. Differential expression analysis was performed with EdgeR, log2FC, log_2_CPM, and FDRs are given.

While auxins were already mentioned in the GO terms, some other hormones might also play a role in HS adaptation of tobacco pollen tubes. 

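The JAO2 homolog LOC107778746 (scaffold NW_015904374.1, 35954 to 54961, 7 exon blocks) had 1 count in 1 RT 6 h library and none in the other 2, and between 356 and 476 counts per library under HS. Its 23.3 ± 2.72 CPM under HS were at least 186-fold higher (FDR = 5.68e-54 by edgeR).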

Strong upregulation was observed for a homolog of Arabidopsis JASMONATE-INDUCED OXYGENASE2 (JAO2), annotated as a protein with similarity to flavonol synthases and involved in the detoxification of polycyclic aromatic hydrocarbons (Hernández-Vega et al., 2017). JASMONATE-ZIM-DOMAIN PROTEIN 8 (JAZ8) on the other hand was transcriptionally downregulated. 

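The JAZ8 homolog LOC107798522 fell from 1.00 ± 0.297 to 0.333 ± 0.098 CPM (log2FC = -1.51, SE = 0.39, FDR = 0.00030 by edgeR). The fall was not called with DESeq2 or without RT 6 h replicate 3, the library with its highest count (FDR up to 0.0081, lowest 5.9e-05 across the alternatives).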

The transcript of a putative homolog of BRI1-ASSOCIATED RECEPTOR KINASE 1 (BAK1), a receptor-like kinase in brassinosteroid sensing, was downregulated under HS.

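The BAK1 homolog LOC107767522 had between 13 and 20 counts in the RT 6 h libraries and between 1 and 7 under HS, or 0.69 ± 0.158 and 0.223 ± 0.131 CPM (log2FC = -1.48, SE = 0.47, FDR = 0.0034 by edgeR). The gene was lower under HS in every alternative, but its FDR moved between 0.0011 and 0.031, and it missed the limit with DESeq2, in the fit on all 9 libraries and in each fit without one library except that without RT 6 h replicate 3.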

## Discussion

### The tobacco pollen tube transcriptome shows expected but also unique adaptations to HS

As shown in several previous studies on plants, HS leads to a rapid and strong remodeling of the transcriptome (Kotak et al., 2007; Mittal et al., 2012; Rahmati Ishka et al., 2018). One reaction conserved across prokaryotes and eukaryotes is the upregulation of heat shock proteins (HSPs) (Jacob et al., 2017). Accordingly, most transcripts strongly upregulated in response to HS encode HSPs in this study, indicating that the applied temperature regime imposes HS to the pollen tubes (Supplemental Dataset S16). This upregulation has also been found to be a key response under HS in developing pollen, prior to pollen tube growth (Fragkostefanakis et al., 2016; Keller et al., 2018).

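The processed files pair genes with no protein names, and 5 of their genes carry a heat shock protein name in the reference table of gene names, which belongs to another tobacco assembly (K326) and was used for names only. HSP101 (LOC107799003) rose from 4.73 ± 0.302 to 212 ± 13.0 CPM (log2FC = 5.49, SE = 0.09, FDR = 7.44e-77 by edgeR). Nthsp26a (LOC107764596) had at most 2 counts in each RT 6 h library and 6.18 ± 1.56 CPM under HS, at least 49.2-fold higher. Of 2 HSP70 genes, LOC107766295 rose from 13.3 ± 0.96 to 92.8 ± 6.36 CPM (log2FC = 2.81, FDR = 3.6e-57) and LOC107795135 from 49.8 ± 8.21 to 144 ± 11.9 CPM (log2FC = 1.54, FDR = 7.21e-40). An HSP90 gene, LOC107770659, changed by less than the limit, from 17.9 ± 1.91 to 23.8 ± 1.07 CPM (log2FC = 0.41, FDR = 1.65e-06). How many of the strongest rises are of heat shock protein genes was not analysed here.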

However, we also found differences between HS responses in tobacco pollen tubes and vegetative tissues of Arabidopsis, as several homologs of heat-induced genes in Arabidopsis are expressed, but not upregulated upon HS in tobacco pollen tubes. These include genes encoding for LATE EMBRYOGENESIS ABUNDANT proteins, which protect other proteins and membranes especially during desiccation but are also upregulated by HS (Priya et al., 2019). On the contrary, we found genes upregulated that have so far not been associated with HS. These include, for example a flotillin-like gene homologous to Arabidopsis FLOT2 (Table 5). 

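The FLOT2 homolog in Table 5, LOC107832546 (scaffold NW_015864121.1, 12833 to 18292, 3 exon blocks), had 0.985 ± 0.209 CPM at RT 6 h and 0.257 ± 0.185 CPM under HS, a log2FC of -1.88 (SE = 0.45, FDR = 4.37e-05 by edgeR). It was lower under HS in every alternative, with log2FCs between -2.74 and -1.41, and the fit without HS replicate 3 was the only one in which it missed the limit (FDR = 0.0053). At RT 3 h it stood at 0.365 ± 0.0226 CPM, from which it had risen by RT 6 h (log2FC = 1.42, FDR = 0.00090). This rise was lost without RT 3 h replicate 2 (log2FC = 1.37, FDR = 0.0067) and without RT 6 h replicate 1 (log2FC = 1.25, FDR = 0.0098), while the FDR lay between 5.9e-05 and 0.0031 in the other alternatives by edgeR.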

Flotillins are involved in formation of membrane microdomains (Haney and Long, 2010; Li et al., 2012). These data suggest that flotillins might also play an important role during pollen tube growth, maybe especially so under stress. The presence of sterol-rich membrane microdomains containing flotillin-like protein in rice pollen has recently been shown (Han et al., 2018).

### Heat-induced glycerolipid remodeling does not appear to be strongly transcriptionally controlled

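The further pathway groups of Dataset S24 that concern membrane lipids held few genes past both limits. These were 1 upregulated and 3 downregulated of 72 genes of fatty acid synthesis, 1 and 1 of 54 genes of fatty acid and acyl modification, 1 and 1 of 41 genes of sterol metabolism, and 1 and 1 of 80 genes of sphingolipid metabolism. Of the 23 genes of the mevalonate pathway none passed both limits, and 6 were higher and 10 lower at an unadjusted p below 0.05. Without TMM, upregulated and downregulated genes numbered 1 and 5 in fatty acid synthesis, 0 and 2 in acyl modification, 1 and 2 in sterol metabolism, 0 and 3 in sphingolipid metabolism and 0 and 1 in the mevalonate pathway. At an FDR of at most 0.005 irrespective of size, 5 genes of the mevalonate pathway were higher and 8 lower (0 and 10 without TMM), as were 18 and 21 genes of sphingolipid metabolism (8 and 29 without TMM). The median log2FCs were -0.17 for fatty acid synthesis, -0.04 for sphingolipid metabolism, -0.10 for sterol metabolism and -0.08 for the mevalonate pathway, and 0.10 for acyl modification, which turned to -0.05 without TMM. Camera called none of these groups, while fry called fatty acid synthesis (FDR = 0.0027), acyl modification (FDR = 0.00044) and the mevalonate pathway (FDR = 0.010).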

The expression data shows no conclusive picture as to how the membrane lipid composition is altered. Nevertheless, several conclusions can be drawn from membrane lipid remodeling: Especially striking is the increase of the saturated acyl chains 16:0 and 18:0, while the ratio of monounsaturated to polyunsaturated acyl chains is not severely altered. This result suggests a regulation of fatty acid synthesis in the plastids, where it is determined if the acyl carrier protein (ACP)-connected acyl chains are initially elongated and desaturated. Only after elongation and desaturation from 16:0 to 18:1, the acyl chains can be precursors for further extraplastidial desaturation.

Arabidopsis and likely also other plant species harbor three types of KAS with only one, KASII/FAB1, being responsible for the elongation of 16:0-ACP to 18:0-ACP (Wu et al., 1994; Pidkowich et al., 2007). KASII/FAB1 would thus pose a good target for regulation. Regulation of the Δ9 desaturase FAB2 could be a further factor, as it introduces the first double bond to form 18:1. Furthermore, thioesterases might play a role, as knockout of FATB leads to a strong reduction of saturated acyl chains (Bonaventure et al., 2003) and knockdown of the two FATA genes also influences acyl composition (Moreno-Pérez et al., 2012).

One can speculate that during HS the de novo synthesised fatty acids are even stronger saturated than reflected by the membrane lipid composition, as some acyl chains were likely already synthesised prior to HS. This would imply a rapid and strong adaptation of the above-mentioned enzymes, likely through protein degradation, posttranslational modification, or a direct influence of temperature on the enzymatic activities. 

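Of 3 FAB2 homologs, LOC107774170 fell from 120.3 ± 2.09 to 94.8 ± 3.89 CPM (log2FC = -0.34, SE = 0.05, FDR = 2.41e-09 by edgeR), LOC107762320 had a log2FC of -0.39 (FDR = 1.67e-05), and the third one of -0.01 (FDR = 0.961). Of 4 FATB homologs, LOC107785685 fell from 90.1 ± 4.18 to 61.8 ± 4.30 CPM (log2FC = -0.55, FDR = 7.80e-16), and the others had log2FCs between -0.21 and 0.07. The FATA homolog LOC107790423, which held between 10 and 17 counts in the RT 6 h libraries and between 2 and 6 under HS, was lower under HS by more than the log2FC limit (SE = 0.50) but missed the FDR limit, and the other FATA homolog had a log2FC of -0.13 (FDR = 0.659). The median log2FCs of the FAB2, FATA and FATB homologs were -0.34, -0.65 and -0.18, and -0.50, -0.80 and -0.34 without TMM.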

A transcriptional regulation is, however, unlikely, as respective transcripts were little or not changed (Supplemental Dataset S24).

### Role of PS and galactoglycerolipids in HS adaptation

Some lipid subclasses increased comparably stronger under HS. This is especially true for PS and DGDG. PS is found in the cytosolic leaflets of the plasma membrane and in endosomes and is negatively charged. It can form nanodomains in the plasma membrane that are important for Rho signaling (Platre et al., 2019). These small G proteins have also been shown to be important for the regulation of pollen tube growth (Scholz et al., 2020), but it remains to be studied if they also depend on PS, how PS is distributed in the pollen tube, and if this distribution changes under HS.

Galactoglycerolipids are the most abundant lipids of thylakoids and there is strong galactoglycerolipid remodeling under temperature stress in Arabidopsis (Chen et al., 2006; Higashi et al., 2015) and tomato leaves (Spicher et al., 2016). In agreement with studies concerning other classes of membranes lipids, the level of unsaturation in galactoglycerolipids is inversely associated with growth temperature. Furthermore, heat acclimation at 38°C in wild-type Arabidopsis increases DGDG, the DGDG-to-MGDG ratio, and the saturation level of DGDG (Higashi et al., 2015). Also, a role for galactoglycerolipids in acquired thermotolerance was already described in a study in 2006, when the authors did a mutant screen for plants defective in the acquisition of thermotolerance and found a mutant of *DGD1* (Chen et al., 2006). While pollen tubes contain plastids, these harbor no thylakoids (Staff et al., 1989) and galactoglycerolipids in pollen tubes were discussed to be especially important in extraplastidial membranes, where they are also formed in phosphate-starved vegetative tissues (Härtel et al., 2000). Evidence for the abundance of galactoglycerolipids in the male gametophyte comes from glycerolipid profiling of lily (*Lilium longiflorum*) pollen tubes before and after elongation revealing a 5.7-fold increase in DGDG and a 2.8-fold increase in the MGDG levels (Nakamura et al., 2009). The use of the MGDG synthase inhibitor galvestine-1 further highlighted an important role of galactoglycerolipids in pollen tube growth and the use of a specific antibody indicated a DGDG localization at the periphery of Arabidopsis pollen tubes most probably at the plasma membrane (Botté et al., 2011). In addition, the fact that galactoglycerolipids account for 11% of all membrane-forming glycerolipids in tobacco pollen tubes (Müller and Ischebeck, 2018) speaks for their presence in extraplastidial membranes.

### Transcriptome and lipidome suggest dynamic adaptations in LD-turnover and TG metabolism

While transcripts involved in lipid metabolism were mostly unaffected by HS, transcripts coding for genes involved in TG turnover and LD biology showed more dynamic adaptations to HS (Supplemental Dataset S24). 

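In the TG synthesis group of Dataset S24, 5 of 9 genes were upregulated and none was downregulated, and the median log2FC was 1.07 (0.92 without TMM). Random lists of 9 genes matched on mean expression held a median of 1 changed gene, and 5 of 10000 held as many as 5. This was the only one of the 14 pathway groups called by camera (FDR = 0.028), and it was also called by fry (FDR = 0.00076) but not by camera with an estimated correlation (FDR = 0.395). Of the 35 genes of the LD protein group, 4 were upregulated and 1 downregulated (14.3%), a share that 1588 of 10000 matched random lists reached. Camera did not call this group (FDR = 0.430) while fry called it as higher (FDR = 0.0033), and the median log2FC of 0.13 turned to -0.02 without TMM, where 2 genes were upregulated and 2 downregulated. Among the 124 genes of the lipase group, 4 were upregulated and 6 downregulated (8.06%), against a median of 10 in matched random lists. For this group, 2 genes were upregulated and 8 downregulated without TMM, where the median log2FC of 0.03 turned to -0.12. The 5 homologs of PDAT1 all stayed inside the limit, with log2FCs from -0.29 to 0.54 and, at RT 6 h, up to 99.7 CPM.

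**Figure D1:**
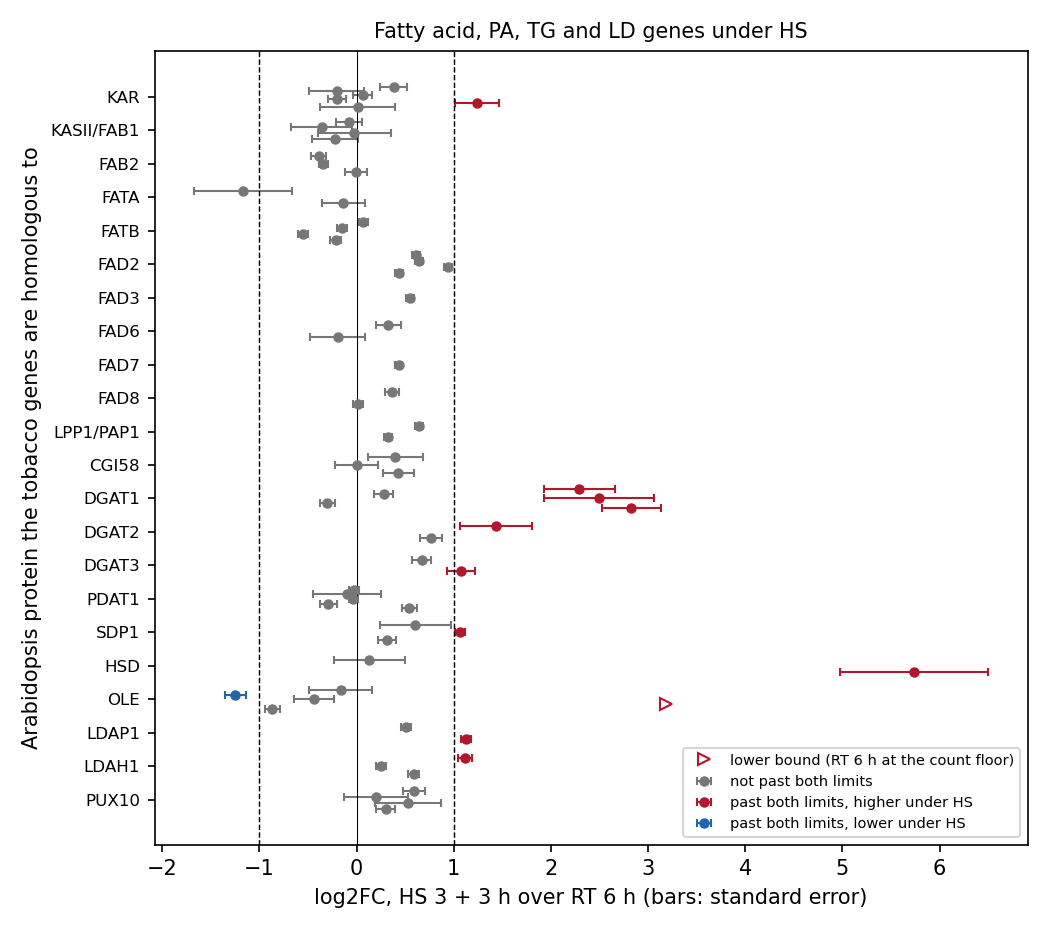
Log2FC of tobacco genes under HS, grouped by the Arabidopsis protein they are homologous to. Each point is a gene with its standard error from edgeR (3 libraries per condition), dashed lines mark a log2FC of -1 and 1, colours mark genes past the log2FC and FDR limits, and the open triangle is the lower bound of an oleosin gene at the count floor at RT 6 h. Most homologs of desaturases, thioesterases and KASII lie between the dashed lines, and among the genes plotted, the points farthest to the right belong to HSD, the oleosin and DGAT1; without TMM the median of the FAD6 and of the KAR homologs turned below 0.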

An increase of TG levels under HS has already been observed, for example, in the algal species *Nannochloropsis oculata* (Converti et al., 2009), *Ettlia oleoabundans* (Yang et al., 2013), *Coccomyxa subellipsoidea* C169 (Allen et al., 2018), or *Chlamydomonas reinhardtii* (Légeret et al., 2016), but also in Arabidopsis leaves (Higashi et al., 2015; Shiva et al., 2020) and seedlings (Mueller et al., 2015), and tomato fruits (Almeida et al., 2021). In Arabidopsis seedlings, PHOSPHOLIPID:DIACYLGLYCEROL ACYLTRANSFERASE1 (PDAT1), an enzyme transferring a fatty acid from PC to DG to yield TG, is necessary for heat-induced TG accumulation. Also, the *pdat1* mutant seedlings were more sensitive to HS, indicating that PDAT1-mediated TG accumulation mediates thermotolerance (Mueller et al., 2017). Another interesting fact hinting at an involvement of not just TG but LDs as organelles in HS adaptations is the 125-fold upregulation of a putative HSD5 homolog (Table 4) suggesting an involvement of LDs in HS adaptation beyond TG accumulation. HSDs, also called steroleosins, are important for plant development and are involved in stress responses as well as wax metabolism (Li et al., 2007; Zhang et al., 2016; Shao et al., 2019). Steroleosins are presumably involved in brassinosteroid metabolism (Li et al., 2007) but were previously not found on LDs of tobacco pollen tubes (Kretzschmar et al., 2018). 

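In nonstressed tubes, the HSD homolog LOC107774779 had 0.0822 ± 0.0724 CPM at RT 3 h and 0.0521 ± 0.0903 CPM at RT 6 h, with at most 4 counts in any of these libraries. The HSD homolog LOC107771906 had 1.22 ± 0.383 CPM at RT 3 h and 0.542 ± 0.0062 CPM at RT 6 h, a fall during growth (log2FC = -1.16, FDR = 0.0030 by edgeR). This call was lost with DESeq2 (FDR = 0.014) and in every fit without one library except that without RT 3 h replicate 1, and without RT 3 h replicate 3 the log2FC was -0.95 (FDR = 0.027, the highest of the alternatives, against 1.1e-04 for the lowest). The gene did not change under HS (log2FC = 0.13, SE = 0.37, FDR = 0.797), with a log2FC of -0.02 without TMM.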

In this study, only two transcripts with very low expression levels were detected in nonstressed conditions.

### Changes in sterol lipid and sphingolipid metabolism might contribute to heat adaption

In contrast to TG that increases during HS and might therefore act as a sink for acyl chains, SE species are decreased, indicating that free sterols are released during heat adaptation and could help to adapt membrane fluidity (Dufourc, 2008). Free sterols could furthermore be converted to SG and ASG species, which were shown to increase upon HS. So far, no plant sterol esterase has been described (Ischebeck et al*.*, 2020) and it is not clear if SE breakdown is regulated transcriptionally.

Alterations in sphingolipid composition on the other hand could at least in part be explained by changes in transcript levels—the slight increase of hydroxylation versus desaturation at the C4 position of the SPB in HexCers is in line with the respective changes in the transcripts coding for the responsible enzymes (Table 4 and Supplemental Dataset S24). The increased hydroxylation of the SPB moiety in HexCers and the acyl chain in Hex-HexNAc-GlcA-IPCs could stabilize sphingolipid-containing microdomains through their ability to form lateral hydrogen bonds with other sphingolipids or free sterols (Mamode Cassim et al., 2019).

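None of the 7 homologs of SPB kinases passed both limits under HS, and at an unadjusted p below 0.05, 3 were higher and 2 lower. The most abundant, LOC107822472, had 19.1 ± 1.88 CPM at RT 6 h and 16.0 ± 0.509 CPM under HS (log2FC = -0.25, SE = 0.08, FDR = 0.0053 by edgeR). LOC107831053 went from 13.3 ± 0.838 to 15.6 ± 0.435 CPM (log2FC = 0.23, FDR = 0.017). The largest rise was that of LOC107771177, from 1.55 ± 0.0728 to 2.48 ± 0.257 CPM (log2FC = 0.69, SE = 0.19, FDR = 0.0019), and the largest fall that of LOC107803682 (log2FC = -0.46, FDR = 0.0033). The median log2FC of the 7 was -0.15 (-0.30 without TMM). At an FDR of at most 0.005, 1 was higher and 1 lower with TMM, against 0 higher and 3 lower without TMM.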

The strong increase of SPBP on the other hand is not reflected on the transcript level as none of the most abundant SPB kinases are strongly upregulated (Supplemental Dataset S24). The production of SPBP is thought to play a role in balancing the levels of putatively toxic SPBs. Furthermore, SPB breakdown requires its phosphorylation to SPBP followed by degradation to PE and palmitic aldehyde by SPBP lyase. Furthermore, SPBP could have signaling function (Puli et al., 2016).

### Metabolomic adaptations might facilitate thermotolerance

In previous studies on heat-stressed shoot tissues of Arabidopsis (Kaplan et al., 2004; Harsh et al., 2016; Zinta et al., 2018; Lawas et al., 2019), it was found that different sugars accumulated, including glucose, fructose, and in some cases sucrose. In tobacco pollen tubes, the heat-induced accumulation of sugars was rather modest in comparison and the somewhat higher increase in sucrose has to be considered with care, as sucrose was also contained in the growth medium (Figure 9). Interestingly though, we found a strong increase in sedoheptulose, a seven carbon sugar normally occurring in its phosphorylated form in the Calvin–Benson cycle and the pentose phosphate pathway. It is unclear if this sugar has any protective function, but it was also found to highly accumulate in the alga *Phaeodactylum tricornutum* under nitrogen deprivation (Popko et al., 2016).

In addition, an increase of several free amino acids was observed under HS (Figure 9). Proline levels, however, stayed relatively stable and although it accumulates very strongly after 6 h of pollen tube growth, it does so under normal as well as stress conditions. This is interesting, as proline was found to be clearly heat-inducible in studies on shoot tissues (Harsh et al., 2016; Zinta et al., 2018; Lawas et al., 2019). However, a study on potato (*Solanum tuberosum*) leaves showed that HS alone does not have substantial influence on proline levels, neither in stress-susceptible nor in tolerant potato cultivars. In the study, proline only accumulated after drought or combined HS and drought stress (Demirel et al., 2020). The same study observed an increase in lysine in one of the stress-susceptible cultivars following HS. It is possible that pipecolate, similar in structure to proline, plays a role in adaptation to heat in pollen tubes, as pipecolate was more heat-responsive than proline in this study. Pipecolate was also shown to strongly accumulate during tobacco pollen development (Rotsch et al., 2017) and it increases in shoot tissues upon pathogen infection (Návarová et al., 2013; Ding et al., 2016).

## Conclusion

Adaptation of tobacco pollen tubes to HS appears to be a complex and multi-layered trait that requires intricate interplay of different cellular processes. A rapid lipid remodeling that is not controlled transcriptionally is equally as important as metabolomic adaptations and transcriptional changes. Therefore, this study with several large datasets is a useful resource for future studies on HS tolerance.

## Materials and methods

### Plant material and growth conditions

Tobacco (*N.* *tabacum* L. cv. Samsun-NN) plants were grown in the greenhouse as previously described (Rotsch et al., 2017): plants were kept under 14 h of light from mercury-vapor lamps in addition to sunlight with light intensities of 150–300 µmol m^−2^ s^−1^ at flowers and 50–100 µmol m^−2^ s^−1^ at mid-height leaves. Temperature was set to 16°C at night and 21°C during the day with a relative humidity of 57%–68%.

Pollen was first pooled for each experiment and was derived from 5 to 20 plants and 50 to 200 flowers. The pooled pollen was weighed and rehydrated for 10 min in liquid pollen tube medium (5% [w/v] sucrose, 12.5% [w/v] PEG-4000, 15 mM MES-KOH pH 5.9, 1 mM CaCl_2_,1 mM KCl, 0.8 mM MgSO_4_, 0.01% [w/v] H_3_BO_3_, 30 µM CuSO_4_) modified from (Read et al., 1993). Aliquots of the suspension containing a defined amount of pollen (indicated below for each experiment) were spread onto cellophane foil (Max Bringmann KG, Germany) and placed on 50 mL of solid pollen tube medium (2% [w/v] Agarose, 5% [w/v] sucrose, 6% [w/v] PEG-4000, 15 mM MES-KOH pH 5.9, 1 mM CaCl_2_,1 mM KCl, 0.8 mM MgSO_4_, 0.01% [w/v] H_3_BO_3_, 30 µM CuSO_4_) inside square petri dishes (120 × 12017 mm with vents, Greiner Bio-One, Kremsmünster, Austria), sealed with MicroporeTM (3 M; Saint Paul, MN, USA). All pollen tubes were grown for 3 h at RT. Control pollen tubes were kept at RT for another 3 h, while heat stressed-pollen tubes were transferred to 37°C for 3 h. For HSR, pollen tubes were then transferred to RT again for the next 3 h, while nonrelieved pollen tubes remained at 37°C. Pollen tubes were harvested using a spatula and forceps, and directly transferred into extraction solution for lipid or metabolite analysis. For RNA extraction, the material was immediately flash-frozen for further processing.

### Lipidomic analysis

For lipidomic analyses with an UPLC system coupled with a chip-based nanoESI source and a triple quadrupole analyzer for MS/MS (Herrfurth et al., 2021), 20 mg of freeze-dried pollen tube tissue were ground and extracted with 60:26:14 (v/v/v) propan-2-ol/hexane/water according to Markham et al. (2006). After extraction, the sample was dissolved in 0.8 mL 4:4:1 (v/v/v) tetrahydrofuran/methanol/water. UPLC-nanoESI-MS/MS analysis of molecular species from 36 different lipid subclasses was performed with lipid subclass-specific parameters as shown in Supplemental Table S1. For reverse-phase LC separation, an ACQUITY UPLC I-class system (Waters Corp., Milford, MA, USA) equipped with an ACQUITY UPLC HSS T3 column (100 × 1 mm, 1 μm; Waters Corp., Milford, MA, USA) was used. Solvent A was 3:7 (v/v) methanol/20 mM ammonium acetate containing 0.1% (v/v) acetic acid and solvent B was 6:3:1 (v/v/v) tetrahydrofuran/methanol/20 mM ammonium acetate containing 0.1% (v/v) acetic acid. All lipid subclasses were separated with binary 16 min gradients with a flow rate of 0.1 mL/min (except for TG where 0.13 mL/min were used) following the same scheme: respective start condition (Supplemental Table S1) held for 2 min, linear increase to 100% solvent B for 8 min, 100% solvent B held for 2 min and re-equilibration to start conditions in 4 min. Chip-based nanoESI was achieved with a TriVersa Nanomate (Advion, Ithaca, NY, USA) in the positive or negative ion mode, respectively (Supplemental Table S1). Lipid molecular species were detected with a 6500 QTRAP tandem mass spectrometer (AB Sciex, Framingham, MA, USA) by multiple reaction monitoring (MRM) with lipid subclass-specific parameters (Supplemental Table S1) and a dwell time of 5 ms. For glycerolipid and glycerophospholipid analysis, all mass transitions for the distinct lipid subclasses were measured for the putative lipid species having 16:0, 16:1, 16:2, 16:3, 17:0, 17:1, 17:2, 17:3, 18:0, 18:1, 18:2, 18:3, 19:0, 19:1, 19:2, 19:3, 20:0, 20:1, 20:2, 22:0, 22:1, 24:0, 24:1, 26:0, and 26:1 as acyl residues. For sphingolipid analysis, all mass transitions for the distinct lipid subclasses were measured for the putative lipid species having 18:0;O2, 18:1;O2, 18:2;O2, 18:0;O3, and 18:1;O3 as SPB residues and chain lengths from C16 to C28 as fatty acid residues that are saturated or monounsaturated and unhydroxylated or monohydroxylated. For sterol lipid analysis, all mass transitions for the distinct classes were measured for the putative lipid species having cholesterol, sitosterol, campesterol, stigmasterol/putative methylenepollinastanol/isofucosterol/24-methylenelophenol, 24-methylenecholesterol/Δ5,24-ergostadienol, and cycloeucalenol as steryl residue and the fatty acids as acyl residue as described above for the glycerolipid and glycerophospholipid analysis. To improve the chromatographic separation and mass spectrometric detection of distinct lipid subclasses, phosphate groups and hydroxyl groups of the respective lipid compounds were chemically modified by methylation (LPA, PA, PIP, and PIP_2_) modified from Lee et al. (2013) or by acetylation (Cer-P and SPBP) modified from Berdyshev et al. (2005), respectively. The calculation of the relative abundance of all detected lipid subclasses and of relative lipid subclass profiles is described in Supplemental Datasets S1–S6 and S9–S11. All calculations were made according to the following procedure.

1. Correction of the absolute peak area with the naturally occurring proportion of the ^13^C isotopes (isotopic correction factor, icf);
2. Addition of icf-corrected absolute peak area from corresponding mass transitions;
3. Total peak area of a lipid subclass (addition of all detected molecular species of the respective lipid subclass) and normalization to the values after 3 h of RT growth (relative abundance compared with RT 3 h); relative proportion of the lipid species-specific peak area on the total peak area of the respective lipid subclass (relative lipid subclass profile).

### Lipid extraction and fatty acid methyl esterification

For analyses by GC-FID, total lipids from pollen tubes grown from 20 mg of dry pollen were extracted by methyl-*tert*-butyl ether (MTBE) extraction (modified from Matyash et al., 2008). Pollen tubes were harvested into 2 mL of preheated propan-2-ol (75°C) and kept at 75°C for 5–10 min. About 0.05 mg triheptadecanoate (Merck KGaA, Darmstadt, Germany) in 50 µL chloroform as the internal standards for absolute quantification was directly added to the propan-2-ol. Propan-2-ol was transferred to a new vial and evaporated under N_2_ stream and the pollen tubes were covered with 2 mL of 3:1 (v/v) MTBE/methanol. Pollen tube tissue was disrupted with a spatula, vortexed, and then shaken at 4°C for 1 h. After 5 min of centrifugation at 1,000 × *g*, the supernatant was transferred to the vial with the evaporated propan-2-ol and 1 mL of 0.9% (w/v) NaOH was added. Samples were vortexed and centrifuged again before the upper phase was transferred to a new vial. Solvent was evaporated under a N_2_ stream and samples were dissolved in 250 µL of 65:56:8 (v/v/v) chloroform/methanol/water.

The total lipids were then separated by thin layer chromatography (TLC). About 80 µL of the dissolved samples were spotted with a TLC spotter to TLC plates (TLC Silica gel 60, Merck KGaA). For extraction of TG, plates were run in 80:20:1 (v/v/v) hexane/diethylether/acetic acid. The bands comigrating with the TG standard were scratched out. To obtain fatty acid methyl esters (FAMEs), samples were then subjected to 1 mL FAME reagent (2.5% [v/v] H_2_SO_4_, 2% [v/v] dimethoxypropane in 2:1 [v/v] methanol/toluene) and under constant shaking incubated at 80°C in a water bath for 1 h. The reaction was stopped by adding 1 mL of saturated NaCl solution and vortexing. FAMEs were then extracted by adding 1 mL of hexane, centrifuging 10 min at 2,000 × g, and transferring the upper phase to a new vial. Hexane was evaporated and samples were resuspended in 25 µL of acetonitrile for subsequent GC-FID analysis.

### Central metabolite and sterol extraction and derivatization

Primary metabolite and sterol extraction were performed as previously described (Rotsch et al., 2017). Per time point, pollen tubes grown from 5 mg of pollen were harvested and freeze-dried overnight. After tissue disruption, 500 µL extraction solution (32.25:12.5:6.25 [v/v/v] methanol/chloroform/water) was added per sample, vortexed, and incubated for 30 min at 4°C under constant shaking. Supernatant was transferred to a new tube and pollen tubes were extracted again with another 500 µL of extraction solution. Incubation was repeated and supernatants were combined. About 0.0125 mg *allo*-inositol in 0.5 mL water was added, incubated again at 4°C for 30 min, centrifuged 5 min at full speed, and the aqueous phase containing the metabolites was transferred. About 20 µL was evaporated under a N_2_ stream and used for derivatization with 15 µL of methoxyamine hydrochloride in pyridine (30 mg/mL) overnight at RT. Derivatization with 30 µL *N*-methyl-*N*-(trimethylsilyl) trifluoroacetamide (MSTFA) followed for at least 1 h to obtain methoxyimino and trimethylsilyl derivatives of the metabolites (Bellaire et al., 2014).

For the analysis of sterols, 2 mL of 3:1 v/v MTBE/methanol and 1 mL of 0.9% (w/v) NaCl were added to 200 µL of the organic phase and evaporated under a N_2_ stream. Samples were dissolved in 20 µL pyridine, 10 µL of which were used for MSTFA derivatization with 10 µL of MSTFA 1–6 h prior to analysis.

### GC-FID and GC–MS

GC-FID analysis of FAMEs was performed as described (Hornung et al., 2002): an Agilent GC 6890 system (Agilent, Waldbronn, Germany) coupled with an FID detector equipped with a capillary DB-23 column (30 m × 0.25 mm, 0.25 µm coating thickness, Agilent) was used. Helium served as the carrier gas (1 mL/min), with an injector temperature of 220°C. The temperature gradient was 150°C for 1 min, 150°C–200°C at 15 K min^−1^, 200°C–250°C at 2 K min^−1^, and 250°C for 10 min.

For quantification, peak integrals were determined using Agilent ChemStation for LC 3D systems (Rev. B.04.03) and used to calculate absolute amounts of TG as well as relative fatty acid contributions.

For the measurement of central metabolites and sterols, GC–MS measurements were performed as previously described in Touraine et al. (2019) for metabolites and Berghoff et al. (2021) for sterols. If the metabolites were not identified by an external standard, the spectra were identified with the Golm metabolome database (GMD) and the National Institute of Standards and Technology spectral library 2.0f. The chemical information on metabolites identified with the GMD can be obtained at http://gmd.mpimp-golm.mpg.de/search.aspx (Kopka et al., 2005). Due to the high levels, sucrose was measured in separate runs using only one-tenth of the sample as used for the regular runs.

Data were analyzed using MSD ChemStation (F.01.03.2357). Masses used for quantification are depicted in Supplemental Dataset S7.

### RNA extraction, library preparation, and sequencing

Total RNA was extracted from 200 mg of pollen tubes per sample using Spectrum Plant Total RNA Kit (Sigma-Aldrich, St. Louis, MO, USA). RNA-seq libraries were performed using the non-stranded mRNA Kit from Illumina (San Diego, CA, USA; Cat. No. RS-122-2001). Quality and integrity of RNA were assessed with the Fragment Analyzer from Advanced Analytical (Heidelberg, Germany) by using the standard sensitivity RNA Analysis Kit (Agilent, Santa Clara, CA, USA; DNF-471). All samples selected for sequencing exhibited an RNA integrity number >8. After library generation, for accurate quantitation of cDNA libraries, the fluorometric-based system QuantiFluordsDNA (Promega, Madison, WI, USA) was used. The size of final cDNA libraries was determined using the dsDNA 905 Reagent Kit (Fragment Analyzer, Advanced Bioanalytical) exhibiting a sizing of 300 bp on average. Libraries were pooled and sequenced on an Illumina HiSeq 4000 (Illumina), generating 50 bp single-end reads (30–40 Mio reads/sample). The data can be found under the GEO ID: GSE153474 and the link https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153474.

### Raw read and quality check

Sequence images were transformed with Illumina software BaseCaller to BCL files, which was demultiplexed to fastq files using bcl2fastq 2.17.1.14. The sequencing quality was assessed using FastQC (version 0.11.5; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

### Mapping and normalization

Samples were aligned to the reference genome *N.* *tabacum* (Ntab version TN90, https://www.ncbi.nlm.nih.gov/assembly/GCF_000715135.1/) using the STAR aligner (version 2.5.2a) (Dobin et al., 2013) allowing for two mismatches within 50 bases. Subsequently, reads were quantified for all Ntab version TN90 genes in each sample using featureCounts (version 1.5.0-p1) (Liao et al., 2014).

### Differential gene expression analysis

Read counts were analyzed in the R/Bioconductor environment (Release 3.10, www.bioconductor.org) using edgeR package (version 3.28.1) (Robinson et al., 2009; McCarthy et al., 2012) gene names were translated to UniProt protein identifiers. For more detailed functional analyses, these tobacco proteins were blasted against the TAIR 10 Arabidopsis protein library (TAIR10, https://www.arabidopsis.org/download_files/Proteins/TAIR10_protein_lists/TAIR10_pep_20101214) using Protein–Protein BLAST 2.5.0+ with a maximum target sequence of 1. Only those hits with an Expect value (*E*-value describes the amount of hits to be expected by chance for the respective database size) <10^−5^ were considered. The obtained Arabidopsis AGI-codes were then assigned GO-terms for GO-term analysis. The GO term annotations were obtained from the Arabidopsis Information Resource (www.arabidopsis.org) in a version updated on 1 January 2020.

To analyze genes with a putative involvement in lipid metabolism, a compiled list of lipid genes was generated using The Arabidopsis Acyl-Lipid Metabolism Website (Li-Beisson et al., 2013), KEGG pathway (https://www.genome.jp/kegg/pathway.html, latest update 10 March 2020), and genes from Kretzschmar et al. (2020), Kelly and Feussner (2016), and Luttgeharm et al. (2016).

### Statistical analyses

Statistical analyses were performed as indicated for the respective experiments. For multiple comparisons, analysis of variance (ANOVA) was performed, followed by post hoc Tukey analysis. Results are presented as compact letter display of all pair-wise comparisons. Unpaired two-sample *t* tests were performed if just two means were compared. Results are presented as * (*P* < 0.05), **(*P* < 0.01), and ***(*P* < 0.005).

## Accession numbers

The annotation file of all Nicotine Tobacco genes can be found within the file “GSE153474_GCF_000715135.1_Ntab-TN90_genomic_edited.gtf.gz” under the link to the GEO dataset (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153474).

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Table S1.** Parameters for lipid analysis by UPLC-nanoESI-MS/MS.

**Supplemental Dataset S1.** Glycerolipids: absolute peak areas.

**Supplemental Dataset S2.** Glycerolipids: icf-corrected peak areas (partially summed) on the molecular species level and the lipid subclass level.

**Supplemental Dataset S3.** Glycerolipids: relative peak areas as % of all icf-corrected peak areas of the respective lipid subclass.

**Supplemental Dataset S4.** Sphingolipids: absolute peak areas.

**Supplemental Dataset S5.** Sphingolipids: icf-corrected peak areas (partially summed) on the molecular species level and the lipid subclass level.

**Supplemental Dataset S6.** Sphingolipids: relative peak areas as % of all icf-corrected peak areas of the respective lipid subclass.

**Supplemental Dataset S7.** Free sterols: raw data.

**Supplemental Dataset S8.** Free sterols: relative levels.

**Supplemental Dataset S9.** Sterol conjugates: absolute peak areas.

**Supplemental Dataset S10.** Sterol conjugates: icf-corrected peak areas on the molecular species level and the lipid subclass level.

**Supplemental Dataset S11.** Sterol conjugates: relative peak areas as % of all icf-corrected peak areas of the respective lipid subclass.

**Supplemental Dataset S12.** Metabolite analysis: list of analytes.

**Supplemental Dataset S13.** Metabolite analysis: list of metabolites.

**Supplemental Dataset S14.** Transcriptomics: raw counts.

**Supplemental Dataset S15.** Transcriptomics: differential gene expression analysis 3 h 23°C versus 6 h 23°C.

**Supplemental Dataset S16.** Transcriptomics: differential gene expression analysis 6 h 23°C versus 3 h 23°C + 3 h 37°C.

**Supplemental Dataset S17.** Transcriptomics: GO term analysis.

**Supplemental Dataset S18.** Transcriptomics: GO term analysis—biological process.

**Supplemental Dataset S19.** Transcriptomics: GO term analysis—molecular function.

**Supplemental Dataset S20.** Transcriptomics: GO term analysis—cellular component.

**Supplemental Dataset S21.** List of Arabidopsis transcription regulators.

**Supplemental Dataset S22.** Transcriptomics: list of all detected putative transcription regulators.

**Supplemental Dataset S23.** List of Arabidopsis genes with a putative involvement in lipid metabolism.

**Supplemental Dataset S24.** Transcriptomics: list of all detected genes with putative lipid function.

## Supplementary Material

kiac127_Supplementary_Data Click here for additional data file.

## References

[kiac127-B1] Allen JW , TevatiaR, DemirelY, DiRussoCC, BlackPN (2018) Induction of oil accumulation by heat stress is metabolically distinct from N stress in the green microalgae *Coccomyxa subellipsoidea* C169. PLoS ONE13: 1–20 doi:10.1371/journal.pone.020450510.1371/journal.pone.0204505PMC616007830261009

[kiac127-B2] Almeida J , Perez‐FonsL, FraserPD (2021) A transcriptomic, metabolomic and cellular approach to the physiological adaptation of tomato fruit to high temperature. Plant Cell Environ44: 2211–2229 doi:10.1111/pce3269143010.1111/pce.13854

[kiac127-B3] Beck JG , MathieuD, LoudetC, BuchouxS, DufourcEJ (2007) Plant sterols in “rafts”: a better way to regulate membrane thermal shocks. FASEB J21: 1714–1723 doi 10.1096/fj.06-7809com1731772710.1096/fj.06-7809com

[kiac127-B4] Bellaire A , IschebeckT, StaedlerY, WeinhaeuserI, MairA, ParameswaranS, ItoT, SchönenbergerJ, WeckwerthW (2014) Metabolism and development - integration of micro computed tomography data and metabolite profiling reveals metabolic reprogramming from floral initiation to silique development. New Phytol202: 322–335 doi 10.1111/nph.126312435094810.1111/nph.12631PMC4283998

[kiac127-B5] Berdyshev EV , GorshkovaIA, GarciaJGN, NatarajanV, HubbardWC (2005) Quantitative analysis of sphingoid base-1-phosphates as bisacetylated derivatives by liquid chromatography–tandem mass spectrometry. Anal Biochem339: 129–136 doi 10.1016/j.ab.2004.12.0061576671910.1016/j.ab.2004.12.006

[kiac127-B6] Berghoff SA , SpiethL, SunT, HosangL, SchlaphoffL, DeppC, DükingT, WinchenbachJ, NeuberJ, EwersD, et al (2021) Microglia facilitate repair of demyelinated lesions via post-squalene sterol synthesis. Nat Neurosci24: 47–60 doi 10.1038/s41593-020-00757-63334971110.1038/s41593-020-00757-6PMC7116742

[kiac127-B7] Boavida LC , McCormickS (2007) Temperature as a determinant factor for increased and reproducible *in vitro* pollen germination in *Arabidopsis thaliana*. Plant J52: 570–582 doi:10.1111/j.1365-313X.2007.03248.x1776450010.1111/j.1365-313X.2007.03248.x

[kiac127-B8] Bonaventure G , SalasJJ, PollardMR, OhlroggeJB (2003) Disruption of the FATB gene in Arabidopsis demonstrates an essential role of saturated fatty acids in plant growth. Plant Cell15: 1020–1033 doi:10.1105/tpc.0089461267109510.1105/tpc.008946PMC152346

[kiac127-B9] Botte CY , DelignyM, RocciaA, BonneauAL, SaïdaniN, HardréH, AciS, Yamaryo-BottéY, JouhetJ, DubotsE, et al (2011) Chemical inhibitors of monogalactosyldiacylglycerol synthases in *Arabidopsis thaliana*. Nat Chem Biol7: 834–842 doi:10.1038/nchembio.6582194627510.1038/nchembio.658

[kiac127-B10] Chen J , BurkeJJ, XinZ, XuC, VeltenJ (2006) Characterization of the Arabidopsis thermosensitive mutant *atts02* reveals an important role for galactolipids in thermotolerance. Plant Cell Environ29: 1437–1448 doi:10.1111/j.1365-3040.2006.01527.x1708096510.1111/j.1365-3040.2006.01527.x

[kiac127-B11] Christenhusz MJM , ByngJW (2016) The number of known plants species in the world and its annual increase. Phytotaxa261: 201–217 doi:10.11646/phytotaxa.261.3.1

[kiac127-B12] Coast O , MurdochAJ, EllisRH, HayFR, JagadishKSV (2016) Resilience of rice (*Oryza* spp.) pollen germination and tube growth to temperature stress. Plant Cell Environ39: 26–37 doi:10.1111/pce.124752534625510.1111/pce.12475

[kiac127-B13] Converti A , CasazzaAA, OrtizEY, PeregoP, Del BorghiM (2009) Effect of temperature and nitrogen concentration on the growth and lipid content of *Nannochloropsis oculata* and *Chlorella vulgaris* for biodiesel production. Chem Eng Proc Process Intensificat48: 1146–1151 doi:10.1016/j.cep.2009.03.006

[kiac127-B14] Demirel U , MorrisWL, DucreuxLJM, YavuzC, AsimA, TindasI, CampbellR, MorrisJA, VerrallSR, HedleyPE, et al (2020) Physiological, biochemical, and transcriptional responses to single and combined abiotic stress in stress-tolerant and stress-sensitive potato genotypes. Front Plant Sci11: 1–21 doi:10.3389/fpls.2020.001693218479610.3389/fpls.2020.00169PMC7058966

[kiac127-B15] Deruyffelaere C , PurkrtovaZ, BouchezI, ColletB, CacasJL, ChardotT, GalloisJL, D’AndreaS (2018) PUX10 is a CDC48A adaptor protein that regulates the extraction of ubiquitinated oleosins from seed lipid droplets in Arabidopsis. Plant Cell30: 2116–2136 doi:10.1105/tpc.18.002753008720810.1105/tpc.18.00275PMC6181022

[kiac127-B16] Ding P , RekhterD, DingY, FeussnerK, BustaL, HarothS, XuS, LiX, JetterR, FeussnerI, et al (2016) Characterization of a pipecolic acid biosynthesis pathway required for systemic acquired resistance. Plant Cell28: 2603–2615 doi:10.1105/tpc.16.004862775889410.1105/tpc.16.00486PMC5134984

[kiac127-B17] Dobin A , DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, BatutP, ChaissonM, GingerasTR (2013) STAR: ultrafast universal RNA-seq aligner. Bioinformatics29: 15–21 doi:10.1093/bioinformatics/bts6352310488610.1093/bioinformatics/bts635PMC3530905

[kiac127-B18] Dufourc EJ (2008) Sterols and membrane dynamics. J Chem Biol1: 63–77 doi 10.1007/s12154-008-0010-61956879910.1007/s12154-008-0010-6PMC2698314

[kiac127-B19] Edwards KD , Fernandez-PozoN, Drake-StoweK, HumphryM, EvansA, BombarelyA, AllenF, HurstR, WhiteB, KernodleS, et al (2017) A reference genome for *Nicotiana tabacum* enables map-based cloning of homeologous loci implicated in nitrogen utilization efficiency. BMC Genom18: 1–14 doi:10.1186/s12864-017-3791-610.1186/s12864-017-3791-6PMC547485528625162

[kiac127-B20] Flores-Rentería L , WhippleAV, BenallyGJ, PattersonA, CanyonB, GehringCA (2018) Higher temperature at lower elevation sites fails to promote acclimation or adaptation to heat stress during pollen germination. Front Plant Sci9: 1–14 doi:10.3389/fpls.2018.005362976071510.3389/fpls.2018.00536PMC5936790

[kiac127-B21] Fragkostefanakis S , MesihovicA, HuY, SchleiffE (2016) Unfolded protein response in pollen development and heat stress tolerance. Plant Reprod29: 81–91 doi:10.1007/s00497-016-0276-82702291910.1007/s00497-016-0276-8

[kiac127-B22] Ghosh AK , ChauhanN, RajakumariS, DaumG, RajasekharanR (2009) AT4G24160, a soluble acyl-Coenzyme A-dependent lysophosphatidic acid acyltransferase. Plant Physiol151: 869–881 doi:10.1104/pp.109.1442611970056110.1104/pp.109.144261PMC2754629

[kiac127-B23] Han B , YangN, PuH, WangT (2018) Quantitative proteomics and cytology of rice pollen sterol-rich membrane domains reveals pre-established cell polarity cues in mature pollen. J Proteome Res17: 1532–1546 doi:10.1021/acs.jproteome.7b008522950861310.1021/acs.jproteome.7b00852

[kiac127-B24] Haney CH , LongSR (2010) Plant flotillins are required for infection by nitrogen-fixing bacteria. Proc Natl Acad Sci USA107: 478–483 doi:10.1073/pnas.09100811072001867810.1073/pnas.0910081107PMC2806772

[kiac127-B25] Harsh A , SharmaYK, JoshiU, RampuriaS, SinghG, KumarS, SharmaR (2016) Effect of short-term heat stress on total sugars, proline and some antioxidant enzymes in moth bean (*Vigna aconitifolia*). Ann Agric Sci61: 57–64 doi:10.1016/j.aoas.2016.02.001

[kiac127-B26] Härtel H , DörmannP, BenningC (2000) DGD1-independent biosynthesis of extraplastidic galactolipids after phosphate deprivation in Arabidopsis. Proc Natl Acad Sci USA97: 10649–10654 doi:10.1073/pnas.1803204971097348610.1073/pnas.180320497PMC27079

[kiac127-B27] Hedhly A (2011) Sensitivity of flowering plant gametophytes to temperature fluctuations. Environ Exp Bot74: 9–16 doi:10.1016/j.envexpbot.2011.03.016

[kiac127-B28] Henriksen JR , AndresenTL, FeldborgLN, DuelundL, IpsenJH (2010) Understanding detergent effects on lipid membranes: a model study of lysolipids. Biophys J Biophys Soc98: 2199–2205 doi:10.1016/j.bpj.2010.01.03710.1016/j.bpj.2010.01.037PMC287227420483328

[kiac127-B29] Hernández-Vega JC , CadyB, KayanjaG, MaurielloA, CervantesN, GillespieA, LaviaL, TrujilloJ, AlkioM, Colón-CarmonaA (2017) Detoxification of polycyclic aromatic hydrocarbons (PAHs) in *Arabidopsis thaliana* involves a putative flavonol synthase. J Hazard Mater176: 139–148 doi:10.1016/j.jhazmat.2016.08.05810.1016/j.jhazmat.2016.08.058PMC537380227637093

[kiac127-B30] Herrfurth C , LiuYT, FeussnerI (2021) Targeted analysis of the plant lipidome by UPLC-NanoESI-MS/MS. *In*BartelsD, DörmannP, eds, Plant Lipids. Methods in Molecular Biology, Vol 2295. Humana, Louisville, KY, pp 135–155 doi:10.1007/978-1-0716-1362-7_910.1007/978-1-0716-1362-7_934047976

[kiac127-B31] Higashi Y , OkazakiY, MyougaF, ShinozakiK, SaitoK (2015) Landscape of the lipidome and transcriptome under heat stress in *Arabidopsis thaliana.*Sci Rep5: 10533 doi:10.1038/srep105332601383510.1038/srep10533PMC4444972

[kiac127-B32] Higashi Y , SaitoK (2019) Lipidomic studies of membrane glycerolipids in plant leaves under heat stress. Prog Lipid Res75: 100990 doi:10.1016/j.plipres.2019.1009903144252710.1016/j.plipres.2019.100990

[kiac127-B33] Hornung E , PernstichC, FeussnerI (2002) Formation of conjugated Δ11 Δ13-double bonds by Δ12-linoleic acid (1,4)-acyl-lipid-desaturase in pomegranate seeds. Eur J Biochem269: 4852–4859 doi:10.1046/j.1432-1033.2002.03184.x1235411610.1046/j.1432-1033.2002.03184.x

[kiac127-B34] Ischebeck T , ValledorL, LyonD, GinglS, NaglerM, MeijónM, EgelhoferV, WeckwerthW (2014) Comprehensive cell-specific protein analysis in early and late pollen development from diploid microsporocytes to pollen tube growth. Mol Cell Proteom13: 295–310 doi:10.1074/mcp.M113.02810010.1074/mcp.M113.028100PMC387962124078888

[kiac127-B35] Ischebeck T (2016) Lipids in pollen—they are different. Biochim Biophys Acta1861: 1315–1328 doi:10.1016/j.bbalip.2016.03.0232703315210.1016/j.bbalip.2016.03.023

[kiac127-B36] Ischebeck T , KrawczykHE, MullenRT, DyerJM, ChapmanKD (2020) Lipid droplets in plants and algae: distribution, formation, turnover and function. Semin Cell Dev Biol108: 82–93. doi:10.1016/j.semcdb.2020.02.01432147380

[kiac127-B37] Jacob P , HirtH, BendahmaneA (2017) The heat-shock protein/chaperone network and multiple stress resistance. Plant Biotechnol J15: 405–414 doi:10.1111/pbi.126592786023310.1111/pbi.12659PMC5362687

[kiac127-B38] James CN , HornPK, CaseCR, GiddaSK, ZhangD, MullenRT, DyerJM, AndersonRGW, ChapmanKD (2010) Disruption of the Arabidopsis CGI-58 homologue produces Chanarin–Dorfman-like lipid droplet accumulation in plants. Proc Natl Acad Sci USA107: 17833–17838 doi:10.1073/pnas.09113591072087611210.1073/pnas.0911359107PMC2955100

[kiac127-B39] Kaplan F , KopkaJ, HaskellDW, ZhaoW, SchillerKC, GatzkeN, SungDY, GuyCL (2004) Exploring the temperature–stress metabolome. Plant Physiol136: 4159–4168 doi:10.1104/pp.104.052142.11555709310.1104/pp.104.052142PMC535846

[kiac127-B40] Karapanos IC , AkoumianakisKA, OlympiosCM, PassamHC (2010) Tomato pollen respiration in relation to *in vitro* germination and pollen tube growth under favourable and stress-inducing temperatures. Sex Plant Reprod23: 219–224 doi:10.1007/s00497-009-0132-12006319110.1007/s00497-009-0132-1

[kiac127-B41] Keller M, Hu Y , MesihovicA, FragkostefanakisS, SchleiffE, SimmS (2017) Alternative splicing in tomato pollen in response to heat stress. DNA Res24: 205–217 doi 10.1093/dnares/dsw0512802531810.1093/dnares/dsw051PMC5397606

[kiac127-B42] Keller M , BokszczaninK, BostanH, BovyAG, ChenY, ChaturvediP, ChiusanoM, FironN, FragkostefanakisS, IannaconeR, et al (2018) The coupling of transcriptome and proteome adaptation during development and heat stress response of tomato pollen. BMC Genom19: 1–20 doi:10.1186/s12864-018-4824-510.1186/s12864-018-4824-5PMC599409829884134

[kiac127-B43] Kelly A , FeussnerI (2016) Oil is on the agenda: lipid turnover in higher plants. Biochim Biophys Acta1861: 1253–1268 doi:10.1016/j.bbalip.2016.04.0212715521610.1016/j.bbalip.2016.04.021

[kiac127-B44] Kopka J , SchauerN, KruegerS, BirkemeyerC, UsadelB, BergmüllerE, DörmannP, WeckwerthW, GibonY, StittM, et al (2005) : the golm metabolome database. Bioinformatics21: 1635–1638 doi:10.1093/bioinformatics/bti2361561338910.1093/bioinformatics/bti236

[kiac127-B45] Kotak S , LarkindaleJ, LeeU, von Koskull-DöringP, VierlingE, ScharfKD (2007) Complexity of the heat stress response in plants. Curr Opin Plant Biol10: 310–31610.1016/j.pbi.2007.04.01117482504

[kiac127-B46] Kretzschmar FK , MengelLA, MüllerAO, SchmittK, BlerschKF, ValeriusO, BrausGH, IschebeckT (2018) PUX10 is a lipid droplet-localized scaffold protein that interacts with CELL DIVISION CYCLE48 and is involved in the degradation of lipid droplet proteins. Plant Cell30: 2137–2160 doi:10.1105/tpc.18.002763008720710.1105/tpc.18.00276PMC6181012

[kiac127-B47] Kretzschmar FK , DonerNM, KrawczykHE, ScholzP, SchmittK, ValeriusO, BrausGH, MullenRT, IschebeckT (2020) Identification of low-abundance lipid droplet proteins in seeds and seedlings. Plant Physiol182: 1326–1345 doi:10.1104/pp.19.012553182692310.1104/pp.19.01255PMC7054876

[kiac127-B48] Lawas LMF , LiX, ErbanA, KopkaJ, JagadishSVK, ZutherE, HinchaDK (2019) Metabolic responses of rice cultivars with different tolerance to combined drought and heat stress under field conditions. GigaScience8: 1–21 doi:10.1093/gigascience/giz05010.1093/gigascience/giz050PMC651191631081890

[kiac127-B49] Lee JW , NishiumiS, YoshidaM, FukusakiE, BambaT (2013) Simultaneous profiling of polar lipids by supercritical fluid chromatography/tandem mass spectrometry with methylation. J Chromatogr A1279: 98–107 doi:10.1016/j.chroma.2013.01.0202338036510.1016/j.chroma.2013.01.020

[kiac127-B50] Légeret B , Schulz-RaffeltM, NguyenHM, AuroyP, BeissonF, PeltierG, BlancG, Li-BeissonY (2016) Lipidomic and transcriptomic analyses of *Chlamydomonas reinhardtii* under heat stress unveil a direct route for the conversion of membrane lipids into storage lipids. Plant Cell Environ39: 834–847 doi:10.1111/pce.126562647753510.1111/pce.12656

[kiac127-B51] Li-Beisson Y , ShorroshB, BeissonF, AnderssonMX, ArondelV, BatesPD, BaudS, BirdD, DeBonoA, DurrettTP (2013) Acyl-lipid metabolism. Arabidopsis Book11: e0161 doi:10.1199/tab.01612350534010.1199/tab.0161PMC3563272

[kiac127-B52] Li F , AsamiT, WuX, TsangEWT, CutlerAJ (2007) A putative hydroxysteroid dehydrogenase involved in regulating plant growth and development. Plant Physiol145: 87–97 doi:10.1104/pp.107.1005601761651110.1104/pp.107.100560PMC1976581

[kiac127-B53] Li R , LiuP, WanY, ChenT, WangQ, MettbachU, BaluskaF, SamajJ, FangX, LucasWJ, et al (2012) A membrane microdomain-associated protein, Arabidopsis Flot1, is involved in a clathrin-independent endocytic pathway and is required for seedling development. Plant Cell24: 2105–2122 doi:10.1105/tpc.112.0956952258946310.1105/tpc.112.095695PMC3442590

[kiac127-B54] Liao Y , SmythGK, ShiW (2014) FeatureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics30: 923–930 doi:10.1093/bioinformatics/btt6562422767710.1093/bioinformatics/btt656

[kiac127-B55] Lu J , XuY, WangJ, SingerSD, ChenG (2020) The role of triacylglycerol in plant stress response. Plants9: 472 doi:10.3390/plants904047210.3390/plants9040472PMC723816432276473

[kiac127-B56] Luria G , RutleyN, LazarI, HarperJF, MillerG (2019) Direct analysis of pollen fitness by flow cytometry: implications for pollen response to stress. Plant J98: 942–952 doi:10.1111/tpj.142863075808510.1111/tpj.14286

[kiac127-B57] Luttgeharm KD , KimberlinAN, CahoonEB (2016) Plant sphingolipid metabolism and function. *In*NakamuraY, Li-BeissonY, eds, Lipids in Plant and Algae Development, Ed 86.Springer International Publishing, Berlin, Germany, pp 249–28610.1007/978-3-319-25979-6_1127023239

[kiac127-B58] Luttgeharm KD , KimberlinAN, CahoonRE, CernyRL, NapierJA, MarkhamJE, CahoonEB (2015) Sphingolipid metabolism is strikingly different between pollen and leaf in Arabidopsis as revealed by compositional and gene expression profiling. Phytochemistry115: 121–129 doi:10.1016/j.phytochem.2015.02.0192579489510.1016/j.phytochem.2015.02.019

[kiac127-B59] Mamode Cassim A , GouguetP, GronnierJ, LaurentN, GermainV, GrisonM, BouttéY, Gerbeau-PissotP, Simon-PlasF, MongrandS (2019) Plant lipids: key players of plasma membrane organization and function. Prog Lipid Res73: 1–27 doi:10.1016/j.plipres.2018.11.0023046578810.1016/j.plipres.2018.11.002

[kiac127-B60] Markham JE , LiJ, CahoonEB, JaworskiJG (2006) Separation and identification of major plant sphingolipid classes from leaves. J Biol Chem281: 22684–22694 doi:10.1074/jbc.M6040502001677228810.1074/jbc.M604050200

[kiac127-B61] Mascarenshas JP (1993) Molecular mechanisms of pollen tube growth and differentiation. Plant Cell5: 1303–1314 doi: 10.1105/tpc.5.10.130312271030PMC160363

[kiac127-B62] Matyash V , LiebischG, KurzchaliaTV, ShevchenkoA, SchwudkeD (2008) Lipid extraction by methyl-tert-butyl ether for high-throughput lipidomics. J Lipid Res49: 1137–1146 doi:10.1194/jlr.D700041-JLR2001828172310.1194/jlr.D700041-JLR200PMC2311442

[kiac127-B63] McCarthy DJ , ChenY, SmythGK (2012) Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res40: 4288–4297 doi:10.1093/nar/gks0422228762710.1093/nar/gks042PMC3378882

[kiac127-B64] Michaelson LV , NapierJA, MolinoD, FaureJD (2016) Plant sphingolipids: their importance in cellular organization and adaption. Biochim Biophys Acta Mol Cell Biol Lipids1861: 1329–1335 doi:10.1016/j.bbalip.2016.04.00310.1016/j.bbalip.2016.04.003PMC497044627086144

[kiac127-B65] Mittal D , MadhyasthaDA, GroverA (2012) Genome-wide transcriptional profiles during temperature and oxidative stress reveal coordinated expression patterns and overlapping regulons in rice. PLoS ONE7: e40899 doi:10.1371/journal.pone.00408992281586010.1371/journal.pone.0040899PMC3397947

[kiac127-B66] Moreno-Pérez AJ , Venegas-CalerónM, VaistijFE, SalasJJ, LarsonTR, GarcésR, GrahamIA, Martínez-ForceE (2012) Reduced expression of FatA thioesterases in Arabidopsis affects the oil content and fatty acid composition of the seeds. Planta235: 629–639 doi:10.1007/s00425-011-1534-52200262610.1007/s00425-011-1534-5

[kiac127-B67] Mueller SP , KrauseDM, MuellerMJ, FeketeA (2015) Accumulation of extra-chloroplastic triacylglycerols in Arabidopsis seedlings during heat acclimation. J Exp Bot66: 4517–4526 doi:10.1093/jxb/erv2262597723610.1093/jxb/erv226PMC4507766

[kiac127-B68] Mueller SP , UngerM, GuenderL, FeketeA, MuellerMJ (2017) Phospholipid: diacylglycerol acyltransferase-mediated triacylglyerol synthesis augments basal thermotolerance. Plant Physiol175: 486–497 doi:10.1104/pp.17.008612873339110.1104/pp.17.00861PMC5580778

[kiac127-B69] Muhlemann JK , YountsTLB, MudayGK (2018) Flavonols control pollen tube growth and integrity by regulating ROS homeostasis during high-temperature stress. Proc Natl Acad Sci USA115: E11188–E11197 doi:10.1073/pnas.18114921153041362210.1073/pnas.1811492115PMC6255205

[kiac127-B70] Müller AO , IschebeckT (2018) Characterization of the enzymatic activity and physiological function of the lipid droplet-associated triacylglycerol lipase AtOBL1. New Phytol217: 1062–1076 doi:10.1111/nph.149022917818810.1111/nph.14902

[kiac127-B71] Müller F , RieuI (2016) Acclimation to high temperature during pollen development. Plant Reprod29: 107–118 doi:10.1007/s00497-016-0282-x2706743910.1007/s00497-016-0282-xPMC4909792

[kiac127-B72] Nakamura Y , KobayashiK, OhtaH (2009) Activation of galactolipid biosynthesis in development of pistils and pollen tubes. Plant Physiol Biochem47: 535–539 doi:10.1016/j.plaphy.2008.12.0181918153510.1016/j.plaphy.2008.12.018

[kiac127-B73] Návarová H , BernsdorffF, DöringAC, ZeierJ (2013) Pipecolic acid, an endogenous mediator of defense amplification and priming, is a critical regulator of inducible plant immunity. Plant Cell24: 5123–5141 doi:10.1105/tpc.112.10356410.1105/tpc.112.103564PMC355697923221596

[kiac127-B74] Niu Y , XiangY (2018) An overview of biomembrane functions in plant responses to high-temperature stress. Front Plant Sci9: 1–18 doi:10.3389/fpls.2018.009153001862910.3389/fpls.2018.00915PMC6037897

[kiac127-B75] Pérez-Rodríguez P , Riaño-PachónDM, Guedes CorrêaLG, RensingSA, KerstenB, Mueller-RoeberB (2010) PlnTFDB: updated content and new features of the plant transcription factor database. Nucleic Acids Res38: D822–D827 doi:10.1093/nar/gkp8051985810310.1093/nar/gkp805PMC2808933

[kiac127-B76] Pidkowich MS , NguyenHT, HeilmannI, IschebeckT, ShanklinJ (2007) Modulating seed -ketoacyl-acyl carrier protein synthase II level converts the composition of a temperate seed oil to that of a palm-like tropical oil. Proc Natl Acad Sci USA104: 4742–4747 doi:10.1073/pnas.06111411041736059410.1073/pnas.0611141104PMC1838670

[kiac127-B77] Platre MP , BayleV, ArmengotL, BareilleJ, Marquès-BuenoMDM, CreffA, Maneta-PeyretL, FicheJB, NollmannM, MiègeC, et al (2019) Developmental control of plant Rho GTPase nano-organization by the lipid phosphatidylserine. Science364: 57–62 doi:10.1126/science.aav99593094854610.1126/science.aav9959

[kiac127-B78] Popko J , HerrfurthC, FeussnerK, IschebeckT, IvenT, HaslamR, HamiltonM, SayanovaO, NapierJ, Khozin-GoldbergI, et al (2016) Metabolome analysis reveals betaine lipids as major source for triglyceride formation, and the accumulation of sedoheptulose during nitrogen-starvation of *Phaeodactylum tricornutum*. PLoS ONE11: 1–23 doi:10.1371/journal.pone.016467310.1371/journal.pone.0164673PMC506333727736949

[kiac127-B79] Priya M , DhankerOP, Siddique KadambotHM, HanumanthaRaoB, Nair RamakrishnanM, PandeyS, SinghS, VarshneyRK, PrasadPV, NayyarH (2019) Drought and heat stress-related proteins: an update about their functional relevance in imparting stress tolerance in agricultural crops. Theor Appl Genet132: 1607–1638 doi:10.1007/s00122-019-03331-23094146410.1007/s00122-019-03331-2

[kiac127-B80] Puli MR , RajsheelP, AswaniV, AgurlaS, KuchitsuK, RaghavendraAS (2016) Stomatal closure induced by phytosphingosine-1-phosphate and sphingosine-1-phosphate depends on nitric oxide and pH of guard cells in *Pisum sativum.*Planta244: 831–841 doi:10.1007/s00425-016-2545-z2723350710.1007/s00425-016-2545-z

[kiac127-B81] Rahmati Ishka M , BrownE, WeigandC, TillettRL, SchlauchKA, MillerG, HarperJF (2018) A comparison of heat-stress transcriptome changes between wild-type Arabidopsis pollen and a heat-sensitive mutant harboring a knockout of cyclic nucleotide-gated cation channel 16 (*cngc16*). BMC Genom19: 1–19 doi:10.1186/s12864-018-4930-410.1186/s12864-018-4930-4PMC605710130041596

[kiac127-B82] Raja MM , VijayalakshmiG, NaikML, BashaPO, SergeantK, HausmanJF, Sha Valli KhanPS (2019) Pollen development and function under heat stress: from effects to responses. Acta Physiol Plant41: 47 doi:10.1007/s11738-019-2835-8

[kiac127-B83] Read SM , ClarkeAE, BacicA (1993) Stimulation of growth of cultured *Nicotiana tabacum* W38 pollen tubes by poly(ethylene glycol) and Cu(II) salts. Protoplasma177: 1–14 doi:10.1007/BF01403393

[kiac127-B84] Robinson MD , McCarthyDJ, SmythGK (2009) edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics26: 139–140 doi:10.1093/bioinformatics/btp6161991030810.1093/bioinformatics/btp616PMC2796818

[kiac127-B85] Rotsch AH , KopkaJ, FeussnerI, IschebeckT (2017) Central metabolite and sterol profiling divides tobacco male gametophyte development and pollen tube growth into eight metabolic phases. Plant J92: 129–146 doi:10.1111/tpj.136332868588110.1111/tpj.13633

[kiac127-B86] Santiago JP , SharkeyTD (2019) Pollen development at high temperature and role of carbon and nitrogen metabolites. Plant Cell Environ42: 2759–2775 doi:10.1111/pce.135763107738510.1111/pce.13576

[kiac127-B87] Scholz P , AnstattJ, KrawczykHE, IschebeckT (2020) Signalling pinpointed to the tip: the complex regulatory network that allows pollen tube growth. Plants9: 1098 doi:10.3390/plants909109810.3390/plants9091098PMC756978732859043

[kiac127-B88] Shao Q , LiuX, SuT, MaC, WangP (2019) New insights into the role of seed oil body proteins in metabolism and plant development. Front Plant Sci10: 1–14 doi:10.3389/fpls.2019.015683192123410.3389/fpls.2019.01568PMC6914826

[kiac127-B89] Shi W , LiX, SchmidtRC, StruikPC, YinX, JagadishSVK (2018) Pollen germination and *in vivo* fertilization in response to high-temperature during flowering in hybrid and inbred rice. Plant Cell Environ41: 1287–1297 doi:10.1111/pce.131462933603910.1111/pce.13146

[kiac127-B90] Shiva S , SamarakoonT, LoweKA, RoachC, VuHS, ColterM, PorrasH, HwangC, RothMR, TamuraP, et al (2020) Leaf lipid alterations in response to heat stress of *Arabidopsis thaliana.*Plants9: 845 doi:10.3390/plants907084510.3390/plants9070845PMC741245032635518

[kiac127-B91] Simon-Plas F , PerrakiA, BayerE, Gerbeau-PissotP, MongranS (2011) An update on plant membrane rafts. Curr Opin Plant Biol14: 642–649 doi:10.1016/j.pbi.2011.08.0032190345110.1016/j.pbi.2011.08.003

[kiac127-B92] Simons K , IkonenE (1997) Functional rafts in cell membranes. Nature387: 569–572 doi:10.1038/42408917734210.1038/42408

[kiac127-B93] Snider JL , OosterhuisDM, LokaDA, KawakamiEM (2011a) High temperature limits *in vivo* pollen tube growth rates by altering diurnal carbohydrate balance in field-grown *Gossypium hirsutum* pistils. J Plant Physiol168: 1168–1175 doi:10.1016/j.jplph.2010.12.0112125662110.1016/j.jplph.2010.12.011

[kiac127-B94] Snider JL , OosterhuisDM, KawakamiEM (2011b) Diurnal pollen tube growth rate is slowed by high temperature in field-grown *Gossypium hirsutum* pistils. J Plant Physiol168: 441–448 doi:10.1016/j.jplph.2010.08.0032083214010.1016/j.jplph.2010.08.003

[kiac127-B95] Song G , WangM, ZengB, ZhangJ, JiangC, HuQ, GengG, TangC (2015) Anther response to high-temperature stress during development and pollen thermotolerance heterosis as revealed by pollen tube growth and *in vitro* pollen vigor analysis in upland cotton. Planta241: 1271–1285 doi:10.1007/s00425-015-2259-72567250510.1007/s00425-015-2259-7

[kiac127-B96] Spicher L , GlauserG, KesslerF (2016) Lipid antioxidant and galactolipid remodeling under temperature stress in tomato plants. Front Plant Sci7: 1–12 doi:10.3389/fpls.2016.001672692508310.3389/fpls.2016.00167PMC4756161

[kiac127-B97] Sprunck S (2020) Twice the fun, double the trouble: gamete interactions in flowering plants. Curr Opin Plant Biol53: 106–116 doi:10.1016/j.pbi.2019.11.0033184177910.1016/j.pbi.2019.11.003

[kiac127-B98] Staff IA , TaylorPE, KenrickJ, KnoxRB (1989) Ultrastructural analysis of plastids in angiosperm pollen tubes. Sex Plant Reprod2: 70–76 doi:10.1007/BF00191993

[kiac127-B99] Sunoj VSJ , SomayandaIM, ChiluwalA, PerumalR, Vara PrasadPV, JagadishKSV (2017) Resilience of pollen and post-flowering response in diverse sorghum genotypes exposed to heat stress under field conditions. Crop Sci57: 1658–1669 doi:10.2135/cropsci2016.08.0706

[kiac127-B100] Touraine B , VignolsF, Przybyla-ToscanoJ, IschebeckT, DhalleineT, WuHC, MagnoC, BergerN, CouturierJ, DubosC, et al (2019) Iron–sulfur protein NFU2 is required for branched-chain amino acid synthesis in Arabidopsis roots. J Exp Bot70: 1875–1889 doi:10.1093/jxb/erz0503078518410.1093/jxb/erz050

[kiac127-B101] Villette C , BernaA, CompagnonV, SchallerH (2015) Plant sterol diversity in pollen from angiosperms. Lipids50: 749–760 doi:10.1007/s11745-015-4008-x2582080710.1007/s11745-015-4008-x

[kiac127-B102] Wu J , JamesDW, Jr, DoonerHK, BrowseJ (1994) A mutant of Arabidopsis deficient in the elongation of palmitic acid. Plant Physiol106: 143–150 doi:10.1104/pp.106.1.1431223231210.1104/pp.106.1.143PMC159509

[kiac127-B103] Yang H , YangS, LiY, HuaJ (2007) The Arabidopsis BAP1 and BAP2 genes are general inhibitors of programmed cell death. Plant Physiol145: 135–146 doi:10.1104/pp.107.1008001763152810.1104/pp.107.100800PMC1976577

[kiac127-B104] Yang Y , MininbergB, TarbetA, WeathersP (2013) At high temperature lipid production in *Ettlia oleoabundans* occurs before nitrate depletion. Appl Microbiol Biotechnol97: 2263–2273 doi:10.1007/s00253-012-4671-22333451210.1007/s00253-012-4671-2

[kiac127-B105] Zhang C , LiG, ChenT, FengB, FuW, YanJ, IslamMR, JinQ, TaoL, FuG (2018) Heat stress induces spikelet sterility in rice at anthesis through inhibition of pollen tube elongation interfering with auxin homeostasis in pollinated pistils. Rice11: 14 doi:10.1186/s12284-018-0206-52953218710.1186/s12284-018-0206-5PMC5847639

[kiac127-B106] Zhang Z , ChengZJ, GanL, ZhangH, WuFQ, LinQB, WangJL, WangJ, GuoXP, ZhangX, et al (2016) OsHSD1, a hydroxysteroid dehydrogenase, is involved in cuticle formation and lipid homeostasis in rice. Plant Sci249: 35–45 doi:10.1016/j.plantsci.2016.05.0052729798810.1016/j.plantsci.2016.05.005

[kiac127-B107] Zhao Q , ZhouL, LiuJ, DuX, AsadMAU, HuangF, PanG, ChengF (2018) Relationship of ROS accumulation and superoxide dismutase isozymes in developing anther with floret fertility of rice under heat stress. Plant Physiol Biochem122: 90–101 doi:10.1016/j.plaphy.2017.11.0092920232910.1016/j.plaphy.2017.11.009

[kiac127-B108] Zinta G , AbdElgawadH, PeshevD, WeedonJT, Van den EndeW, NijsI, JanssensIA, BeemsterGTS, AsardH (2018) Dynamics of metabolic responses to periods of combined heat and drought in *Arabidopsis thaliana* under ambient and elevated atmospheric CO_2_. J Exp Bot69: 2159–2170 doi:10.1093/jxb/ery0552946234510.1093/jxb/ery055PMC6019062

# Supplementary material for: Heat stress leads to rapid lipid remodeling and transcriptional adaptations in Nicotiana tabacum pollen tubes
**Source:** Plant Physiol. 2022 Mar 18;189(2):490–515. doi: 10.1093/plphys/kiac127
**Supplement:** kiac127_Supplementary_Data

**Supplemental Table S1** Parameters for lipid analysis by UPLC-nanoESI-MS/MS

| Lipid Category Class | Subclass         | Solvent start condition [% B] | Flow rate [ml/min] | Ionization mode       | Q1                                | Q3                                                                                                                      | DP [V] | EP [V] | CE [V]           | CX P [V] |
|----------------------|------------------|-------------------------------|--------------------|-----------------------|-----------------------------------|-------------------------------------------------------------------------------------------------------------------------|--------|--------|------------------|----------|
| <b>Glycerolipids</b> |                  |                               |                    |                       |                                   |                                                                                                                         |        |        |                  |          |
| Galactolipids        | DGDG             | 65                            | 0.1                | Negative              | [M+OAc] <sup>-</sup>              | [RCOO <sub>sn1</sub> ] <sup>-</sup> / [RCOO <sub>sn2</sub> ] <sup>-</sup>                                               | -100   | -10    | -40              | -10      |
|                      | DGMG             | 40                            | 0.1                | Negative              | [M+OAc] <sup>-</sup>              | [RCOO] <sup>-</sup>                                                                                                     | -200   | -10    | -40              | -11      |
|                      | MGDG             | 65                            | 0.1                | Negative              | [M+OAc] <sup>-</sup>              | [RCOO <sub>sn1</sub> ] <sup>-</sup> / [RCOO <sub>sn2</sub> ] <sup>-</sup>                                               | -100   | -10    | -45              | -10      |
|                      | MGMG             | 40                            | 0.1                | Negative              | [M+OAc] <sup>-</sup>              | [RCOO] <sup>-</sup>                                                                                                     | -200   | -10    | -40              | -11      |
|                      | SQDG             | 65                            | 0.1                | Negative              | [M-H] <sup>-</sup>                | [RCOO <sub>sn1</sub> ] <sup>-</sup> / [RCOO <sub>sn2</sub> ] <sup>-</sup>                                               | -100   | -10    | -40              | -10      |
|                      | SQMG             | 40                            | 0.1                | Negative              | [M-H] <sup>-</sup>                | [RCOO] <sup>-</sup>                                                                                                     | -200   | -10    | -40              | -11      |
| Neutral lipids       | DAG              | 80                            | 0.1                | Positive              | [M+NH <sub>4</sub> ] <sup>+</sup> | [M-RCOO] <sup>+</sup>                                                                                                   | 100    | 10     | 38               | 10       |
|                      | TAG              | 90                            | 0.13               | Positive              | [M+NH <sub>4</sub> ] <sup>+</sup> | [M-RCOO] <sup>+</sup>                                                                                                   | 140    | 10     | 40               | 6        |
| Phospholipids        | LPA              | 40                            | 0.1                | Negative <sup>a</sup> | [M+Me-H] <sup>-</sup>             | [RCOO] <sup>-</sup>                                                                                                     | -200   | -10    | -30              | -11      |
|                      | LPC              | 40                            | 0.1                | Negative              | [M+OAc] <sup>-</sup>              | [RCOO] <sup>-</sup>                                                                                                     | -200   | -10    | -40              | -11      |
|                      | LPE              | 40                            | 0.1                | Negative              | [M-H] <sup>-</sup>                | [RCOO] <sup>-</sup>                                                                                                     | -200   | -10    | -40              | -11      |
|                      | LPG              | 40                            | 0.1                | Negative              | [M-H] <sup>-</sup>                | [RCOO] <sup>-</sup>                                                                                                     | -200   | -10    | -40              | -11      |
|                      | LPI              | 40                            | 0.1                | Negative              | [M-H] <sup>-</sup>                | [RCOO] <sup>-</sup>                                                                                                     | -200   | -10    | -40              | -11      |
|                      | LPS              | 40                            | 0.1                | Negative              | [M-H] <sup>-</sup>                | [RCOO] <sup>-</sup>                                                                                                     | -200   | -10    | -40              | -11      |
|                      | PA               | 65                            | 0.1                | Negative <sup>a</sup> | [M+Me-H] <sup>-</sup>             | [RCOO <sub>sn1</sub> ] <sup>-</sup> / [RCOO <sub>sn2</sub> ] <sup>-</sup>                                               | -200   | -10    | -38              | -11      |
|                      | PC               | 65                            | 0.1                | Negative              | [M+OAc] <sup>-</sup>              | [RCOO <sub>sn1</sub> ] <sup>-</sup> / [RCOO <sub>sn2</sub> ] <sup>-</sup>                                               | -100   | -10    | -40              | -10      |
|                      | PE               | 65                            | 0.1                | Negative              | [M-H] <sup>-</sup>                | [RCOO <sub>sn1</sub> ] <sup>-</sup> / [RCOO <sub>sn2</sub> ] <sup>-</sup>                                               | -100   | -10    | -40              | -10      |
|                      | PG               | 65                            | 0.1                | Negative              | [M-H] <sup>-</sup>                | [RCOO <sub>sn1</sub> ] <sup>-</sup> / [RCOO <sub>sn2</sub> ] <sup>-</sup>                                               | -100   | -10    | -40              | -10      |
|                      | PI               | 65                            | 0.1                | Negative              | [M-H] <sup>-</sup>                | [RCOO <sub>sn1</sub> ] <sup>-</sup> / [RCOO <sub>sn2</sub> ] <sup>-</sup>                                               | -100   | -10    | -40              | -10      |
|                      | PIP              | 65                            | 0.1                | Negative <sup>a</sup> | [M+Me-H] <sup>-</sup>             | [RCOO <sub>sn1</sub> ] <sup>-</sup> / [RCOO <sub>sn2</sub> ] <sup>-</sup>                                               | -200   | -10    | -60              | -11      |
|                      | PIP <sub>2</sub> | 65                            | 0.1                | Negative <sup>a</sup> | [M+Me-H] <sup>-</sup>             | [RCOO <sub>sn1</sub> ] <sup>-</sup> / [RCOO <sub>sn2</sub> ] <sup>-</sup>                                               | -200   | -10    | -60              | -11      |
|                      | PS               | 65                            | 0.1                | Negative              | [M-H] <sup>-</sup>                | [RCOO <sub>sn1</sub> ] <sup>-</sup> / [RCOO <sub>sn2</sub> ] <sup>-</sup>                                               | -100   | -10    | -40              | -10      |
| <b>Sphingolipids</b> |                  |                               |                    |                       |                                   |                                                                                                                         |        |        |                  |          |
|                      | LCB              | 40                            | 0.1                | Positive              | [M+H] <sup>+</sup>                | [M-H <sub>2</sub> O+H] <sup>+</sup> /<br>[M-2H <sub>2</sub> O+H] <sup>+</sup> /<br>[M-3H <sub>2</sub> O+H] <sup>+</sup> | 50     | 10     | 20/<br>25/<br>30 | 10       |

|                      |                                                                            |    |      |                       |                                                    |                                                                                                                                  |      |     |     |     |
|----------------------|----------------------------------------------------------------------------|----|------|-----------------------|----------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------|------|-----|-----|-----|
| Neutral lipids       | Cer                                                                        | 65 | 0.1  | Positive              | [M+H] <sup>+</sup>                                 | [LCB-2H <sub>2</sub> O+H] <sup>+</sup>                                                                                           | 100  | 10  | 50  | 10  |
| Glycolipids          | HexCer                                                                     | 65 | 0.1  | Positive              | [M+H] <sup>+</sup>                                 | [LCB-2H <sub>2</sub> O+H] <sup>+</sup>                                                                                           | 120  | 10  | 55  | 10  |
|                      | IPC<br>GlcA-IPC                                                            | 65 | 0.1  | Positive              | [M+H] <sup>+</sup>                                 | [Cer-2H <sub>2</sub> O+H] <sup>+</sup>                                                                                           | 180  | 10  | 40  | 10  |
|                      | Hex-GlcA-IPC<br>HexNAc-GlcA-IPC<br>Hex-Hex-GlcA-IPC<br>Hex-HexNAc-GlcA-IPC | 65 | 0.1  | Positive              | [M+NH <sub>4</sub> ] <sup>+</sup>                  | [Cer-2H <sub>2</sub> O+H] <sup>+</sup>                                                                                           | 160  | 10  | 76  | 10  |
| Phospholipids        | Cer-P                                                                      | 65 | 0.1  | Negative <sup>b</sup> | [M+2Ac-H] <sup>-</sup>                             | [M+Ac-H] <sup>-</sup> / [M-H <sub>2</sub> O-H] <sup>-</sup>                                                                      | -100 | -10 | -50 | -10 |
|                      | LCB-P                                                                      | 40 | 0.1  | Negative <sup>b</sup> | [M+3Ac-H] <sup>-</sup> &<br>[M+2Ac-H] <sup>-</sup> | [M+2Ac-H] <sup>-</sup> / [M+Ac-H <sub>2</sub> O-H] <sup>-</sup> &<br>[M+Ac-H] <sup>-</sup> / [M-H <sub>2</sub> O-H] <sup>-</sup> | -100 | -10 | -31 | -10 |
| <b>Sterol lipids</b> |                                                                            |    |      |                       |                                                    |                                                                                                                                  |      |     |     |     |
| Glycolipids          | SG                                                                         | 65 | 0.1  | Positive              | [M+NH <sub>4</sub> ] <sup>+</sup>                  | [Sterol-OH] <sup>+</sup>                                                                                                         | 100  | 10  | 22  | 10  |
|                      | ASG                                                                        | 65 | 0.1  | Positive              | [M+NH <sub>4</sub> ] <sup>+</sup>                  | [Sterol-OH] <sup>+</sup>                                                                                                         | 100  | 10  | 28  | 10  |
| Neutral lipids       | SE                                                                         | 90 | 0.13 | Positive              | [M+NH <sub>4</sub> ] <sup>+</sup>                  | [Sterol-OH] <sup>+</sup>                                                                                                         | 140  | 10  | 22  | 6   |

The ionization mode depicts the polarity of the nanoESI source. Q1 and Q3 indicate the parent and product ions, respectively. CP, EP, CE and CXP indicate the declustering potential, entrance potential, collision energy and cell exit potential for the molecular species of the corresponding lipid classes, respectively.

Abbreviations for lipid classes and subclasses: ASG, acylated steryl glycoside; Cer, ceramide; Cer-P, ceramide phosphate; DAG, diacylglycerol; DGDG, digalactosyldiacylglycerol; DGMG, digalactosylmonoacylglycerol; GlcA, glucuronosyl; Hex, hexosyl; HexCer, hexosylceramide; HexN, hexosaminyl; HexNAc, *N*-acetylhexosaminyl; IPC, inositol phosphoceramide; LCB, long chain base; LCB-P, long chain base phosphate; LPA, lysophosphatidic acid; LPC, lysophosphatidylcholine; LPE, lysophosphatidylethanolamine; LPG, lysophosphatidylglycerol; LPI, lysophosphatidylinositol; LPS, lysophosphatidylserine; PA, phosphatidic acid; PC, phosphatidylcholine; PE, phosphatidylethanolamine; PG, phosphatidylglycerol; PI, phosphatidylinositol; PIP, phosphatidylinositol phosphate; PIP<sub>2</sub>, phosphatidylinositol bisphosphate; PS, phosphatidylserine; MGDG, monogalactosyldiacylglycerol; MGMG, monogalactosylmonoacylglycerol; SE, steryl ester; SG, steryl glycoside; SQDG, sulfoquinovosyldiacylglycerol; SQMG, sulfoquinovosylmonoacylglycerol; TAG, triacylglycerol.

<sup>a</sup>Methylation before UPLC-nanoESI-MS/MS analysis; <sup>b</sup>Acetylation before UPLC-nanoESI-MS/MS analysis.

How the deposited data were processed for this re-analysis (not part of the article)

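Transcript levels were measured by RNA sequencing of tobacco pollen tubes grown for 3 h at RT, for 6 h at RT, or for 3 h at RT followed by 3 h at HS, with 3 libraries per condition. Each library was mapped to its condition and replicate from the labels deposited with it and from the paper. The authors aligned single-end reads from non-stranded libraries to the TN90 genome with STAR and deposited the counts per gene from featureCounts, which are whole numbers without normalization. How reads that align to several places were treated is not stated in the paper's text or in the supplements that were searched. The tables hold 74044 genes in each library, and the number of other columns of per-sample values was 0.

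The counts per library summed to between 14931693 in HS replicate 1 and 26772286 in RT 3 h replicate 2, with medians of 25200926 for RT 3 h, 25574086 for RT 6 h and 24228800 for HS. The paper states 30 to 40 Mio reads per sample, and the totals on genes are the depth behind every value here. The 10 most abundant genes took 11.1 ± 0.446% (SD, n = 3) of the counts at RT 3 h, 12.4 ± 0.276% at RT 6 h and 11.9 ± 0.102% under HS. Replicates were compared before they were averaged, and no library was a copy of another, since the chi-square per degree of freedom between the counts of a pair of replicates lay between 1.78 and 6.93, above what sampling alone gives, and at most 1.14% of the genes counted in a pair had identical counts.

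From the counts, CPM values and log2 fold changes (log2FC) were computed in R 4.3.3 with edgeR 4.0.16. The RT 3 h against RT 6 h, the RT 6 h against HS and the RT 3 h against HS comparisons were each fitted on their own 6 libraries with TMM normalization (factors for the HS comparison between 1.04 and 1.08 for RT 6 h and between 0.939 and 0.952 for HS) and edgeR's quasi-likelihood test. Genes with more than 0.5 CPM in at least 2 of the 6 libraries were tested. Genes were called differentially expressed past an absolute log2FC of 1 and an FDR (Benjamini-Hochberg) of at most 0.005, which are the limits the paper gives. Log2FCs were computed with the default prior count of edgeR, while log2 CPM values were computed with a prior count of 2. Fold changes against a group with at most 3 counts in every library were computed against that floor and are lower bounds. The gene lists are those of the paper's Supplemental Datasets S22 and S24. They were tested with camera (correlation between genes set to 0.01) and fry of limma 3.58.1, and compared with 10000 random lists of the same size drawn within 20 bins of mean expression. The authors chose both lists from genes expressed in these libraries, so counts adjusted over a list alone are not independent evidence. Principal components were computed on log2 CPM. Tables were handled in Python 3.11.15 with pandas 2.3.3.

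The alternatives tried were edgeR's likelihood ratio test, DESeq2 1.42.0, DESeq2's size factors within edgeR, library sizes without TMM, no filter on low counts, a filter of at least 10 counts in every library, all 9 libraries in one fit, the replicate number as a block, a test against a log2FC of 1, an FDR limit of 0.05 for the counts of genes, and leaving out each library in turn. For single results, they were detection at 10 counts or more in any library, the filter on TMM-scaled CPM, principal components on 500 genes, with a prior count of 0.5 or without TMM, random lists that were not matched, repeated genes of the lipid list counted each time, fry, HS against RT 3 h, and exon lengths in RPKM. These were fixed before the data were examined. The log2FC limit without an FDR limit, an FDR limit of 0.05 with the likelihood ratio test or for single genes, detection at more than 10 counts and camera with an estimated correlation were chosen after seeing the data. Adjusted p-values that DESeq2 did not give were left out.

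The genes named in the text follow a rule fixed before the data were examined, namely every gene named by the paper's text and its Tables 4 and 5, all homologs in Datasets S22 and S24 of the proteins it names, and the 10 largest rises and falls of each comparison past both limits whose groups did not overlap. Those of them printed singly were picked after their values were seen. Names come from the paper's tables, and 5 names of heat shock protein genes come from a reference table of the K326 assembly, in which 56627 of 72500 identifiers of the count tables were found. No coordinates were taken from it. Scaffolds, positions, exon blocks and gene lengths are those of the TN90 annotation that the authors deposited with their counts. Dataset S14 was held in part, with 1980 of the paper's 26743 genes, so no overlap or enrichment was computed on it. For the genes held, its counts were those of the deposited tables, and its gene length was the span of the gene including introns in all 1980, among them 1828 genes with more than 1 exon block. RPKM was therefore computed here from the deposited counts with gene spans, and with summed exon lengths as the alternative.

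The tests were tried on simulated data before use. With 200 of 22790 genes changed, the quasi-likelihood test recovered 199 (99.5%) with 0 false calls, and DESeq2 recovered 193. Among 100 lists of unchanged genes, camera gave 0 and fry 1 with a p-value under 0.05. The genes were simulated independently of each other, so neither test was tried on correlated genes. The random lists also gave 0, but this outcome was fixed, because lists of unchanged genes held no called gene. Lipid and metabolite measurements, the assignment of genes to UniProt entries and the enrichment of Gene Ontology terms were not analysed here, and neither were the heat shock and LEA protein lists, because the count tables carry no protein names.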

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

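The test of genomic DNA below was chosen only after the result was seen.

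Some genes were silent at RT and present under HS. Of the 40422 genes with at most 3 counts in each of the 6 RT libraries, 77 had at least 1 CPM in every HS library, and 69 of them are in none of the paper's lists and tables used here. The list of all genes changed by HS, Dataset S16, was not held, and LOC107764596, one of the 69, carries the name of a heat shock protein (Nthsp26a), a class that the paper does discuss. All 69 were called higher under HS by edgeR's quasi-likelihood test. Their mean level under HS had a median of 7.17 CPM and reached 146 CPM in LOC107789670. Summed over the 69 genes, the level was between 1.72 and 2.59 CPM in the RT libraries and 1010, 1099 and 1023 CPM in HS replicates 1, 2 and 3. A search for genes present at RT 6 h alone, with at least 1 CPM in every RT 6 h library and at most 3 counts in every HS and RT 3 h library, found 0 genes. Of the genes called lower under HS, 12 had at most 3 counts in every HS library. A single exon block was annotated for 27 of the 69 genes (39.1%), against 6.97% of the genes tested.

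Reads from genomic DNA in the HS libraries would fall on all silent genes in proportion to their length. The 40298 other silent genes did have more counts under HS. Their summed level was between 269 and 298 CPM in the RT libraries and between 454 and 476 CPM in the HS libraries. These genes were chosen for few counts at RT, with no such limit under HS, so the choice itself can give at least part of that smaller rise. Genomic DNA is not excluded as a source of it either. To keep the choice of genes apart from the measurement, silent genes with at least 1 CPM in one HS library were measured in the other 2 HS libraries, relative to the level that all silent genes had there for the same exonic length. The 82, 98 and 91 genes chosen in HS replicates 1, 2 and 3, which include the 69, had median ratios of 135, 92.0 and 114, with lower quartiles of 50.9, 32.6 and 39.6, which argues against genomic DNA as the source of their counts. Transcription that runs on from a risen neighbour on the same strand would place a risen gene before these genes more often than after them. Within 10000 bp, 13 of the 69 genes had a neighbour before them, which was a risen gene for 5 (38.5%), and 9 had a neighbour after them, which was a risen gene for 2 (22.2%; Fisher's exact test, p = 0.648). Among all risen genes, these shares were 8.86% and 9.15%, and 2.38% of the other tested genes had a risen gene before them. With so few neighbours, run-on transcription and a response of neighbouring genes in common cannot be told apart. Reads shared with near-identical copies stay open as well, because the text does not state how reads aligned to several places were counted and this was not tested. That HS switches these genes on may be put forward only as a hypothesis.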

How the results depend on the processing

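No test in this part was chosen only after a result was seen, apart from the alternatives that are said below to have been chosen after seeing the data. Of the values computed under an alternative, 1300 for genes named in the text kept their direction and their side of the limits, while 46 were weaker, 14 stronger and 11 reversed. For the summaries and counts of genes, 262 values kept their direction and lay within 1.5 times the value of the reported setting, or within its spread, 37 moved further and 1 reversed.

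The number of genes changed by HS was 2100 (1439 higher, 661 lower). It was 2173 with the likelihood ratio test, of which 2099 were among the 2100, 1734 with DESeq2 (1722 shared), 2099 with DESeq2's size factors (2079 shared), 2240 without TMM (1830 shared), 2361 without a filter (2078 shared), 2044 with all 9 libraries in one fit (2038 shared) and 2365 at an FDR of 0.05. Across the 6 fits that each left out one library, it ranged from 1906 to 2069, with between 1303 and 1400 genes higher and between 603 and 669 lower. Without TMM, genes lower under HS numbered 1071. The filter of at least 10 counts in every library left 1254 genes, 820 genes higher under HS and 434 genes lower under HS (1232 of the 1254 shared), which follows from the filter, since it tests 18651 genes in place of 23053 and removes those silent in one group. The test against a log2FC of 1 gave 837 genes, 694 higher and 143 lower, which follows from its stricter null hypothesis.

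The number of genes changed between RT 3 h and RT 6 h was 391 (210 higher, 181 lower), with 443 by the likelihood ratio test, 308 by DESeq2, 394 with DESeq2's size factors, 473 without TMM, 472 without a filter, 314 with at least 10 counts in every library, 410 with all 9 libraries and 535 at an FDR of 0.05. DESeq2 gave no adjusted p for 4021 genes. Without TMM, genes higher at RT 6 h than RT 3 h numbered 134 and genes lower at RT 6 h than RT 3 h 339, because the median log2FC of all genes shifted to -0.13. The test against a log2FC of 1 left 64 genes, 42 higher and 22 lower. The log2FC limit alone, chosen after seeing the data, gave 317 higher, since it drops the FDR limit. Leaving out each library gave between 335 genes, without RT 6 h replicate 2, and 447, without RT 3 h replicate 3, with between 173 and 218 higher and between 157 and 229 lower. For genes changed by HS against RT 3 h, 2870 in the reported setting, the stricter count filter gave 1889, for the same reason as above. The other alternatives gave between 2460 with DESeq2 and 3726 without TMM, where 31.2% of the calls were rises in place of 59.9%, and fits without one library gave between 2585 and 2854.

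Of the gene lists, 108 transcriptional regulator genes were higher under HS and 38 lower. Transcriptional regulator genes lower under HS numbered 25 with DESeq2, 61 without TMM and 22 with at least 10 counts in every library, where transcriptional regulator genes higher under HS numbered 66. The test against a log2FC of 1 gave 38 higher and 2 lower. Without one library, between 90 and 101 were higher and between 30 and 40 lower. HSF genes higher under HS numbered 9, or 8 without TMM and 4 with at least 10 counts in every library, and were 9 in each of the 6 fits without one library. DBP genes higher under HS numbered 6, 1 with DESeq2 and 0 with at least 10 counts in every library. That filter tested 4 of the 10, and all 4 had an unadjusted p under 0.05, counted irrespective of direction. DBP calls went down to between 2, without HS replicate 3, and 4, without RT 6 h replicate 1, with 3 without RT 6 h replicate 2 or RT 6 h replicate 3. The 6 genes had at most 1.30 CPM under HS. MYB-related genes higher under HS stayed between 12 and 13 and AP2-EREBP genes higher under HS between 6 and 9 in the fits without one library. Lipid genes higher under HS numbered 20 and lipid genes lower under HS 20. They were 12 and 38 without TMM, 12 genes were higher with at least 10 counts in every library, and 7 were higher and 1 lower in the test against a log2FC of 1. Fits without one library gave 17 to 20 higher and 15 to 20 lower. For the changes with DESeq2, the cause was not tested. Those without TMM go with the shift of the median log2FC of all genes to -0.15, and those with the filter on counts and the test against a log2FC of 1 follow from their construction.

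The direction of the lists, tested with limma's camera, kept its side of a p of 0.05 by limma in each alternative that gave a value. With limma's camera, the p of the lipid list direction under HS, 0.270, lay between 0.0896 without TMM and 0.317, that of the transcriptional regulator list direction under HS, 0.582, between 0.360 and 0.699, and that of the HSF family, 3.48e-05, between 1.5e-08 without a filter and 0.0178 with at least 10 counts in every library. Without one library they lay between 0.219 and 0.317, 0.538 and 0.699, and 1.2e-05 and 8.1e-05. Lipid pathway sections with an adjusted p of at most 0.05 numbered 1 by camera, 8 by fry, and 0 by camera with estimated correlation, which was chosen after seeing the data and left 1 section at an unadjusted p under 0.05. Fry tests each section by itself while camera compares it with the other genes, and the cause was not tested further. The share of lipid genes changed by HS, 5.64%, was 5.61% with repeated genes counted each time, and the share of random lists with as few changed genes was 4e-04 when these were not matched on expression.

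Genes detected numbered 48045, 27248 with at least 10 counts in any library and 26517 with more than 10 counts, the last limit chosen after seeing the data. These values follow from the limits. Genes tested numbered 23044 and 22922 on TMM-scaled CPM, for HS and for growth at RT. The first of the principal components took 68.2% of the variance, 67.6% with a prior count of 0.5, 68.1% without TMM and 94.7% with the 500 genes with the highest variance, which are chosen for their variance. The relation of HS change to RT growth change, an r of -0.11, was 0.49 with HS against RT 3 h. Unchanged groups simulated on the same controls gave medians of -0.47 and 0.44, so shared libraries alone can give these signs. How much they contribute to the r of the data cannot be read from groups without true changes. The log2 change of the summed RPKM of the MBF1 family was 2.96 with gene spans and 1.52 with summed exon length.

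Of the 88 named results for single genes, 68 kept their call and direction in every alternative that gave a value, 14 became weaker in at least 1 alternative, 4 stronger and 2 reversed. LOC107801759 under HS had a log2FC of 0.0011. It was -0.0091 with DESeq2, -0.0076 with DESeq2's size factors, -0.15 without TMM, -0.0043 without a filter, -0.010 with at least 10 counts in every library, -0.0031 with all 9 libraries in one fit and -0.0054 with the replicate block, and between -0.17, without HS replicate 3, and 0.14, without HS replicate 2, when one library was left out (-0.019 without RT 6 h replicate 1 and -0.044 without RT 6 h replicate 3). The FDR was at least 0.600 in each, so that no change was detectable. LOC107771906 under HS had 0.13, and -0.020 without TMM (FDR between 0.555 and 0.977 across the alternatives). The cause was not tested for either gene beyond the shift of the median without TMM. LOC107829909 under HS, the HAD homolog of Table 4, had a log2FC of -1.02 and came inside the limit without RT 6 h replicate 1 (-0.93), RT 6 h replicate 2 (-0.99), HS replicate 2 (-0.85) or HS replicate 3 (-0.97).

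The replicate numbers are shared between the groups, but no strong pairing of the libraries by number was found. The correlation across genes of the deviations of same-numbered libraries from their group means lay between -0.019 and 0.106, and 1 of 9 pairs was over 0.1. Between RT 3 h and RT 6 h it was positive for every number (0.106, 0.018 and 0.059), and elsewhere it lay between -0.019 and 0.014. A pool or day shared by same-numbered libraries is therefore not excluded. With the replicate block, 2064 genes were changed by HS (2054 shared with the 2100), 415 between RT 3 h and RT 6 h (390 shared) and 2799 by HS against RT 3 h (2772 shared). Among the named genes, the call of LOC107767522 under HS stood at an FDR of 0.0050 with the block, just past the limit (0.0034 in the reported fit and 0.0011 to 0.031 across the alternatives), the log2FC of LOC107829909 was -0.986, just inside the limit (-1.20 to -0.85 across the alternatives), and no other call among the 88 named results changed. With the block, lipid genes lower under HS numbered 19 and DBP genes higher under HS 5.

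Depth limits the results for genes with few counts. HS replicate 1 held 14931693 counts, the fewest of the libraries, and for genes with at most 3 counts in every library of a group only lower bounds of a fold change can be given. Not run were the alternatives for the heat shock protein and LEA lists, the 20 and 100 genes with the largest rise among them, because the count tables carry no protein names. The likelihood ratio test and DESeq2 give no value for the direction of a list, the test against a log2FC of 1 was not planned for single families, and genes removed by a stricter filter have no value under it.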

Differences from the paper's values

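The limit of more than 10 counts, the likelihood ratio test with an FDR of 0.05, the log2FC limit alone and an FDR of 0.05 for single genes were chosen only after the results were seen. Of the 98 values of the paper that were also computed here, 3 differ beyond the limits that were set.

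The log2FC under HS of the HSD homolog LOC107774779 was 5.73 (SE = 0.76) here, against the paper's 6.97. The alternatives set before the data were examined gave 5.59 to 5.87, and leaving out one library gave values from 5.16, without RT 6 h replicate 2, to 9.06, without RT 6 h replicate 3. None of them closed the gap. The gene had at most 4 counts in any RT 6 h library.

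The number of genes detected was 48045 with at least 1 count in any library, against the paper's 26743. With at least 10 counts in any library, an alternative set before the data were examined, it was 27248, which closes the gap by the limit of 1.5 times. With more than 10 counts in any library, chosen after seeing the values, it was 26517. In the part of Dataset S14 held here, 1980 of the paper's 26743 genes, 1965 had more than 10 counts in at least 1 library, and of the 3395 genes of the same range of names that it does not list, 0 did.

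The lowest depth was 14.93 Mio counts on genes, against the paper's 30 Mio reads as the lower end of its range. Counts on genes leave out reads that were not assigned to a gene, so the scales are not the same, and no alternative bears on it.

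The following statements of the paper point another way than the values here. The paper describes the sterol reductase as upregulated, while the DWF1 homolog LOC107795958, which its Table 4 also lists with a negative value, had a log2FC of -1.06 under HS. The paper gives the FLOT2 homolog as an example of an upregulated gene, while LOC107832546, also negative in its Table 5, had a log2FC of -1.88. No setting that was run made either of them positive.

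The paper lists 43 genes with lipid functions in Table 4 as differentially expressed, of which 40 passed both limits here. The KCS12 homolog LOC107789797 had a log2FC of -1.29 (FDR = 0.0083 by edgeR's quasi-likelihood test). It was called by the likelihood ratio test (FDR = 0.0047) and without TMM (FDR = 0.0029), both set before the data were examined, and at an FDR of 0.05, chosen after seeing the values, while the FDR over its alternatives went up to 0.067. The CDP-DGS homolog LOC107761528 had a log2FC of -0.999 and passed the limit of 1 with DESeq2's size factors (-1.01), without TMM (-1.15), without a filter (-1.005), with at least 10 counts in every library (-1.01), and without RT 6 h replicate 1 (-1.03), RT 6 h replicate 3 (-1.01) or HS replicate 1 (-1.13). The FATA2 homolog LOC107790423 had a log2FC of -1.17 (FDR = 0.035) and was called only at an FDR of 0.05, by either edgeR test, a limit chosen for single genes after seeing the values, and its FDR over the alternatives lay between 0.016 and 0.14. The FDR that the paper's Table 4 prints for LOC107790423 is also above 0.005, so there the paper's own value misses its limit.

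The paper gives 1570 higher and 813 lower genes under HS (2383 in all), against 1439 and 661 here. At an FDR of 0.05, set before the data were examined, there were 1568 and 797. The likelihood ratio test at an FDR of 0.05 gave 1571 and 808 and the log2FC limit alone 1569 and 810, both chosen after seeing the values. For growth at RT, the paper gives 306 and 255 (561 in all), against 210 and 181. The same settings gave 301 and 234, 315 and 249, and 317 and 258. Of the transcriptional regulators, 108 were higher and 38 lower, against the paper's 117 and 42. At an FDR of 0.05 there were 117 and 40, and with the likelihood ratio test at that limit 117 and 41. The lipid genes were 20 higher and 20 lower, against the paper's 20 and 23. DESeq2's size factors, set before the data were examined, gave 20 and 22, as did both edgeR tests at an FDR of 0.05, and the likelihood ratio test at an FDR of 0.005 gave 20 and 21. MYB-related genes higher under HS numbered 13, and 14 by the likelihood ratio test at an FDR of 0.05, chosen after seeing the values.

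The paper names HSF and DBP as the families with the largest shares of upregulated genes. Here the shares were 47.4% and 60.0%, while they were larger in the smaller families AUX/IAA (1 of 1 gene) and Coactivator p15 (2 of 2), and CSD stood at 66.7% (2 of 3) and Sigma70-like at 50.0% (3 of 6). The paper names the AT3G10020 homolog LOC107766703 as the gene with the strongest upregulation. It had the highest fitted log2FC here too, but it has no counts at RT 6 h, and by lower bounds it was at least 194-fold higher, while LOC107789670 was at least 1162-fold higher.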

Other observations

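The tests of HS replicate 1 as the source of the growth pattern, of genes that changed less far under HS, of the counts taken by gene classes, of RT 3 h replicate 1 as an earlier point of growth, of gene length in the MBF1 family and of the looser FDR limit were chosen only after the results were seen.

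Changes during growth at RT and changes under HS were compared without sharing libraries, so that genes were called between RT 3 h and 2 of the RT 6 h libraries and their HS change was measured against the remaining RT 6 h library. The 173 to 187 genes that rose during growth, by a median log2 change of 1.25 to 1.30 in the remaining library, had a median log2 change of -0.262 to -0.257 under HS, and 62.7% to 63.6% of them were lower under HS. The 162 to 187 genes that fell, by a median of -1.14 to -1.07, had a median of 0.131 to 0.163, and 57.2% to 61.1% were higher. The RT 6 h libraries that both comparisons use cannot produce this, since the value nearest 0 was -0.257 with no library shared. Leaving out HS replicate 1, the shallowest library, gave -0.258, which argues against its low depth. If genes that change during growth changed less far when the last 3 h were at HS, their HS level would lie between those of RT 3 h and RT 6 h. This held for 48.6% to 50.8% of the risen and 47.0% to 50.0% of the fallen genes, which does not decide it, so this explanation stays open. Both directions are relative to the median of all genes, because the shift of that median without TMM, -0.15, has about the size of the values of the fallen genes. Across all genes the relation was absent in this comparison (r from -0.013 to 0.024, across genes, which are not independent replicates).

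With shared libraries, the change under HS against RT 6 h was compared with the change from RT 3 h to RT 6 h. Across 22213 genes, the Pearson r was -0.11 (Spearman's rho -0.075). Unchanged groups simulated on the same controls gave a median of -0.47 and at most -0.45. Those groups hold noise alone, while many genes changed in the data, so the simulated r is no reference for the size of the observed r. No relation can be read from the gap between them. Of the 118 genes called in both comparisons, 36 fell during growth and rose under HS, 52 rose and then fell, 24 rose in both and 6 fell in both. Against RT 3 h, 2870 of 23373 genes passed both limits under HS (12.3%), 1720 higher and 1150 lower. Higher against both RT time points were 1169 genes and lower against both were 417, counts that share the HS libraries.

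Changed genes had fewer exons than other genes. Of the genes higher under HS, 12.1% had a single exon block, against a median of 6.46% (95% of lists between 5.28% and 7.64%) in 1000 lists matched on exonic length, a difference of 5.63 percentage points that argues against a length bias between the libraries. The genes lower under HS had 11.6% against 6.66% (4.99% to 8.77%), and the median number of exons was 4 against 5 in both directions. From 1 exon block through 2 to 4 and 5 to 9 to 10 or more, the share of tested genes called higher went from 10.8% through 7.23% and 5.79% to 4.04%, and the share called lower from 4.79% through 3.50% and 2.48% to 1.88%. Between RT 3 h and RT 6 h, 2.04% of single-exon genes were called higher and 1.91% lower, against 0.674% and 0.255% of genes with 10 exon blocks or more. No biological explanation was tested.

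The share of HS calls that were rises moved with the scaling, and the source of this was examined with library sizes that leave out classes of genes. With all genes counted, the median log2 change of all genes was -0.15 and 52.2% of the calls were rises. The genes risen past the limits took 0.592 ± 0.0136% (SD, n = 3) of the counts at RT 6 h and 2.26 ± 0.0305% under HS, but leaving them out still gave -0.124 (54.4% rises). The 5% of genes most abundant at RT 3 h took 82.9 ± 0.297% at RT 6 h and 83.3 ± 0.0741% under HS, and leaving them out gave -0.110 (56.1% rises). Neither class alone accounts for the shift. With both left out the median was 0.025 (70.0% rises), but library sizes taken over the remaining genes centre these genes whatever moved the median, so this value decides nothing. The amount of mRNA per pollen tube was not measured here, so counts taken by both classes together and a fall of most transcripts per tube cannot be told apart.

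RT 3 h replicate 1 stood at -35.9 on the second principal component, against -25.9 and -23.6 for replicates 2 and 3. An earlier point of growth would give its deviation a negative correlation with the growth change across genes. The values were -0.029 and -0.084 with no library shared, on either side of the -0.059 that RT 3 h replicate 2 gave, so the test does not decide and an earlier point of growth stays open. Its deviation did correlate with log2 exonic length (r = -0.198 across genes, against 0.118 and 0.104 for replicates 2 and 3 and at most 0.080 in size for a library of the other groups). A bias by gene length in this library may therefore contribute, which the design gives no further way to test. No other biological explanation was tested.

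HS replicate 1 stood at -39.7 on the third principal component, against 22.4 and 17.8 for replicates 2 and 3. It is also the shallowest library, but after all libraries were thinned to its depth its gap to the mean of the others was 52.3, against 59.8 with all counts, while the gap between HS replicates 2 and 3 was 8.45 and the largest between RT replicates 24.9. Lower depth is therefore not the whole source of the gap. The labels and the paper give no batch that could be tested, and no biological explanation was tested.

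The summed RPKM of the 7 MBF1 genes rose by a log2 value of 2.96 when gene spans with introns were used as gene length, which is the length in the part of Dataset S14 held here (1980 of 26743 genes), and by 1.52 with summed exon lengths. The 2 members that rose, LOC107787006 (log2FC 8.35) and LOC107808000 (log2FC 7.98), have 1 exon block each, while the other 5 have 4 exon blocks and log2FCs between -0.53 and -0.23. Spans with introns are a candidate source of the larger value, because they lower the RPKM of the members with introns. Over 73 lists the median difference between the lengths was 0.032 in size, 8 lists moved by over 0.1 and 5 changed sign.

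The paper counts more changed genes than pass its FDR limit here. An explanation tested is that its counts were made with a looser FDR limit or none. With the likelihood ratio test and an FDR of at most 0.05, 1571 genes were higher under HS, against 1471 at the FDR of 0.005 and the paper's 1570, so a looser limit is consistent with the paper's count. In Dataset S22, the paper's own values give its 117 higher and 42 lower regulator genes with the log2FC limit alone or with an FDR of 0.05, and 113 and 40 with an FDR of 0.005. In Dataset S24 they give its 20 and 23 lipid genes in the first way, and 20 and 22 in the second.

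The counts of changed genes were compared with those of other splits of the same libraries. For HS against RT 6 h, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes, the real split. The same was found for RT 3 h against RT 6 h, with 1 of 10, and for HS against RT 3 h, with 1 of 10. Each of the other 9 splits gave 0 genes in every comparison, with between 242 and 417, 340 and 867, and 151 and 319 genes at an unadjusted p under 0.05 by edgeR's quasi-likelihood test. The real splits gave 2100, 391 and 2870 genes. The number of libraries keeps the share of splits at 0.1 or more, so the share itself decides nothing.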
